# Mammalian TatD DNase domain containing 1 (*TATDN1*) is a proteostasis‐responsive gene with roles in ventricular structure and neuromuscular function

**DOI:** 10.1111/febs.70077

**Published:** 2025-03-23

**Authors:** Gisel Barés, Aida Beà, Anna Sancho‐Balsells, Juan G Valero, David Aluja, Javier Inserte, Sandra García‐Carpi, Elisabet Miró‐Casas, Sara Borràs‐Pernas, Sara Hernández, Ana Martínez‐Val, Jesper V Olsen, Francesc Tebar, Xavier Cañas, Joan X. Comella, Patricia Pérez‐Galán, Marisol Ruiz‐Meana, Albert Giralt, Marta Llovera, Daniel Sanchis

**Keywords:** cardiomyopathy, motor control, neurobehavior, TatD, Tatdn1, ventricle dilation

## Abstract

The characterization of highly conserved but poorly understood genes often reveals unexpected biological roles, advancing our understanding of disease mechanisms. One such gene is Mammalian TatD DNase domain containing 1 (*Tatdn1*), the mammalian homolog of bacterial Twin‐arginine translocation D (TatD), a protein proposed to have roles either in DNA degradation or protein quality control in unicellular organisms. Despite its association with different pathologies, including several cancer types and cardiovascular diseases, the role of TATDN1 in mammals remains unexplored. Here, we demonstrate that *Tatdn1* encodes a cytoplasmic protein that does not participate in DNA degradation but is upregulated in cells under proteostasis stress. *Tatdn1*‐deficient mice exhibit dysregulated expression of genes involved in membrane and extracellular protein biology, along with mild dilated cardiomyopathy and impaired motor coordination. These findings identify TATDN1 as a key player in cytosolic processes linked to protein homeostasis, with significant physiological implications for cardiac and neurological function.

**Abbreviations**
CHEF: contour‐clamped homogeneous electric field electrophoresis
DCM: dilated cardiomyopathy
DMSO: dimethyl sulfoxide
dsDNA: double‐strand DNA
EF: ejection fraction
ER: endoplasmic reticulum
FS: fractional shortening
GSEA: Gene Set Enrichment Analysis
GWAS: gene‐wide association study
IFN: α interferon alpha
IVS: interventricular septum thickness
LVEDD: left ventricular internal diameter
LVEDV: left ventricular internal volume
LVESD: end‐systolic left ventricular internal diameter
LVPW: left ventricle posterior wall thickness
NET: neutrophil extracellular trap
NORT: novel object recognition test
ORF: open reading frame
shRNA: small hairpin RNA
ssDNA: single‐strand DNA
STS: staurosporine
TatD: Twin‐arginine translocation D
TATDN1: TatD DNase domain containing 1
T‐SAT: T‐spontaneous alteration task

## Introduction

Nucleases are central to the DNA degradation processes that occur during cell death, a phenomenon important for tissue homeostasis and response to injury. In exploring the roles of these enzymes in mammalian heart and brain tissues, we focused on the mitochondrial nuclease ENDOG and TATDN1. These nucleases were selected based on their reported roles in unicellular organisms and nematodes, where they mediate DNA degradation and developmental cell death [1, 2, 3]. While ENDOG has been extensively characterized, particularly in the myocardium [4, 5, 6, 7] and neurons [8], the physiological roles of TATDN1 remain largely unknown, despite its association with human pathologies, including several cancer types and dilated cardiomyopathy [9, 10].

TatD is a highly conserved protein found across all kingdoms. In bacteria, TatD is part of the *tatABCD* operon, which mediates the translocation of folded proteins with twin‐arginine motifs to the periplasm [2, 11, 12, 13]. Unlike its membrane‐bound counterparts [14] (TatA, B, and C), bacterial TatD is a soluble, cytoplasmic protein with proposed roles in Mg^2+^‐dependent DNA degradation, DNA repair, and protein quality control [2, 15, 16]. Notably, the Tat protein transport system is absent in eukaryotes [17], yet TatD homologs are conserved [18]. Functional studies of bacterial TatD and its eukaryotic homologs have primarily relied on overexpression systems and *in vitro* conditions [2, 16, 18, 19, 20]. Despite hypothesized nuclear localization, their biological roles in DNA degradation have not been demonstrated *in vivo*, leaving their physiological impact speculative. In unicellular eukaryotes, TatD‐like nucleases are implicated in DNA degradation [18, 21, 22] and processes like neutrophil extracellular trap (NET) degradation by *Plasmodium falciparum* [20]. However, these findings are limited to studies with recombinant proteins, and the relevance of TatD proteins to DNA degradation in living cells is unproven.

In mammals, TATDN1 has been identified as the homolog of the bacterial TatD and the apoptotic nucleases characterized in yeast (*YBL055C*) and *C. elegans* (*crn‐2*) [3, 18]. Eukaryotic TatD‐like proteins are proposed to play roles in apoptosis and embryonic development, yet functional studies of mammalian TATDN1 have been limited to *in vitro* recombinant protein assays [19], leaving its *in vivo* roles unexplored.

Given its evolutionary conservation and proposed apoptotic roles, we hypothesized that TATDN1 may have critical functions in mammalian cell death and development. In this study, we investigated TATDN1 expression and function in mammalian cells. We found that TATDN1 is a ubiquitously expressed cytosolic protein, dispensable for DNA degradation during cell death, yet responsive to proteostatic stress. Loss of TATDN1 in mice led to dysregulation of genes encoding membrane‐bound and extracellular proteins, mild dilated cardiomyopathy, and impaired motor coordination. These findings shed light on the unexpected physiological roles of TATDN1 and its potential relevance to human diseases.

## Results

### TATDN1 is the mammalian ortholog of bacterial TatD and is a ubiquitously expressed cytoplasmic protein unrelated to DNA degradation

The information available in several genome databases of model organisms (Fig. S1), as well as our alignment analysis (Fig. S2), pointed to *Tatdn1* as the mammalian ortholog of the bacterial *TatD* gene. Human TATDN1 is a 297 aa long, 33.6 kDa polypeptide (https://www.ncbi.nlm.nih.gov/protein/NP_114415.1) predicted to have a globular structure, based on X‐ray diffraction analysis data (https://alphafold.ebi.ac.uk/entry/Q6P1N9). TATDN1 contains a conserved ion‐dependent hydrolase domain (https://www.ncbi.nlm.nih.gov/Structure/cdd/cddsrv.cgi) and has a presumed 3′‐5′‐exodeoxyribonuclease domain (https://www.uniprot.org/uniprot/Q6P1N9#function). The Human Protein Atlas (HPA) suggests that TATDN1 has nucleoplasmic localization in U‐251 MG glioblastoma astrocytoma, based on immunofluorescence detection with an anti‐TATDN1 antibody (http://www.proteinatlas.org/ENSG00000147687‐TATDN1/cell). In contrast, the TatD orthologue from yeast, YBL055C, tagged at the carboxy terminal end with green fluorescent protein was localized to the cytoplasm [23]. Sequence alignment at the protein level showed high conservation among 15 selected species ranging from bacteria (*E. coli*) to humans (Fig. S2). Two motifs of ≥10 aa are highly conserved among the 15 sequences analyzed. These motifs contain putative metal‐binding residues, as described for bacterial TatD [16], and the nuclease domain as identified in the TATDN1 UniProt entry (https://www.uniprot.org/uniprotkb/P27859/entry) (Fig. S2).

Experimentally, we analyzed *Tatdn1* expression at the transcript level in several neonatal and adult mouse tissues. Quantitative PCR after reverse transcription of total RNA showed that the *Tatdn1* transcript was expressed in the heart and nervous system but was also abundant in other organs (Fig. 1A). TATDN1 protein was detected at levels not directly related to the transcript abundance in all tissues analyzed (Fig. 1B), suggesting tissue‐specific regulation of translation and/or protein turnover. Moreover, in some organs, such as the liver, brain, and cerebellum, a tendency to decrease in adulthood was observed. Analysis of TATDN1 abundance in primary cultures of neonatal rat cardiomyocytes, cardiac fibroblasts, cortical neurons, and glia showed no differences related to cell type (Fig. S3a). Immunofluorescence detection of FLAG‐tagged mouse TATDN1 in transfected human HEK293 cells showed a cytoplasmic staining (Fig. 1C). Due to the unexpected localization compared to the HPA annotation, we performed FLAG‐TATDN1 detection in subcellular fractions of FLAG‐TATDN1‐transfected HEK293 cells, which confirmed the cytoplasmic localization of overexpressed TATDN1 (Fig. 1D). An additional confirmation of these results was achieved by exploring publicly available spatial proteomics data by Martinez‐Val *et al*. [24]. Human and mouse endogenous TATDN1 were found in cytosolic fractions of HeLa cells and mouse liver and skeletal muscle, whereas it was absent in fractions corresponding to nuclei [24] (Fig. 1E; Fig. S3b). Moreover, an independent proteome‐wide mapping study of protein localization performed on human cancer cell lines corroborated the cytosolic localization of human TATDN1 (Fig. S4) [25].

**Fig. 1:**
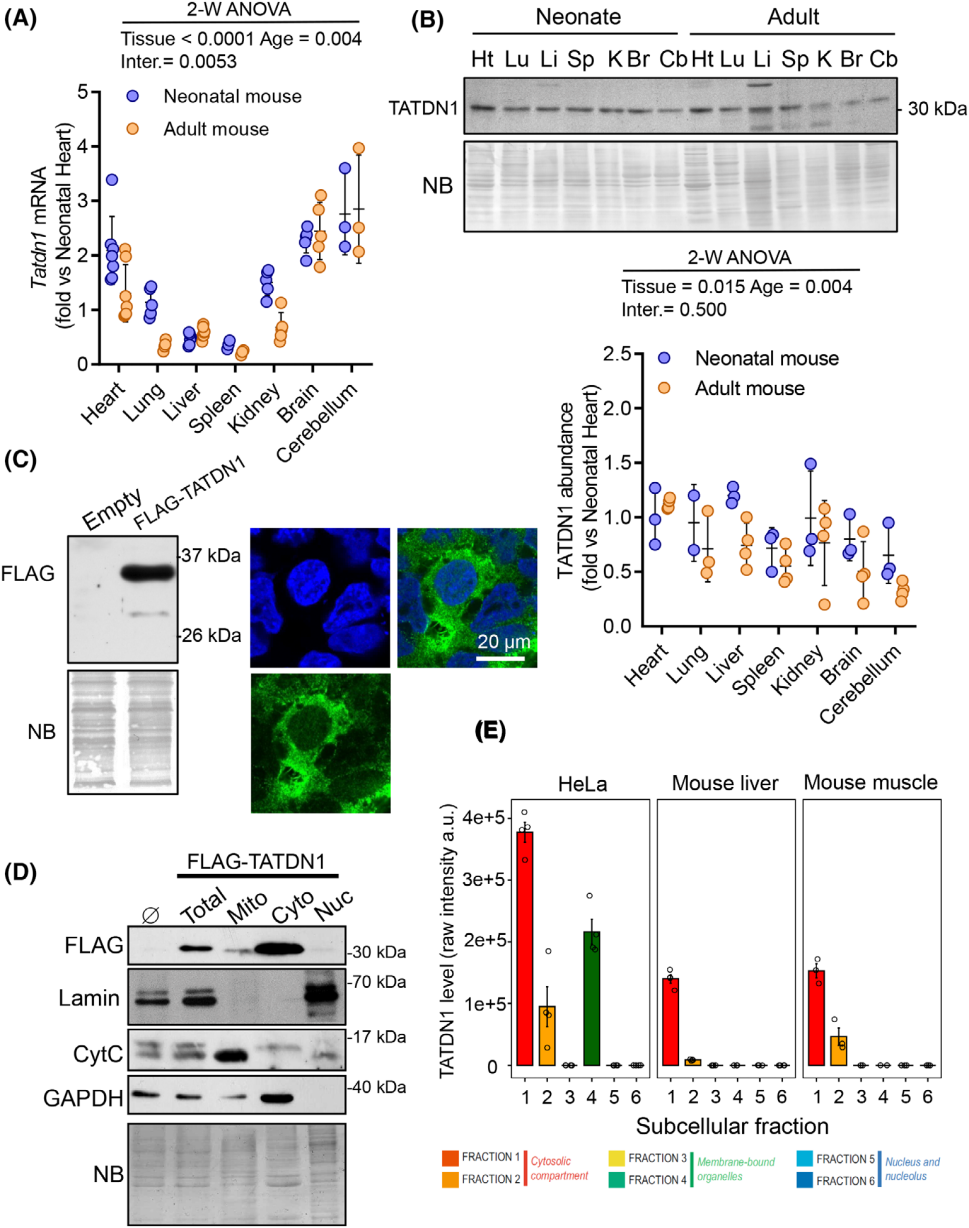
*Tatdn1* gene is ubiquitously expressed and FLAG‐TATDN1 has a cytoplasmic localization. (A) RT‐qPCR of Tatdn1 in 3‐ to 5‐day‐old neonatal (blue) and 4–5‐month‐old adult (orange) mouse tissues: Br, brain; Cb, cerebellum; Ht, heart; K, kidney; Lu, lung; Li, liver; Sp, spleen. Each individual value from 3 to 7 replicates is shown plus mean ± SD. (B) Representative TATDN1 western blot from total protein extracts obtained from mice in (A). NB, Naphthol blue stained membrane for loading control. Densitometric quantifications of TATDN1 band for each tissue referred to neonatal heart signal are depicted in the graph below. Each value from triplicates is shown plus mean ± SD (C) Representative western blot and confocal immunofluorescence images of overexpressed FLAG‐TATDN1 in HEK293 cells. Green: FLAG‐TATDN1, blue: Hoechst staining (nuclei) and merged images are shown. (D) Western blot of protein extracts and subcellular fractions of HEK293 cells transfected with empty vector (ø) or FLAG‐TATDN1 vector. Cyto, cytoplasm; Mito, mitochondria; Nuc, nucleus. Markers: CytC, cytochrome c for mitochondria; GAPDH for cytoplasm; Lamin A + C for nuclei. NB, Naphthol blue membrane staining. For A and B, two‐way ANOVA followed by Sidak's test was run. Inter. = Interaction. (E) Bar plots: ± SEM showing TATDN1 levels as raw intensity obtained from mass spectrometry analysis of six subcellular fractions in HeLa cells (*n* = 4), mouse liver (*n* = 4) and mouse muscle (*n* = 3) from Martinez‐Val *et al*. [24].

To complement overexpression results and proteomic data, we detected endogenous TATDN1 in several subcellular fractions of primary neonatal rat cardiomyocytes and dermal fibroblasts with a specific commercial antibody. Native TATDN1 was exclusively detected in the cytoplasm of both cell types (Fig. 2A,B). Because the mitochondrial nuclease ENDOG translocates to the nucleus during cell death [1], we checked whether TATDN1 could also change its location during caspase‐dependent and independent cell death. However, we did not detect TATDN1 translocation to the nucleus during experimental ischemia in cultured cardiomyocytes, a model of caspase‐independent death [4], or in Rat‐2 cells treated with the multikinase inhibitor staurosporine (STS), which induces caspase‐dependent cell death in fibroblasts [4] (Fig. 2A,B). We also investigated the potential role of TATDN1 in caspase‐dependent and independent DNA degradation. Cardiomyocytes expressing low TATDN1 levels due to lentiviral‐driven *Tatdn1*‐specific shRNA‐induced silencing (Fig. 2C, western blot) showed identical ischemia‐induced high molecular and low molecular weight DNA degradation, which is caspase‐independent [4], compared to the scrambled‐transduced cardiomyocytes (Fig. 2C). *Tatdn1* expression silencing in Rat‐2 fibroblasts (Fig. 2D, western blot) did not modify high molecular weight DNA degradation and DNA laddering, after treatment with STS (Fig. 2D). In contrast, the presence of Q‐VD‐OPh, a caspase inhibitor, reduced DNA low molecular weight degradation, showing that this event was dependent on caspase activation. Together, our results show that *Tatdn1* is expressed in neonatal and adult mouse tissues and that TATDN1 has a cytoplasmic location, which is neither altered in situations of caspase‐dependent nor caspase‐independent cell death. Furthermore, TATDN1 is not required for caspase‐dependent and independent genomic DNA degradation in rat cells.

**Fig. 2:**
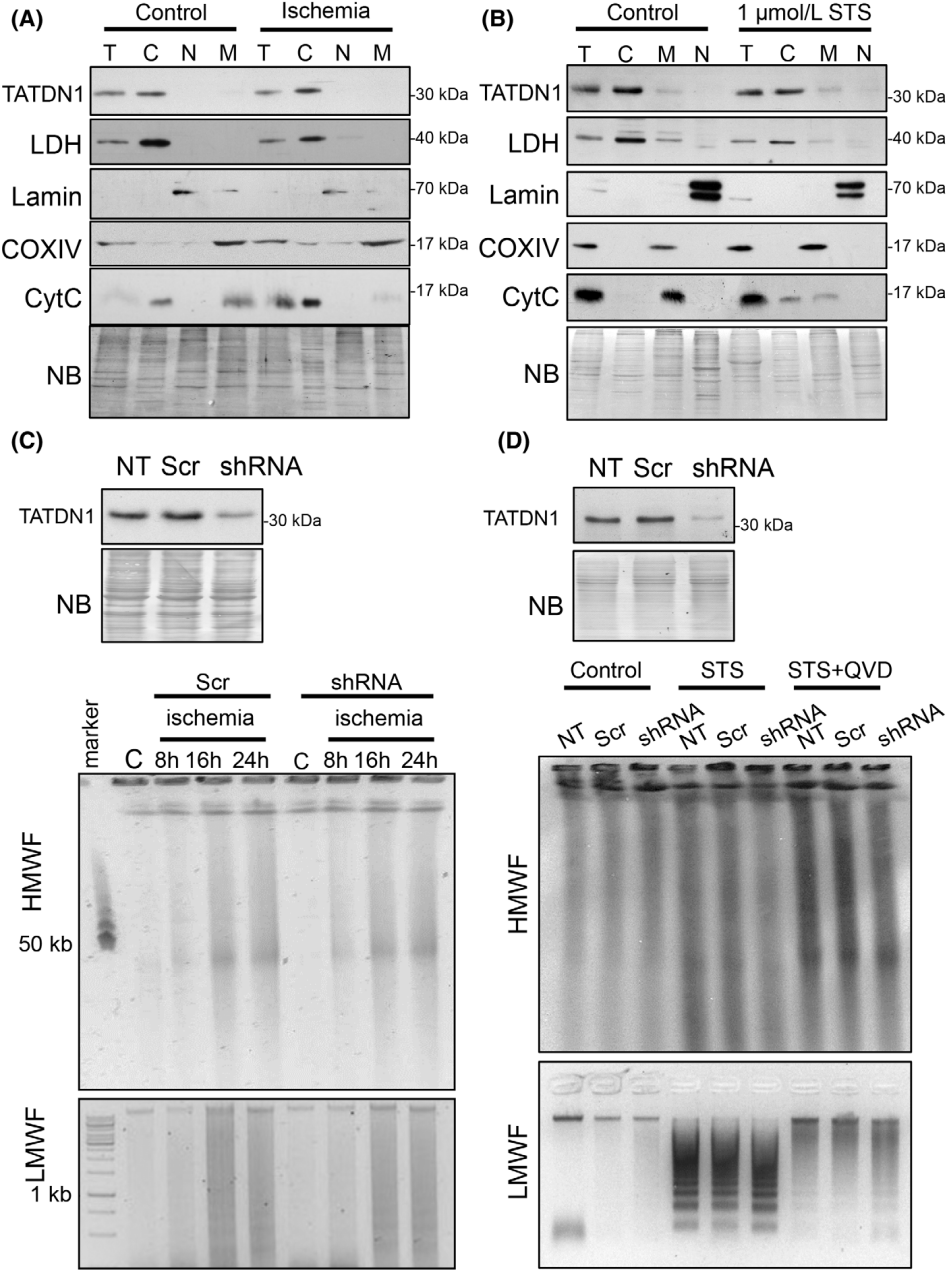
TATDN1 cytoplasmic localization is not altered during cell death and its expression is not required for caspase‐independent and caspase‐dependent DNA degradation. Representative western blot showing endogenous TATDN1 expression in total (T), cytosolic (C), nuclear (N) and mitochondrial (M) subcellular fractions of (A) primary neonatal rat ventricular cardiomyocytes cultured in normal conditions or submitted to 12 h ischemia; or (B) primary neonatal dermal fibroblasts treated with 1 μmol·L^−1^ staurosporine (STS) for 14 h. *N* = 3 independent experiments. Subcellular fraction purity was assessed by blotting fragments of the membranes with antibodies against lactate dehydrogenase (LDH; cytoplasm), Lamin A + C (Lamin, nucleus), cytochrome oxidase‐IV (COXIV, mitochondrial membrane), cytochrome c (CytC, mitochondria but released during cell death). NB, Naphthol blue total protein staining of the membrane. (C) TATDN1 western blot for the assessment of the efficiency of lentiviral‐driven *Tatdn1* gene silencing in primary rat neonatal cardiomyocytes (upper panel) and DNA agarose gel electrophoresis images of total DNA extracts from cardiomyocytes that were cultured in control conditions or in experimental ischemia for 8, 16, and 24 h. (D) TATDN1 western blot for the assessment of the efficiency of lentiviral‐driven *Tatdn1* gene silencing in Rat2 cells (upper panel) and DNA agarose gel electrophoresis images of total DNA extracts from control fibroblasts and cultures treated with 1 μmol·L^−1^ staurosporine (STS) and STS + 5 μmol·L^−1^ Q‐VD‐OPh (QVD; pan‐caspase inhibitor) for 8 h. NT, not transduced; Scr, scrambled‐transduced; shRNA, *Tatdn1*‐specific silencing. HMWF, DNA high molecular weight fragmentation; LMWF, DNA low molecular weight fragmentation. Representative images are shown from three independent experiments. Marker: 50 kb DNA molecular weight marker (for CHEF) and 1 kb DNA marker (for conventional electrophoresis). NB, Naphthol blue staining.

### TATDN1 is not required for mouse embryonic and postnatal development and cell proliferation

*TatD* gene orthologs are present in a broad number of species and have been reported to affect DNA integrity [16, 18, 19, 20, 21, 22] protein transport^6^ and embryo development [3]. Therefore, we decided to analyze the effects of *Tatdn1* deficiency *in vivo* in mice, as a mammalian model. The knockout strategy design and execution was performed by the Australian Regenerative Medicine Institute (ARMI) at MONASH University (Fig. 3A; Fig. S5). *LoxP* sites were introduced flanking mouse *Tatdn1* exon 3 by electroporation of ES cells with a plasmid containing the floxed *Tatdn1* exon 3 and a neomycin resistance cassette flanked by FRT sites, to induce an ORF shift after Cre‐dependent fragment deletion, generating a stop codon in exon 4 (Fig. 3A; Fig. S5a–f). *Tatdn1* floxed chimera were crossed with C57BL/6 females and bred to homozygosis (Fig. 3A; Fig. S5f). Then, *Tatdn1* floxed homozygous mice were crossed with ROSA‐FLPe mice to delete the neomycin cassette used for transgenic ES cell selection (Fig. 3A; Fig. S5g) and homozygous descendants were crossed with CAG‐*Cre* mice to induce *Tatdn1* exon 3 deletion (Fig. S5h). CAG‐Cre transgene was eliminated by crossing *Tatdn1* ^*+/+*^ *Cre* ^*−/−*^ and *Tatdn1* ^*−/−*^ *Cre* ^*+/−*^ mice, and *Tatdn1* ^*+/−*^ *Cre* ^*−/−*^ descendants were intercrossed to obtain homozygous wild‐type and knockout mice (Fig. S5i). Analysis of TATDN1 protein abundance in adult *Tatdn1* ^*+/+*^ and *Tatdn1* ^*−/−*^ mice showed its absence in all knockout tissues analyzed (Fig. 3B) and served to validate the specificity of the antibody used to demonstrate the cytoplasmic location of TATDN1 in rat cardiomyocytes and fibroblasts. No changes were observed due to *Tatdn1* gene deletion in breeding efficiency (7.2 ± 2.0 and 8.1 ± 2.7 pups·L^−1^ for *Tatdn1* ^*+/+*^ and *Tatdn1* ^*−/−*^, respectively; mean ± SD *n* = 11; *t*‐test *P* = 0.586). Body weight was slightly higher in *Tatdn1* ^*−/−*^ neonates at 5 days *postpartum* but was not significantly different in adults (Fig. 3C). Lack of genotype‐associated body weight differences was maintained after correcting by tibia length (Fig. S6). No differences in organ weight due to genotype were observed (Fig. 3D). Neonates of both genotypes had similar cardiomyocyte number (Fig. 3E) and area (Fig. 3F). *Tatdn1* ^*+/+*^ and *Tatdn1* ^*−/−*^ skin fibroblasts had similar proliferation rates (Fig. 3G). Furthermore, treatment of *Tatdn1* ^*+/+*^ and *Tatdn1* ^*−/−*^ primary dermal fibroblasts with STS had the same effects on DNA degradation (Fig. 3H). Together, these results suggest that TATDN1 is dispensable for mouse embryo and postnatal development, cell proliferation, and DNA degradation associated with two different types of cell death (caspase‐dependent and independent).

**Fig. 3:**
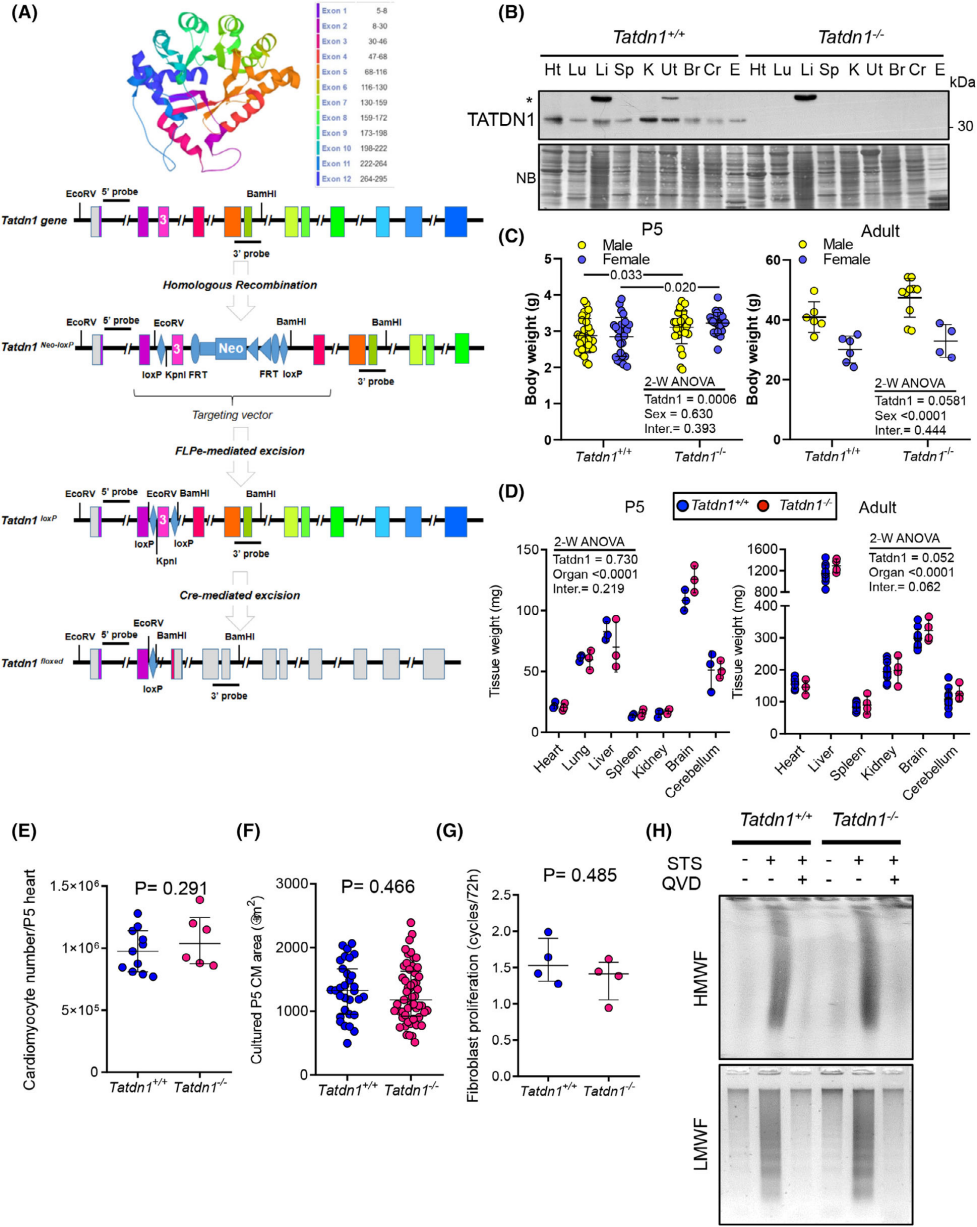
TATDN1 is dispensable for embryo and postnatal development, cell proliferation, and cell death‐associated DNA degradation in mice. (A) Strategy to generate the conditional *Tatdn1* allele. Three‐dimensional model of human TATDN1 (UniProt Q6P1N9) associating the corresponding coding exons to their location in the polypeptide chain, *Tatdn1* exonic structure indicating the Southern blot probes, and targeted allele showing location of the fragment integrated from the targeting vector. After homologous recombination, the Neomycin resistance cassette is located downstream exon 3, flanked by *loxP* and *FRT* sites. The Neomycin cassette was removed by crossing *Tatdn1* floxed homozygous mice with *ROSA‐FLPe* mice. Cre‐mediated excision resulted in one *loxP* site in the place of exon 3. (B) TATDN1 protein expression in adult *Tatdn1* ^*+/+*^ and *Tatdn1* ^*−/−*^ mouse tissues by western blot. Br, brain; Cb, cerebellum; E, eye; Ht, heart; K, kidney; Lu, lung; Li, liver; Sp, spleen; Ut, uterus. *Denotes unspecific band. NB, Naphthol blue protein staining of the membrane (representative image from 3 independent experiments). (C) Body weight of P5 pups (26–30 per gender and genotype), and P90 mice (4–10 per gender and genotype). (D) Organ weight of P5 (3 males/genotype) and P90 males (10 *Tatdn1* ^*+/+*^, 4*Tatdn1* ^*−/−*^). Individual values are plotted with mean ± SD (C, D). (E) cardiomyocyte number/heart counted as described in the Methods section, from 11 *Tatdn1* ^*+/+*^ and 6 *Tatdn1* ^*−/−*^ P5 pups. (F) Area of P5 cultured cardiomyocytes calculated as described in the Methods section. Dots correspond to individual cardiomyocyte areas counted in several microscopic fields of two independent neonatal cardiomyocyte cultures per genotype (>50 cells/genotype are plotted). (G) Number of cell cycles completed in 72 h of primary dermal fibroblasts from *Tatdn1* ^*+/+*^ and *Tatdn1* ^*−/−*^ neonatal mice. An equal number of primary dermal fibroblasts were simultaneously seeded, and 72 h later, cells were detached and counted. *N* = 4 independent experiments. Median ± interquartile range is also indicated (E–G). (H) Analysis of DNA degradation of primary dermal fibroblasts from *Tatdn1* ^*+/+*^ and *Tatdn1* ^*−/−*^ neonatal mice. Fibroblasts were cultured and treated or not with 1 μmol·L^−1^ staurosporine (STS) for 8 h in the presence or absence of 5 μmol·L^−1^ of the pan‐caspase inhibitor Q‐VD‐OPh (QVD). DNA was extracted and electrophoresed and stained as described in the Methods section. HMWF, DNA high molecular weight fragmentation; LMWF, DNA low molecular weight fragmentation. *N* = 3 independent times with similar results. Plots show individual experimental values, medians, and interquartile ranges. Two‐way ANOVA followed by Sidak's test (C, D) and Mann–Whitney U‐test (E–G) were run. Inter., Interaction. Statistical differences are indicated in each graph.

All the published experiments supporting DNase activity of bacterial TatD and its orthologs were performed using overexpression setups [15, 16, 18, 19, 20, 21] and, whereas Mg^2+^ was shown to be required for bacterial and yeast protein DNase activity [2, 16, 18], plasmodium TatD ortholog nuclease activity was inhibited by this cation [20] (summarized in Supplemental File 1_Fig. 3). To gain further insight into the possible DNase function of mammalian TATDN1, we assessed the capability of cytoplasm‐enriched fractions of *Tatdn1* ^*+/+*^ and *Tatdn1* ^*−/−*^ primary dermal fibroblasts to degrade a linearized plasmid *in vitro*. Our assay was based on the procedure published by Gannavaran *et al*. [21]. Despite the enriched abundance of TATDN1 in the wild‐type cytosolic extracts (Fig. 4A), different amounts of cytosolic extracts from *Tatdn1* ^*+/+*^ and *Tatdn1* ^*−/−*^ cells did not degrade several amounts up to 1 μg of BglII‐linearized pcDNA3 plasmid (Fig. 4B). Some pcDNA3 degradation was induced by both cytosolic protein extracts, either at pH 8 or 6 as compared to BSA addition, but at a similar extent by *Tatdn1* ^*+/+*^ and *Tatdn1* ^*−/−*^ cytoplasms (Fig. 4C). Together, under the experimental conditions tested, these results do not support deoxyribonuclease activity of TATDN1 present in the cytosolic extracts of mouse fibroblasts against dsDNA.

**Fig. 4:**
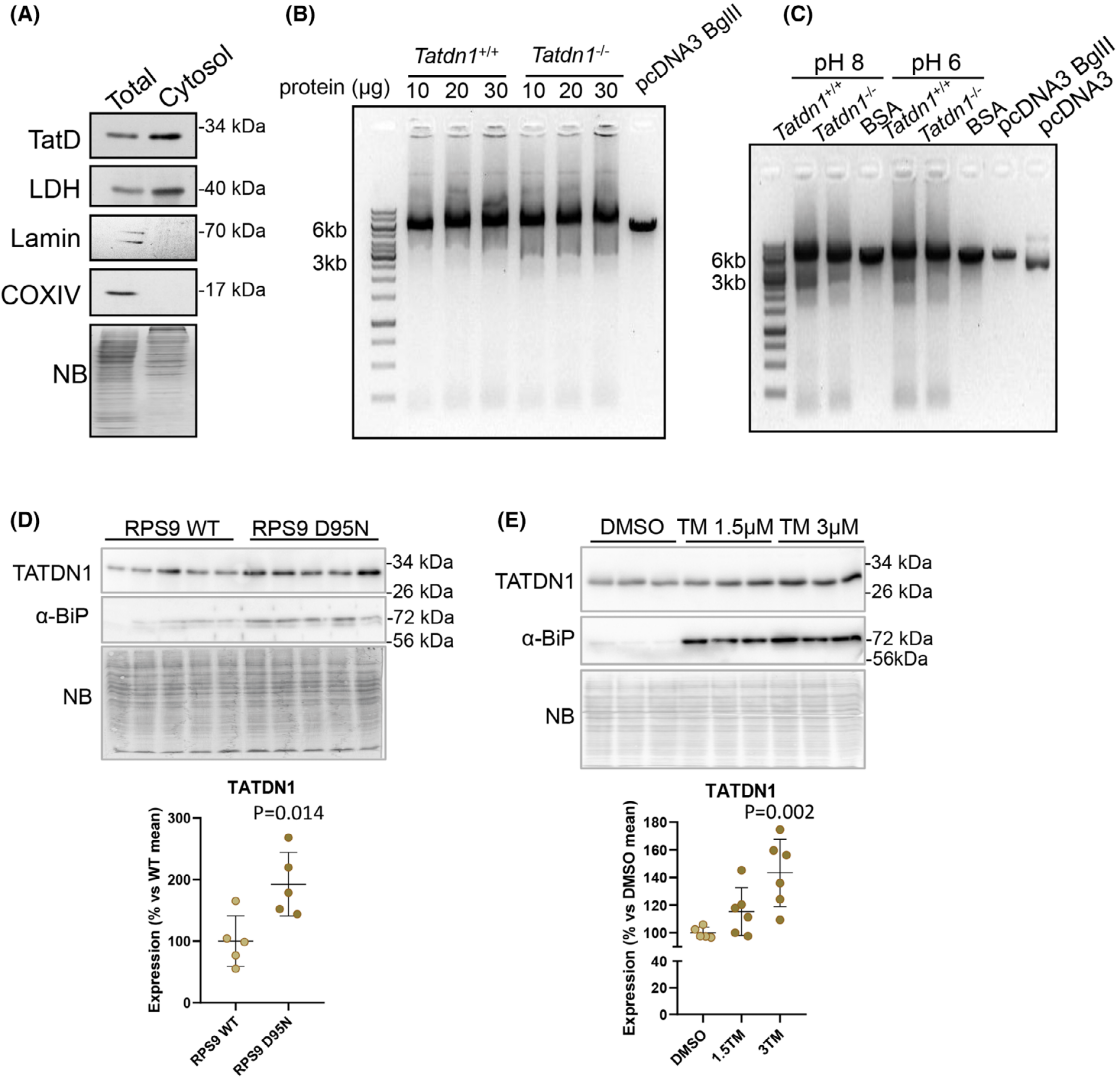
DNA degradation *in vitro* assays do not support DNase activity of endogenous TATDN1. (A) Assessment of TATDN1 enrichment in cytosolic extracts (cytosol) compared to total cell lysates (Total) of rat primary dermal fibroblasts. Potential contamination of cytosolic fractions with other subcellular compartments was assessed by blotting different fragments of the same membranes with antibodies against lactate dehydrogenase (LDH; cytoplasm), Lamin A + C (Lamin, nucleus), cytochrome oxidase‐IV (COXIV, mitochondrial membrane). NB, Naphthol blue membrane protein staining. (A) Representative sample from 3 independent experiments used in DNase assays is shown. (B) 1 μg of BglII‐linearized pcDNA3.1 plasmid (5.4 kb) was incubated with different amounts of cytosolic extracts from *Tatdn1* ^*+/+*^ and *Tatdn1* ^*−/−*^ dermal fibroblast cultures (10, 20, 30 μg of protein) for 2 h at 37 °C and pH 8 in the conditions described in Methods. (C) Cytosolic extracts (30 μg protein) from *Tatdn1* ^*+/+*^ and *Tatdn1* ^*−/−*^ dermal fibroblast cultures or 30 μg of BSA were incubated with 1 μg of BglII‐linearized pcDNA3.1 plasmid for 2 h at 37 °C and pH 8 or 6. At the end of the incubation time, the samples and aliquots of BglII‐digested and nondigested plasmid were electrophoresed in 1% agarose gels stained with SYBR Safe, and images were captured under UV illumination. A marker of DNA molecular weight was loaded at the left of each gel (6 and 3 kb bands are identified in the figure). Each assay was repeated three times with equal results. (D) TATDN1 expression in total protein extracts of HEK293 transfected with the wild‐type Rps9 or the Rps9 D95N mutant form inducing mistranslation (*N* = 5 clones each for RPS9 WT and D95N; mean ± SD), unpaired *t*‐test was used to determine statistically significant differences. (E) TATDN1 expression in total protein extracts of HEK293 cells treated for 24 h with tunicamycin at two different concentrations to induce UPR (*N* = 5 DMSO; *N* = 6/tunicamycin 1.5 and 3 μmol·L^−1^; mean ± SD). One‐way ANOVA followed by Dunnett's test was performed to assess statistically significant differences. Analysis of the endoplasmic reticulum chaperone α‐BiP was used to evidence activation of the unfolded protein response.

The above results demonstrate that TATDN1 localizes to the cytosol under both normal and apoptotic conditions, challenging its proposed role in DNA degradation in mammalian cells. Alternatively, it could be involved in protein biology as reported in bacteria [15]. In HEK293 cells, TATDN1 abundance was elevated in five independent clones carrying the RPS9 D95N ribosomal ambiguity mutation, which causes genome‐wide error‐prone translation, compared to controls [26] (Fig. 4D). Similarly, TATDN1 expression was dose‐dependently increased in HEK293 cells by Tunicamycin, an inducer of proteostatic stress [27] (Fig. 4E). Collectively, these results suggest that TATDN1 is a proteostatic stress‐responsive gene in mammalian cells.

### Comparative gene expression analysis suggests that mammalian TATDN1 functions are related to cellular membranes and vesicle trafficking but not to DNA degradation

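Tatdn1, the gene disrupted in these mice, was lower on every Tatdn1−/− ventricle array than on every Tatdn1+/+ ventricle array. Its probe set (TC1500001584.mm.2) gave 5.49 ± 0.39 (SD, n = 6 mice) log2 units in Tatdn1−/− ventricle and 6.85 ± 0.25 (SD, n = 6) in Tatdn1+/+ ventricle. This is a log2 difference of -1.36 (standard error 0.18, adjusted p = 0.0156 from limma). In brain cortex it gave 4.99 ± 0.31 (SD, n = 6) in Tatdn1−/− mice and 5.77 ± 0.34 (SD, n = 6) in Tatdn1+/+ mice. That difference was -0.78 (standard error 0.17), with p = 0.00433 in a two-sided exact permutation test and an adjusted p of 0.168 from limma, and 5 of 6 Tatdn1−/− cortex arrays lay below every Tatdn1+/+ array. Tatdn1 lies on chromosome 15 of GRCm38.p6 from 58890153 to 58933756. The positions of its probes within the gene are not given in the sources used here, so signal from a transcript that lacks exon 3 cannot be told from background. The ventricle call was lost without Tatdn1+/+ mouse M75-1 (adjusted p = 0.0613), M75-2 (0.0677) or Tatdn1−/− mouse M78-1 (0.067) and in the exact Wilcoxon test (0.359), with a log2 difference of -1.319 or lower in each of these settings. The smallest p of a Wilcoxon test of 6 against 6 mice is 0.00216, so that even full separation of the arrays could not bring a call there.

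**Figure D1:**
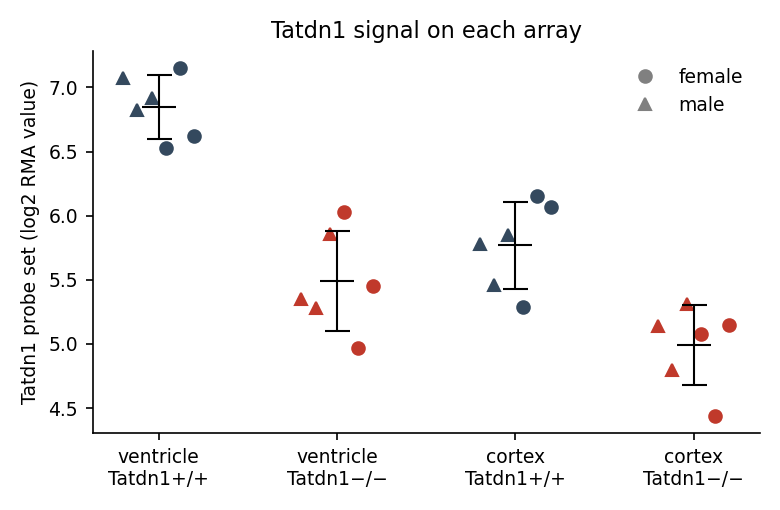
Log2 RMA value of the Tatdn1 probe set (vertical axis) on each of 24 arrays, by tissue and genotype, with circles for females, triangles for males, and the mean and SD of 6 mice in black. Ventricle values run from 4.97 to 6.03 in Tatdn1−/− mice and from 6.53 to 7.15 in Tatdn1+/+ mice, and cortex values from 4.44 to 5.31 and from 5.29 to 6.15.

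Among 70 probe sets within 10 Mb of Tatdn1, which include its neighbours Rnf139, Trmt12, Ndufb9, Mtss1, Tmem65 and Sqle, none passed an adjusted p of 0.05 in either tissue. In ventricle 12 of the 70 (17.1%) had an unadjusted p under 0.05, against 8.47% of 19498 other located probe sets (two-sided Fisher's exact test, p = 0.0163). By the same exact test the share was 9 of 45 (20%, p = 0.0122) within 5 Mb and 8.23% (p = 1) within 20 Mb. In cortex 7 of the 70 had an unadjusted p under 0.05 (two-sided Fisher's exact test, p = 0.348).
RNA from the cardiac ventricle and the brain cortex of 12 mice aged 2 months, 3 males and 3 females of each genotype, had been hybridized to Mouse Clariom S HT arrays, with 1 array per tissue and mouse. The values are those the authors made with RMA, which corrects background, quantile-normalizes the arrays and summarises the probes of each probe set on a log2 scale. Which arrays were normalized together is not given in the sources used here. The 22206 gene-level probe sets were tested, and control and other entries of the table were left out. The medians of all entries ran from 2.55 to 2.86 between arrays. Each tissue was fitted alone in limma with 6 Tatdn1−/− against 6 Tatdn1+/+ mice, without covariates or a filter on signal, and p values were adjusted by the Benjamini-Hochberg method over all probe sets. The number of arrays limits the precision. In a test on simulated changes, 74.6% of probe sets shifted by 1 log2 unit and 26.9% of those shifted by 0.5 were called in ventricle, and 82.1% and 23.9% in cortex. Each of these sizes was given to 67 probe sets, and further ones were shifted by 1.5, far more than were called in the real data. With many changed probe sets the Benjamini-Hochberg limit is easier to meet, so the shares called in the real data may be lower.
For groups of genes, 51 lists were written before the data were examined but after Data S1 had been read, and the Hallmark lists among them were written from memory. Each list was compared with all other genes in camera with a preset correlation of 0.01, with p values adjusted over the 51 lists of a tissue. A group is said below to rise or fall where camera called it in this setting. The setting called 9 lists in ventricle and 8 in cortex, and a correlation estimated per list 0 and 3. Of 100 splits of the mice, the real one included, 10 called as many lists in ventricle and 5 in cortex, so chance stays open for the list results.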

To determine the molecular changes induced by *Tatdn1* gene disruption, we performed a microarray‐based gene expression analysis comparing adult *Tatdn1* ^*+/+*^ and *Tatdn1* ^*−/−*^ mice's cardiac ventricle and brain cortex. Due to the ubiquitous expression of *Tatdn1* (Figs 1B, 3B), we decided to initially analyze changes in the heart and the brain, two organs in which our group has previously found roles of apoptotic regulators in cell death and in organ morphology and function [6, 7, 28, 29, 30]. The Gene Set Enrichment Analysis (GSEA) method identified the upregulation of genes involved in angiogenesis, epithelial mesenchymal transition, inflammation, and response to IFN‐α in the *Tatdn1* ^*−/−*^ heart (Fig. 5A). These GSEA Hallmark gene sets, related to biological processes, are characterized by the inclusion of an elevated proportion of genes coding for extracellular and integral membrane proteins (Data S1). 

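Interferon-responsive genes rose as a group in Tatdn1−/− ventricle. The median log2 difference of 84 measured genes of the interferon alpha response was 0.093 (camera, adjusted p = 0.0409), with 11 higher and 1 lower at an unadjusted p under 0.05. The adjusted p was 0.801 with an estimated correlation. None of the 84 passed limma's test over all probe sets or when adjusted over the list alone. Its members with the smallest p were Adar, an editor of double-stranded RNA, with a log2 difference of 0.35 (standard error 0.10, adjusted p = 0.382 from limma), the antiviral kinase Eif2ak2 with 0.54 (standard error 0.16, adjusted p = 0.388), Trim30a with 0.64 and Ncoa7 with 0.47.
Of 33 genes of angiogenesis, 5 were higher and 1 was lower at an unadjusted p under 0.05, and 1 was higher when adjusted over the list alone. That gene was Lrpap1, a chaperone of lipoprotein receptors, with a log2 difference of 0.42 (standard error 0.10). The collagen gene Col3a1 had 0.86 (standard error 0.27). The list did not pass the test (camera, adjusted p = 0.0506, median 0.108, and 0.604 with an estimated correlation). For 179 genes of the epithelial mesenchymal transition, the median was 0.06, with 17 higher and 1 lower at an unadjusted p under 0.05 and none when adjusted over the list alone (camera, adjusted p = 0.24). Its members with the smallest p beside Col3a1 were the syntrophin gene Sntb1 with 0.67, Gadd45a with 0.55 and the protease inhibitor Timp1 with 0.56. For 176 genes of the inflammatory response, the median was 0.057, with 21 higher and 4 lower at an unadjusted p under 0.05 (camera, adjusted p = 0.349). Mxd1, a transcriptional repressor, had 0.82 (standard error 0.14, adjusted p = 0.0991 from limma) and was the single member called when adjusted over the list alone. In fgsea, which permutes genes on the ranked difference, the adjusted p was 0.0959 for angiogenesis, 0.00721 for the epithelial mesenchymal transition, 0.00721 for the inflammatory response and 0.0018 for the interferon alpha response.

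**Figure D2:**
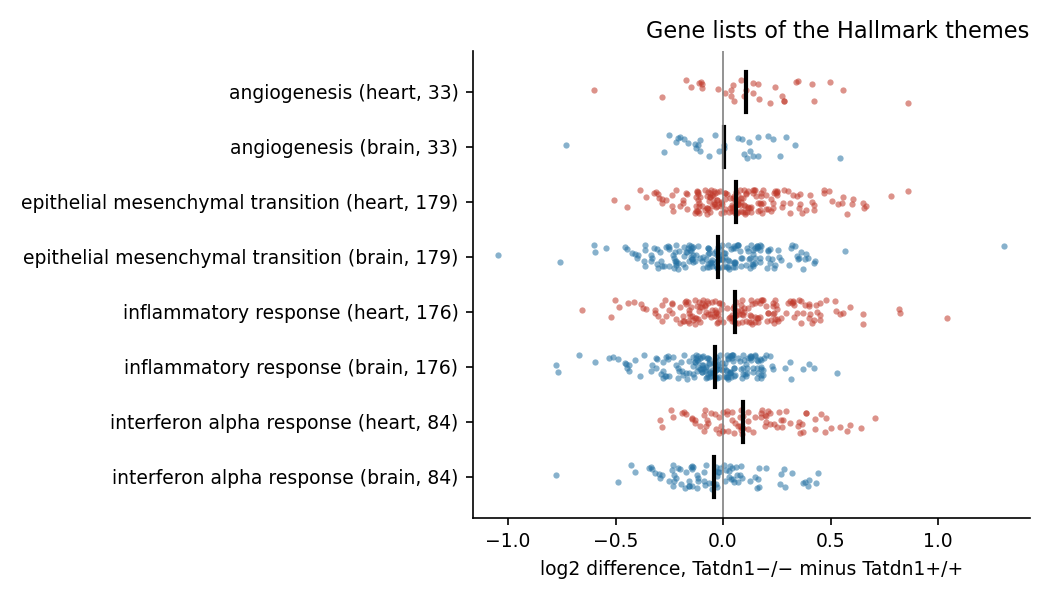
Log2 difference of Tatdn1−/− minus Tatdn1+/+ mice (horizontal axis) for each measured gene of 4 lists in ventricle (red) and cortex (blue), 6 mice per genotype and tissue, with the median of each list as a black bar and the number of genes in brackets. The medians in ventricle are 0.108, 0.06, 0.057 and 0.093 from top to bottom.

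Among markers of cell types in ventricle, fibroblast markers had a median log2 difference of 0.175 (camera, adjusted p = 0.122), endothelial markers 0.06 (0.844) and macrophage markers -0.133 (0.341). The interferon list was not called after quantile normalization (adjusted p = 0.0663), without the 30% dimmest probe sets (0.067), in females alone (0.934, with a median of -0.007), or without any 1 of the mice M75-0, M75-1, M75-2, M78-0, F77-1 and F77-2 (0.0659 to 0.281). The angiogenesis list passed when F76-1 (0.0231), F76-2 (0.0272) or M77-1 (0.0304) was left out, and the list of the epithelial mesenchymal transition without M77-1 (0.0495).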

We did not find Hallmark gene sets differentially expressed in the brain cortex at the selected statistical stringency. 

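The 4 Hallmark themes of the heart did not pass the test in cortex. The adjusted p from camera was 0.808 for angiogenesis (median log2 difference 0.004), 0.963 for the epithelial mesenchymal transition (-0.024), 0.787 for the inflammatory response (-0.037) and 0.909 for the interferon alpha response (-0.042). Data S1 lists 5 other Hallmark sets as enriched in Tatdn1+/+ brain, which were not tested here as sets.
Genes induced by neuronal activity or growth factors fell as a group in Tatdn1−/− cortex. All 40 measured genes of this list had a lower mean in Tatdn1−/− mice, 20 of them at an unadjusted p under 0.05 and 12 when adjusted over the list alone, and none passed limma's test over all probe sets. The median log2 difference was -0.414 (camera, adjusted p = 1.25e-15), and the adjusted p was 0.286 with an estimated correlation. Bdnf, a growth factor of neurons, had -1.04 (standard error 0.23, adjusted p = 0.165 from limma), the cyclooxygenase gene Ptgs2 -0.78 (standard error 0.15, adjusted p = 0.0794), the MAP kinase phosphatase Dusp4 -0.87 (standard error 0.14, adjusted p = 0.0763) and the activin subunit Inhba -0.60 (standard error 0.14, adjusted p = 0.268). Data S1 lists 18 of the 40 for cortex, and it had been read when the list was written, so the list is not independent evidence of the direction.
Targets of the stress-induced transcription factor ATF4, which include enzymes of amino acid supply, also fell. Of 40 measured genes, 14 were lower and none was higher at an unadjusted p under 0.05, and 6 were lower when adjusted over the list alone. The median was -0.205 (camera, adjusted p = 1.55e-06, and 0.00406 with an estimated correlation). Atf4 itself had -0.48 (standard error 0.12, adjusted p = 0.33 from limma), Nupr1 -0.70 (standard error 0.14), the amino acid transporter Slc7a3 -0.72 (standard error 0.19) and Sesn2 -0.47 (standard error 0.13). Data S1 lists 7 of these 40. Among 26 cytosolic chaperones, 3 were lower at an unadjusted p under 0.05, and the median was -0.093 (camera, adjusted p = 0.0432, and 0.441 with an estimated correlation). The heat shock genes Hspa1b and Hspb8 had -0.80 and -0.63.

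**Figure D3:**
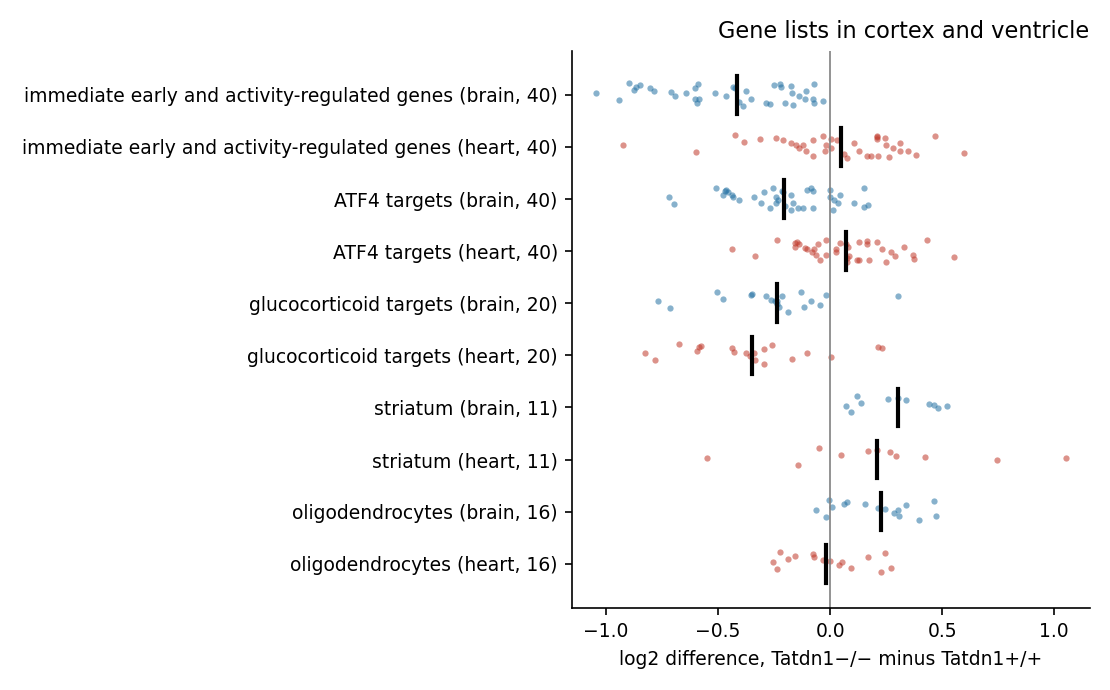
Log2 difference of Tatdn1−/− minus Tatdn1+/+ mice (horizontal axis) for each measured gene of 5 lists in cortex (blue) and ventricle (red), 6 mice per genotype and tissue, with the median of each list as a black bar and the number of genes in brackets. In cortex the medians are -0.414, -0.205, -0.239, 0.302 and 0.228 from top to bottom.

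Markers of the striatum moved with these groups. All 11 had a higher mean in Tatdn1−/− cortex, with a median of 0.302 (camera, adjusted p = 2.8e-05, and 0.444 with an estimated correlation), as for the signalling regulator Ppp1r1b with 0.48 (standard error 0.13). Of 16 oligodendrocyte markers, 13 had a higher mean, with a median of 0.228 (adjusted p = 0.000126, and 0.457 with an estimated correlation), as for the myelin gene Mbp with 0.34 (standard error 0.12). The chaperone list was not called after quantile normalization (adjusted p = 0.0714), when arrays were centred on their median (0.0603), without the 30% dimmest probe sets (0.115), in females alone (0.706, with a median of 0.012) or without any 1 of the mice M75-0, M75-2, F76-2, F76-3, M78-0, M78-1 and M77-1 (0.0506 to 0.17). The oligodendrocyte list was not called in males alone (0.183).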

For each tissue, further analysis identified important enrichment in gene sets belonging to the C2 and C5 GSEA collections (curated and ontology, respectively), showing positive normalized enrichment scores (NES) (Fig. 5B). Annotated functions of these gene sets showed significantly high abundance of genes coding for proteins involved in transport across membranes, synapse formation, vesicle trafficking, cell adhesion, and cell–cell communication (Data S1). 

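Gap junction genes rose as a group in Tatdn1−/− cortex. Of 16 measured connexins, 13 had a higher mean, with a median log2 difference of 0.20 (camera, adjusted p = 0.000718, and 0.0323 with an estimated correlation). Single connexins had small differences, such as 0.34 for Gjb2 (standard error 0.18, adjusted p = 0.731 from limma) and 0.23 for Gja1, the connexin of astrocytes, and none passed when adjusted over the list alone. Oligodendrocyte markers were also higher in these samples (median 0.228, camera, adjusted p = 0.000126, and 0.457 with an estimated correlation). In ventricle the connexins had a median of 0.103 (camera, adjusted p = 0.406).
Synaptic genes rose as a group in Tatdn1−/− ventricle. Of 35 measured genes, 7 were higher and none was lower at an unadjusted p under 0.05, with a median of 0.184 (camera, adjusted p = 0.0244, and 0.715 with an estimated correlation). The vesicle proteins Syp, Sv2a and Rab3a had log2 differences of 0.86 (standard error 0.28), 0.44 (standard error 0.13) and 0.35 (standard error 0.10), none of them called when adjusted over the list alone. Markers of neurons moved with them. Of 22 measured, 8 were higher and none was lower at an unadjusted p under 0.05, with a median of 0.304 (camera, adjusted p = 0.00159, and 0.604 with an estimated correlation), as for Rtn1 with 0.98 (standard error 0.33) and Olfm1 with 0.89 (standard error 0.25). Data S1 lists 7 of these 22 for the heart. In cortex the synaptic genes had a median of 0.038 (adjusted p = 0.29).
Channels and partners of cardiac repolarization also rose in ventricle. Of 21 measured, 7 were higher at an unadjusted p under 0.05 and 3 when adjusted over the list alone, with a median of 0.06 (camera, adjusted p = 0.0466, and 0.556 with an estimated correlation). The inward rectifier Kcnj5 had 0.51 (standard error 0.13), the caveolin gene Cav3 0.44 (standard error 0.14), the KATP channel pore Kcnj8 0.50 (standard error 0.16) and Kcnip2 0.33 (standard error 0.11). All 6 atrial markers had a higher mean in the same samples (median 0.534, adjusted p = 0.341 in camera and 0.0018 in fgsea). The wider list of 42 potassium channels did not pass in ventricle (median 0.155, adjusted p = 0.101) or in cortex (0.022, adjusted p = 0.353). Among 47 genes of vesicle trafficking in ventricle, 5 were higher and 1 was lower at an unadjusted p under 0.05, and 2 were higher when adjusted over the list alone. These were the Golgi SNARE gene Bet1 with 0.81 (standard error 0.13, adjusted p = 0.0673 from limma) and the golgin gene Gcc1 with 0.75 (standard error 0.14, adjusted p = 0.122), whereas the list as a whole did not pass (median 0.061, adjusted p = 0.133) and had a median of -0.052 in cortex (adjusted p = 0.846). Of 20 other nucleases and partners of DNA degradation, none had an unadjusted p under 0.05 in either tissue. Their adjusted p from camera was 0.82 in ventricle, where the median of 0.035 and the test's direction, lower, differ in sign, and 0.963 in cortex.
The neuronal call was lost without Tatdn1−/− mouse M78-1 (adjusted p = 0.0705, median 0.136) and in females alone (0.0562), and the synaptic call without M78-1 (0.388, median 0.074), M75-0 (0.0725) or M75-1 (0.0612), in females alone (0.504, median 0.034) and without the 30% dimmest probe sets (0.0507). The repolarization call was lost with sex as a term (0.0511), in females alone (0.498) and without any 1 of 8 mice (M75-0, M75-1, F76-2, M78-0, M78-1, M77-1, F77-1 and F77-2, 0.0503 to 0.0989). Its median was 0.126 in females alone and 0.047 (without M75-1) to 0.096 (without F77-1) without 1 of these mice.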

Plotting the top 50 genes upregulated and downregulated in each tissue ranked by fold change allowed to identify individual genes, which were most affected by *Tatdn1* deletion. Many of these gene code for extracellular proteins, membrane proteins such as receptors, channel subunits or signaling‐related proteins, and factors regulating the expression of genes involved in cell migration and axon growth (Fig. 5C). 

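In ventricle, 3 of 22206 probe sets passed an adjusted p of 0.05 in limma, and 1878 had an unadjusted p under 0.05. Beside Tatdn1, these were Rfx5, a transcription factor of class II histocompatibility genes, and Entpd4, a nucleotide hydrolase of Golgi and lysosomes. Rfx5 was 5.01 ± 0.05 (SD, n = 6) log2 units in Tatdn1−/− ventricle and 3.93 ± 0.29 (SD, n = 6) in Tatdn1+/+ ventricle, a difference of 1.08 (standard error 0.13, adjusted p = 0.0139). Entpd4 (TC1400000975.mm.2) fell by 0.65 on the log2 scale (standard error 0.10, adjusted p = 0.0467). In cortex, 2 probe sets passed and 1551 had an unadjusted p under 0.05. Pisd-ps3, a pseudogene, was 5.22 ± 0.29 (SD, n = 6) log2 units in Tatdn1−/− cortex and 7.21 ± 0.46 (SD, n = 6) in Tatdn1+/+ cortex, a difference of -1.98 (standard error 0.19, adjusted p = 0.000327). The same probe set of Entpd4 fell by 0.95 in cortex (standard error 0.13, adjusted p = 0.0167), and a further probe set of Entpd4 (TC1400000980.mm.2) had -0.61 in ventricle (adjusted p = 0.122) and -0.65 in cortex (adjusted p = 0.359). Pisd-ps3 and Entpd4 belong to a list of genes known to differ in sequence or copy number between mouse strains or C57BL/6 substrains. Most genes of this list had been seen in the paper's tables when it was written. Cd59a and Nnt, described below, are also on it. In each of these calls, all 6 Tatdn1−/− arrays lay on the same side of all 6 Tatdn1+/+ arrays.
Data S1 of the paper lists 780 probe sets for the heart and 590 for the brain. The deposited values gave the same direction for 780 of the 780 and 590 of the 590, with an unadjusted p under 0.05 from limma for 576 (73.8%) and 455 (77.1%). The paper's table and the deposited values come from the same arrays. The median size of the log2 difference over these probe sets was 0.45 in ventricle and 0.44 in cortex, where the paper's table gives 0.75 for each.
Rfx5 was not called without M75-2 (adjusted p = 0.0677) or M78-1 (0.0543), and Entpd4 was not called in ventricle with sex as a term (0.0972) or without any 1 of 11 mice, all but M75-0 (0.0692 to 0.198), nor in cortex without M75-0 (0.0678), M75-1 (0.0664), F76-2 (0.0787) or F77-1 (0.0505). In these settings the log2 difference of Rfx5 was 1.056 and 1.084, and that of Entpd4 -0.679 to -0.629 in ventricle and -0.973 to -0.923 in cortex. In the exact Wilcoxon test of 6 against 6 mice no probe set passed the adjustment in either tissue, with 1573 probe sets in ventricle and 1421 in cortex at an unadjusted p under 0.05. The smallest p of that test is 0.00216, too large for a few fully separated probe sets to pass among 22206, so this outcome says little about single genes.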

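Of the genes chosen for RT-qPCR, 8 were read in the deposited values, 4 in ventricle and 4 in cortex. None of the 8 passed limma's test over all probe sets, and each had p under 0.05 in the exact permutation test, which is not independent evidence since they were chosen on the same arrays. In ventricle, the surface receptor gene Slc22a17 was 4.20 ± 0.34 (SD, n = 6) log2 units in Tatdn1−/− mice and 3.19 ± 0.49 (SD, n = 6) in Tatdn1+/+ mice, a difference of 1.01 (standard error 0.22, adjusted p = 0.223 from limma). The transmembrane protease gene Tmprss13 was 3.41 ± 0.46 and 2.37 ± 0.66, a difference of 1.05 (adjusted p = 0.346) that was 0.68 in females alone. The laminin gene Lama5 was 3.76 ± 0.43 and 4.85 ± 0.67, a difference of -1.09 (adjusted p = 0.308), and the amylase gene Amy1 was 4.57 ± 0.52 and 5.77 ± 0.16, a difference of -1.20 (adjusted p = 0.0991). In its RT-qPCR, the paper could not detect Amy1.
In cortex, Cd59a, which encodes a surface inhibitor of complement, was 5.77 ± 0.56 in Tatdn1−/− mice and 4.46 ± 0.32 in Tatdn1+/+ mice, a difference of 1.31 (standard error 0.22, adjusted p = 0.0794 from limma). The inhibitory receptor gene Lag3 had a difference of 0.63 (standard error 0.18, adjusted p = 0.41), Cbln4, which encodes a secreted synaptic protein, -1.10 (standard error 0.29, adjusted p = 0.361, and -0.72 without the 2 arrays of lowest weight) and the thrombin receptor family gene F2rl2 -1.0 (standard error 0.23, adjusted p = 0.227). Array M78-1 stood apart from the other 5 Tatdn1−/− arrays of its tissue for Cd59a (4.66 against 5.86 to 6.23), for Cbln4 (2.75 against 4.33 to 5.2) and, in ventricle, for Slc22a17 (4.84 against 3.91 to 4.22). Cd59a was called without M78-1 (adjusted p = 0.000161), after quantile normalization (0.0247), with arrays centred on their median (0.0277), with sex as a term (0.0467), with array weights (0.000167) and with a trend in the variance (0.0233). Amy1 was called with a trend in the variance (0.00421) and without F77-3 (0.0398), and Slc22a17, Amy1 and Cd59a when all 24 arrays shared 1 fit (0.0148, 0.00784 and 0.00875).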

Microarray data validation was performed by individually analyzing four genes per tissue (two upregulated and two downregulated in the microarray) through RT‐qPCR. This analysis showed cardiac upregulation of *Slc22a17* and *Tmprss13*, which code for a cell surface receptor and a transmembrane protease, respectively, and downregulation of *Lama5*, which codes for a subunit of extracellular laminin. In the brain cortex, we confirmed upregulation of *Cd49a* and *Lag3*, which code for a cell surface glycoprotein and an inhibitory surface receptor, respectively, and downregulation of *Cbln4* and *F2rl2*, which code for a secreted protein and a surface receptor, respectively (Fig. S8). 

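Beside Tatdn1, a small set of genes differed in the same direction in ventricle and in cortex. At a fold change of 1.5 and an unadjusted p under 0.05 from limma, 2 probe sets were higher and 10 were lower in both tissues, and 1 (2900060B14Rik) was lower in ventricle and higher in cortex. Lists independent of each other would share 0.364 and 0.558. Other splits of the same mice into 6 and 6 shared up to 10 in the same direction (median 0), against 12 here. The 2 higher ones, Gm21860 and Gm21748, held identical values on every array (1.56 in ventricle and 1.68 in cortex on the log2 scale) and are not separate measurements. The lower ones were Tatdn1, Pisd-ps3, the cadherin gene Cdh4 (-1.12 and -0.67), Atf7ip (-0.87 and -0.68, with 0.21 and -0.36 for its other probe set), 2 probe sets of Entpd4, Sla (-0.61 and -0.59), the peptidoglycan recognition gene Pglyrp1 (-0.60 and -0.73), the kinase gene Sik1 (-0.60 and -0.71) and a probe set without a single gene name.
Data S1 lists as shared 26 genes that are measured under a single name. In the deposited values, 10 of these had a higher and 16 a lower mean in Tatdn1−/− mice in both tissues, and 15 had an unadjusted p under 0.05 in both. They include the clock gene Dbp with 0.64 in ventricle (standard error 0.15) and 0.30 in cortex (standard error 0.14), the electron donor of cytochromes P450 Por with 0.68 and 0.48, the mitochondrial transhydrogenase Nnt with -0.33 in ventricle (standard error 0.16) and -0.93 in cortex (standard error 0.19), and the respiratory chain subunit Uqcrc2 with -0.69 and -0.43. These genes were chosen in the paper on the same arrays, and the signs are therefore not independent evidence. Rcor3 was read from another probe set in each tissue. The count of probe sets lower in both tissues was 6 without F77-3 and 16 in females alone, that of higher ones 4 without M75-0, 8 in males alone and 9 in females alone, and 9 were higher in ventricle and lower in cortex without M78-0, with 13 in males alone and 15 in females alone. The sign was the other one in females alone for Cnp in ventricle (0.27 in both sexes) and Xylt1 in cortex (-0.40), and in males alone for Arrdc2 in ventricle (-0.38).

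**Figure D4:**
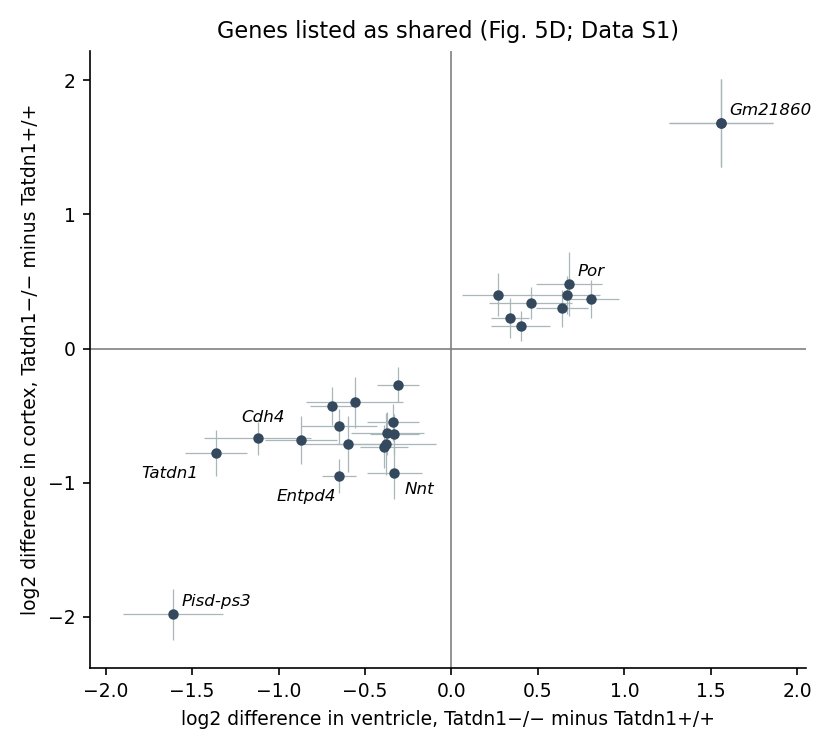
Log2 difference of Tatdn1−/− minus Tatdn1+/+ mice in ventricle (horizontal axis) and in cortex (vertical axis) for 26 genes listed as shared in Data S1, as points with standard errors from limma, 6 mice per genotype and tissue. Pisd-ps3 lies at -1.61 and -1.98, and Gm21860, whose point covers that of Gm21748, at 1.56 and 1.68.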

The identification of genes simultaneously regulated in the heart and brain showed 10 genes upregulated and 19 genes downregulated in both tissues (Fig. 5D; Data S1).

**Fig. 5:**
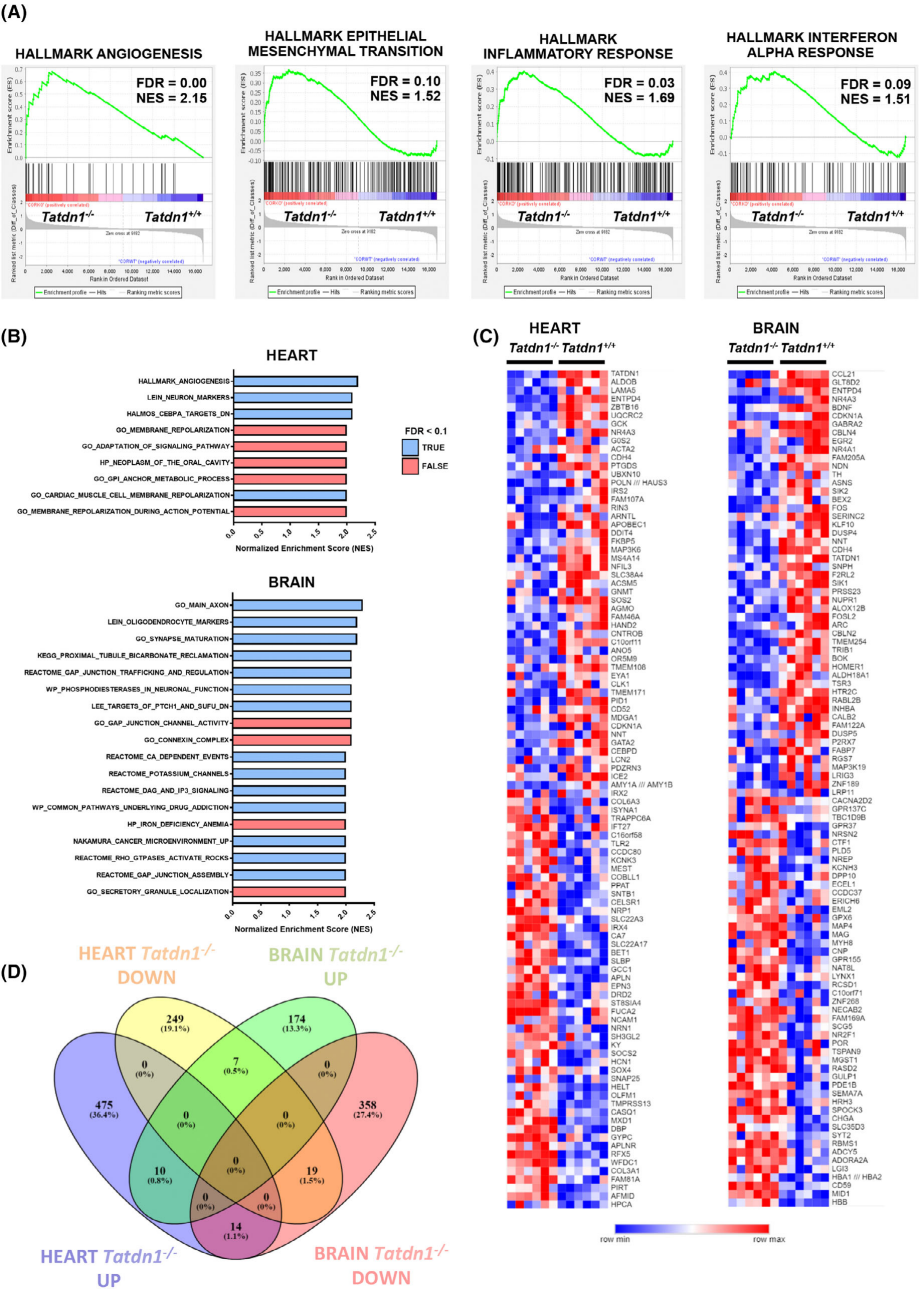
Analysis of the gene expression changes induced by Tatdn1 deletion in the heart ventricle and brain cortex of adult mice. An expression microarray was performed comparing *Tatdn1* ^*+/+*^ (WT) and *Tatdn1* ^*−/−*^ (KO) mice as described in the Methods section (*n* = 6/genotype). (A) Data mining analysis was done with GSEA software (FDR < 0.05, NES > 1.5). Representative enrichment plots of angiogenesis, epithelial mesenchymal transition, inflammatory response, and interferon alpha response gene sets are shown. FDR, false discovery rate; NES, normalized enrichment score. (B) Gene sets overrepresented in the heart and brain cortex. GSEA was used to test for significant enrichment of defined gene signatures. FDR, false discovery rate; NES, normalized enriched score. Threshold FDR < 0.1 and NES ≥ 2.0. Hallmark, C2, and C5 gene sets were obtained from the Molecular Signature Database (v2.5). (C) Heat map showing the top 100 genes from the ranked list of GSEA differentially expressed (upregulated and downregulated in heart and brain cortex and ordered by fold change). The Wilcoxon test was used to determine statistical significance. (D) Venn diagram showing the common upregulated and downregulated genes (FC >1.5, FDR <0.05) in the heart and brain cortex. Transcriptome analysis was carried out with Transcriptome Analysis Console software (Applied Biosystems, Thermo Fisher Scientific). Gene names and human orthologues of common genes are specified in Data S1.

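At the limits of this panel, a fold change of 1.5 and an adjusted p under 0.05, 3 probe sets were called in ventricle and 2 in cortex in the deposited values by limma, and Entpd4 alone was called in both. At a fold change of 1.5 and an unadjusted p under 0.05, the limits that the entries of Data S1 show, 288 probe sets passed in ventricle (188 higher, 100 lower) and 167 in cortex (43 higher, 124 lower). After quantile normalization within the tissue, the counts were 156 higher and 116 lower in ventricle and 55 higher and 89 lower in cortex. With arrays centred on their median, they were 159 and 134 in ventricle and 62 and 91 in cortex. Of the 780 probe sets of Data S1 for the heart, 195 passed both limits here, and of the 590 for the brain, 129. In cortex, 106 probe sets passed with array weights. With a mouse left out, the number of higher ones in cortex ran from 32 (without M75-1) to 75 (without M75-0).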

### Tatdn1 deficiency induces dilatation of the left cardiac ventricle

*Tatdn1* is ubiquitously expressed in all organs (Fig. 1A). One of the organs with higher *Tatdn1* expression is the heart. Therefore, we decided to investigate the potential effects of *Tatdn1* deletion in the mouse heart. Echocardiographic characterization of adult *Tatdn1* ^*+/+*^ and *Tatdn1* ^*−/−*^ mice revealed cardiac dilatation at 6 months of age in *Tatdn1* ^*−/−*^ mice as reflected by increased left ventricular internal dimensions and a trend to reduced septum thickness (Fig. 6A,B). This cardiac alteration was associated with a slight reduction in contractile function although the difference related to the genotype was not statistically significant (Fig. 6B). Percent fractional shortening was normal in both genotypes at this age (32.6 ± 2.7 *vs*. 30.9 ± 3.1; *Tatdn1* ^*+/+*^ and *Tatdn1* ^*−/−*^, respectively) and the heart rate remained unaffected (468 ± 39 *vs*. 460 ± 51; *Tatdn* ^*1+/+*^ *vs. Tatdn1* ^*−/−*^ mean ± SEM), as summarized in Fig. S9. The same tendency was observed in 16‐month‐old animals. However, age‐related increased ventricular dilation, particularly during diastole, approached ventricular parameters and function of both genotypes (Fig. 6B; Fig. S9). Consistent with left cardiac ventricle dilation induced by *Tatdn1* deficiency, ventricular cardiomyocyte cross‐sectional area was smaller in six‐month‐old *Tatdn1* ^*−/−*^ mice compared to *Tatdn1* ^*+/+*^ (Fig. 6C,D).

**Fig. 6:**
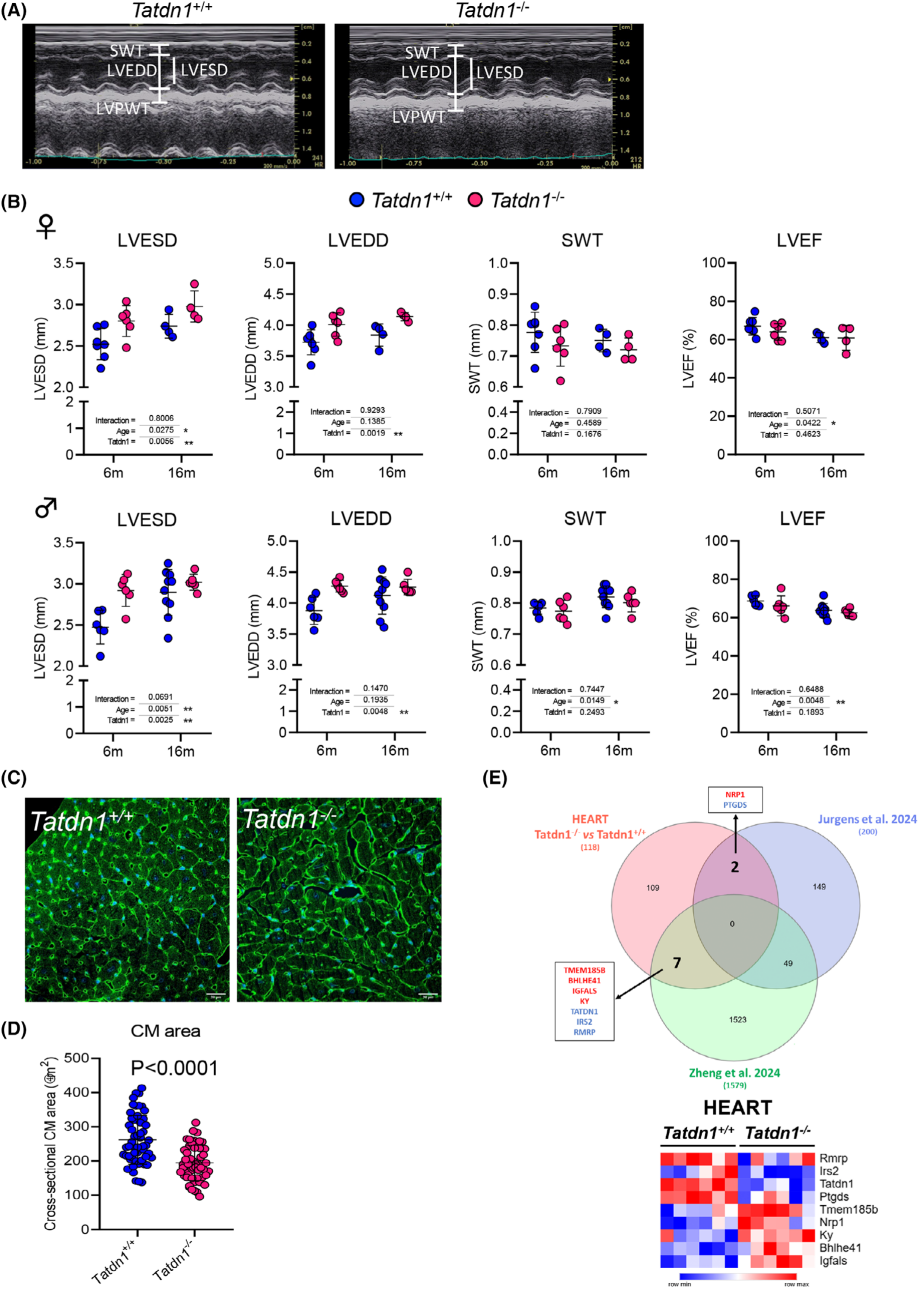
Adult TATDN1‐deficient mice display left ventricle dilatation and narrow cardiomyocytes. Six‐month‐old *Tatdn1* ^*+/+*^ (7 females, 6 males) and *Tatdn1* ^*−/−*^ (6 females, 6 males), and 16‐month‐old *Tatdn1* ^*+/+*^ (4 females, 10 males) and *Tatdn1* ^*−/−*^ (4 females, 6 males) mice were subjected to echocardiography. (A) Representative images of M‐mode echocardiographic images from six‐month‐old mice and (B) Main cardiac functional parameters directly measured or calculated from M‐mode data. LVEDD, left ventricular end‐diastolic diameter; LVESD, left ventricular end‐systolic diameter; LVEF, left ventricle ejection fraction; SWT, septum wall thickness. Individual values and mean ± SD are shown. (C) representative confocal microscopic images obtained from paraffin‐embedded myocardial sections from 6‐month‐old mice stained with FITC conjugated wheat germ agglutinin (green) and counterstained with Hoechst (blue, nuclei) (scale bar, 25 μm). (D) Short axis cardiomyocyte areas were measured (*n* = 54 cardiomyocytes/genotype, 3 mice per genotype, mean ± SD. Student's *t*‐test analysis). (E) Upper panel: Venn diagram showing differentially expressed genes (DEGs) shared across three datasets. The red circle represents DEGs in the heart of *Tatdn1* ^*−/−*^ *vs. Tatdn1* ^*+/+*^ mice (FC >2 or FC <0.5, *P* < 0.05, *n* = 118 genes at this stringency), the blue circle represents DEGs from Jurgens *et al*. [31] (*n* = 200), and the green circle represents DEGs from Zheng *et al*. [10] (*n* = 1579). Numbers within each section indicate the count of unique or shared DEGs. DEGs shared are highlighted, with genes in red showing upregulation and genes in blue showing downregulation. No DEGs were common to all three datasets. The diagram was generated using Interactivenn. Lower panel: Heatmap showing expression patterns of the selected DEGs in *Tatdn1* ^*−/−*^ *vs. Tatdn1* ^*+/+*^ mice hearts. The color scale represents normalized expression values, with red indicating higher expression and blue indicating lower expression.

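In the deposited values, 25 probe sets in ventricle passed a fold change over 2 with an unadjusted p under 0.05 from limma. Among them were Tatdn1, Rfx5 and Amy1 and the other genes chosen for RT-qPCR in the heart, with 24 probe sets at the same limits in cortex. In males alone 104 probe sets passed in ventricle and in females alone 72, in comparisons of 3 against 3 mice.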

A comparative analysis between our study on differentially expressed genes in the heart due to TATDN1 deficiency and two Gene‐wide association studies (GWAS) of human dilated cardiomyopathy [10, 31] identified nine genes, including TATDN1 [10], which were related to dilated cardiomyopathy in humans and in the TATDN1‐deficient mouse's ventricle (Fig. 6E). This gene set included those of transmembrane and secreted proteins (IRD2, TMEM185B, NRP1, and IGFALS) and genes involved in muscle growth and contraction (*PTGDS* and *KY*). 

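Of the genes named for this comparison, Tatdn1 and 7 others could be read from a probe set with a single gene name. Each of the 7 had an unadjusted p under 0.05 from limma in ventricle, which is not independent evidence since they were chosen on the same arrays, and none passed the adjustment over all probe sets. None of the 7 reached the panel's fold change of 2 in the deposited values, where the largest fold was 1.75. Igfals, which encodes a carrier subunit of circulating insulin-like growth factors, was 5.01 ± 0.35 (SD, n = 6) log2 units in Tatdn1−/− and 4.20 ± 0.35 (SD, n = 6) in Tatdn1+/+ ventricle, a difference of 0.81 (standard error 0.18, adjusted p = 0.237 from limma). The other higher genes were Ky, a gene of muscle maintenance, with 0.77 (standard error 0.22), the clock gene Bhlhe41 with 0.67 (standard error 0.17) and Tmem185b with 0.59 (standard error 0.16). The lower genes were the insulin receptor substrate Irs2 with -0.78 (standard error 0.29), the prostaglandin D synthase gene Ptgds with -0.59 (standard error 0.16) and the RNA gene Rmrp with -0.46 (standard error 0.20). Rmrp had p = 0.0649 in the exact permutation test, and the other 6 had p between 0.00216 and 0.039 in that test. The difference of Irs2 was -0.05 in males alone and -1.51 in females alone, that of Tmem185b 0.89 and 0.28, that of Ky 0.47 in males alone and that of Rmrp -0.23 in females alone. Igfals was called when all 24 arrays shared 1 fit (adjusted p = 0.0236).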

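Epha2, which encodes a receptor tyrosine kinase for ephrins, was 4.28 ± 0.31 (SD, n = 6) log2 units in Tatdn1−/− ventricle and 3.77 ± 0.32 (SD, n = 6) in Tatdn1+/+ ventricle, a difference of 0.51 (standard error 0.17, adjusted p = 0.442 from limma). Of 24 genes named in Fig. S10, Epha2 included, 16 were higher and 8 were lower in Tatdn1−/− ventricle. All 24 had an unadjusted p under 0.05 from limma, which is not independent evidence since they were chosen on the same arrays, and Tatdn1 alone passed the adjustment. Among the others, Fbxl16 had 1.08 (standard error 0.36), the urokinase gene Plau 0.80 (standard error 0.27), Nadk, which encodes the kinase that makes NADP, 0.67 (standard error 0.23), and the cell cycle kinase Cdk2 0.56 (standard error 0.16). Atoh7 was lower, at 2.05 in Tatdn1−/− mice, near the background controls of those arrays (means of 1.8418 to 2.0417), so that no size is given. In males alone the difference was 0.33 for Epha2, 0.12 for Plau and 1.02 for Nadk, and in females alone it was 1.48 for Plau, 0.33 for Nadk and 0.32 for Cdk2.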

Reducing stringency revealed 24 genes from which Ephrin Type A receptor 2 (EPHA2), involved in heart development and disease [32], was altered in the three studies (Fig. S10).

### Tatdn1‐deficient mice show specific alterations in locomotor activity and motor coordination

Our next step on mice phenotype characterization was to evaluate the impact of TATDN1 deficiency in the brain and associated cognitive functions [33]. For this, adult *Tatdn1* ^*+/+*^ and *Tatdn1* ^*−/−*^ mice were subjected to a neurobehavioral test battery. First, we subjected the mice to the open‐field paradigm to evaluate spontaneous locomotion and exploration. Statistical analysis showed significant differences between groups in spontaneous locomotor activity being the five‐month‐old *Tatdn1* ^*−/−*^ mice hypoactive compared to control mice (Fig. 7A). In the same test, we also observed that *Tatdn1* ^*−/−*^ mice displayed a significant decrease on parallel index compared to *Tatdn1* ^*+/+*^ mice (Fig. 7B). This decrease indicated that *Tatdn1* ^*−/−*^ mice walked aberrantly less straight in contrast to the normal locomotion mode observed in healthy mice. Due to an age‐dependent reduction of spontaneous locomotion, the TATDN1‐dependent differences observed in these parameters were reduced in 16‐month‐old mice (Fig. 7A,B). These results indicated potential alterations in the motor systems in *Tatdn1* ^*−/−*^ mice. Therefore, we next aimed to evaluate muscular strength and motor coordination in the same mice. First, no significant differences were observed between genotypes in terms of muscular strength at the hanging wire (Fig. 7C). We then subjected five‐month‐old *Tatdn1* ^*+/+*^ and *Tatdn1* ^*−/−*^ mice to the automatized grip strength test and again we found no changes in muscular strength (Fig. 7D), reinforcing the idea that changes in locomotion and motor coordination were not due to putative muscular strength deficits. In contrast, *Tatdn1* ^*−/−*^ mice displayed reduced motor coordination in the accelerating rotarod task compared with *Tatdn1* ^*+/+*^ mice (Fig. 7E).

**Fig. 7:**
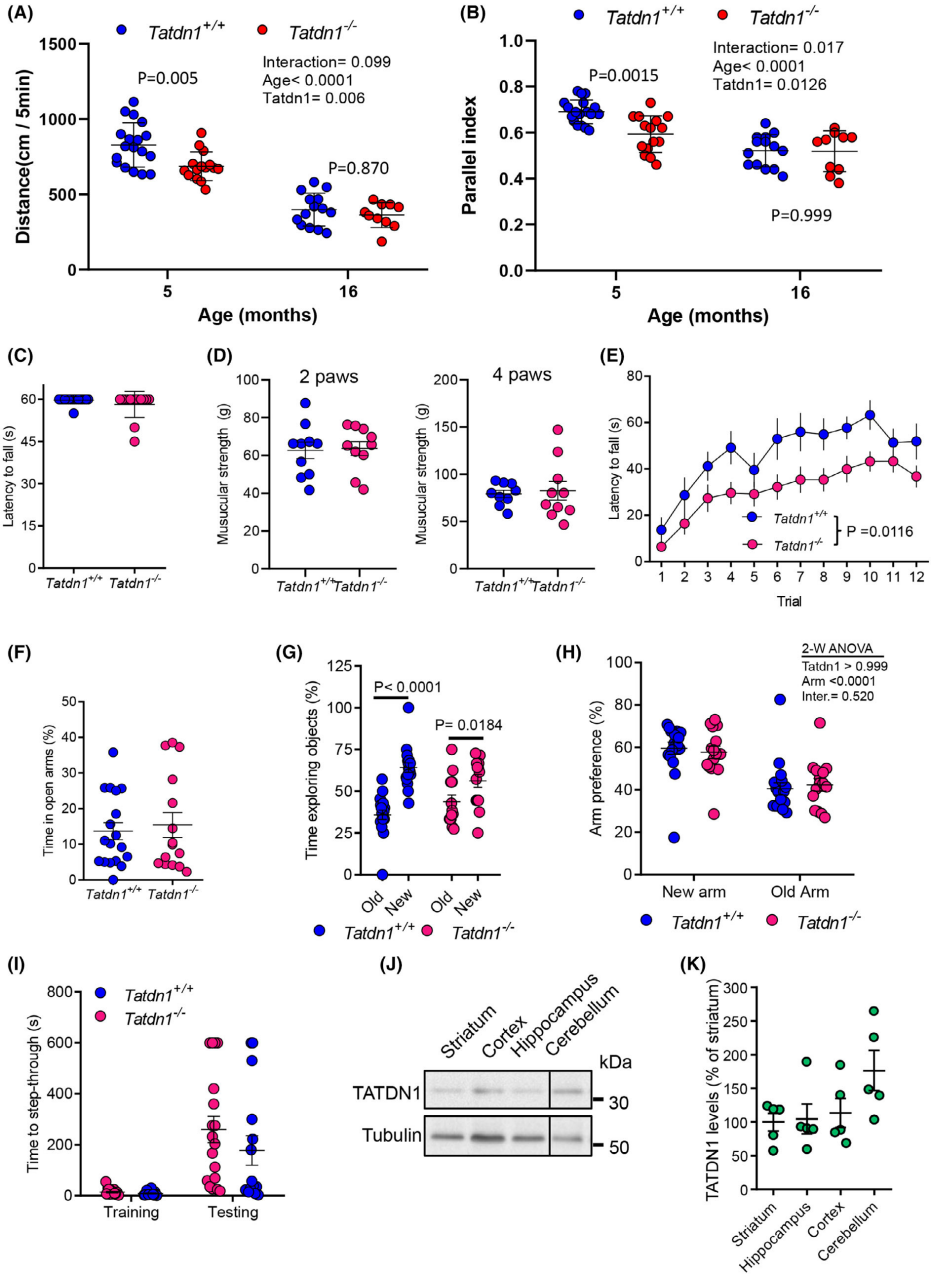
Behavioral characterization of TATDN1 deficient mice. Five‐month‐old adult *Tatdn1* ^*+/+*^ (8 females, 10 males) and *Tatdn1* ^*−/−*^ (8 females, 7 males) mice, and sixteen‐month‐old *Tatdn1* ^*+/+*^ (4 females, 10 males) and *Tatdn1* ^*−/−*^ (4 females, 6 males) mice were subjected to a comprehensive behavioral characterization. In the open field, (A) Locomotor activity and (B) Parallel index were monitored for 5 min. Locomotor activity, two‐way ANOVA, genotype effect *P* = 0.006. Parallel index, genotype effect *P* = 0.0126. (C) In the wire hanging test, the time until the mouse falls was measured in a 1‐min session. Mann–Whitney *t*‐test: sum of ranks A: 283, B: 213, Mann–Whitney U: 108, *P* = 0.347. (D) Muscular strength was also measured by using the automatized grip strength test. Muscular strength (measured in grams) was obtained from the forepaws (left) or from all four paws (right), *n* = 10/genotype. Student *t*‐test: *t* = 0.162, df = 17, *P* = 0.873 and *t* = 0.316, df = 11, *P* = 0.757, respectively. (E) Latency to fall was evaluated in the accelerating rotarod paradigm. Two‐way ANOVA, genotype effect: *F*_(1,31)_ = 7.194, *P* < 0.0116. (F) In the plus maze, the time spent in the open arms was monitored for 5 min in the two groups of mice. Student *t*‐test: *t* = 0.4234, df = 31; *P* = 0.6749. (G) In the novel object recognition test, recognition long‐term memory was evaluated 24 h after a training trial as the percentage of time exploring the new object *vs*. the old object. Two‐way ANOVA, genotype effect: *F*_(1,60)_ = 0.0001, *P* > 0.9999. (H) In the spontaneous alternation in a t‐maze, arm preference was evaluated 2 h after a training trial as the percentage of time exploring the new arm *vs*. the old arm. Two‐way ANOVA, genotype effect: *F*_(1,62)_ = 0.0001, *P* > 0.9999. (I) In the passive avoidance paradigm, the latency (seconds) to step‐through was evaluated in the training trial and in the testing trial 24 h after receiving an electric shock (2 s/1 mA). Two‐way ANOVA, genotype effect: *F*_(1,62)_ = 1.28, *P* = 0.2615. The same mice were used in all the behavioral tests (*n* = 18 *Tatdn1* ^*+/+*^ and 15 *Tatdn1* ^*−/−*^ five‐month‐old mice; *n* = 14 *Tatdn1* ^*+/+*^ and 10 *Tatdn1* ^*−/−*^ 16‐month‐old mice). For A–K, Mean ± SEM is depicted where appropriate. (J) Immunoblotting for TatD and tubulin as a loading control in the striatum, cortex, hippocampus, and cerebellum of 5‐month‐old *Tatdn1* ^*+/+*^ mice. (K) Densitometry quantification of TATDN1 protein levels.

We then explored whether such alterations could be caused or associated with general neurologic impairments. To address this question, we first evaluated potential anxiety disturbances in *Tatdn1* ^*−/−*^ mice by using the plus maze test. In this test, no differences were observed between genotypes (Fig. 7F). Next, we evaluated different types of cognitive skills namely recognition memory, spatial alternation learning, and associative learning. Recognition memory was evaluated by using the novel object recognition test (Fig. 7G). In this test, both *Tatdn1* ^*+/+*^ and *Tatdn1* ^*−/−*^ mice showed equal increased preference for the new object indicating that this cognitive skill was spared in mutant mice. Regarding the spontaneous spatial alternation in the t‐maze, both *Tatdn1* ^*+/+*^ and *Tatdn1* ^*−/−*^ mice displayed similar rates of arm preference without significant differences between genotypes (Fig. 7H). Finally, associative learning measured in the passive avoidance paradigm was also similar between genotypes in terms of latency to step‐through after conditioning (Fig. 7I). In summary, behavioral measurements suggested a specific and consistent affectation of the locomotor and motor coordination skills in *Tatdn1* ^*−/−*^ mice compared to *Tatdn1* ^*+/+*^ mice.

We then aimed to study potential associations between TATDN1 expression patterns in the brain with the phenotype observed by the *Tatdn1* ^*−/−*^ mice. Interestingly, we observed that TATDN1 protein levels were enriched in the cerebellum (Fig. 7J,K). We next tried to analyze this specific expression pattern in tissue slices by immunofluorescence. However, despite the use of the same antibody to analyze the TATDN1 histological pattern in the Human Protein Atlas (see Materials section), our data showed identical unspecific staining in *Tatdn1* ^*+/+*^ and *Tatdn1* ^*−/−*^ cerebellum and heart tissues (Fig. S11). All data taken together indicate that TATDN1 in the brain could play a relevant role in cerebellar physiology that in turn is essential for an appropriate control of motor coordination and locomotion.

## Discussion

In this study, we present data exploring for the first time the distribution, function, and roles of TATDN1, the mammalian ortholog of bacterial TatD. Homologs of TatD are present in all kingdoms and have reported functions in DNA degradation [2, 16, 18] and protein quality control [15] in bacteria (*TatD*), roles in pathogen virulence [20, 21] in unicellular parasites (Plasmodium falciparum *PF3D7_0112000* and Trypanosoma brucei *Tb11.v5.0746*), and development in nematodes (*crn‐2*) [3]. Our results from four independent approaches demonstrate that TATDN1 is a cytoplasmic protein in mammalian cells. The ubiquitous expression of TATDN1 in mouse tissues, the lack of evidence of its role in DNA degradation, its induction during proteostasis stress along with the impairment of cardiac structure and motor control in *Tatdn1* ^*−/−*^ mice, suggest that TATDN1 plays a crucial role in cell biology, influencing organ function.

Several reports showed that bacterial TatD and some of its orthologs have the capacity to degrade DNA, so we first addressed the question whether TATDN1 is involved in DNA degradation using various strategies. However, at the levels expressed in cardiomyocytes and fibroblasts, TATDN1 does not appear to be involved in DNA degradation, or at least it is dispensable for this function, contrary to findings in bacteria, yeast, and protist *in vitro* recombinant systems [2, 18, 20, 21]. Supporting this, our results demonstrated that TATDN1 is cytosolic and does not translocate to the nucleus during cell death, contrary to what was described in the unicellular parasite *T. brucei* [21]. Regarding the previously reported nuclease activity of TatD, there is controversy over its substrate specificity and Mg^2+^ requirement. Some studies have shown that recombinant bacterial, yeast, and protist TatD homologs degrade double‐strand DNA (dsDNA) using linearized plasmids [2, 18], oligonucleotides [18] or nuclei [21] as substrates, while others reported that bacterial TatD preferentially cleaves single‐strand DNA (ssDNA) and RNA [16](summarized in Fig. S7). Notably, the latter would conflict with the role of TatD in DNA degradation during apoptosis. We evaluated the nuclease activity of endogenous TATDN1 in three models, including well‐characterized caspase‐independent [4, 5] and caspase‐dependent [34] cell death systems, as well as an *in vitro* assay [21] using cytosolic extracts at acid and basic pH to assess the potential effect of pH [18], but found no evidence of nuclease activity. Species‐specific differences in TatD homologs do not explain these discrepancies, as overexpressed TatD from *E. coli* has been shown to either cleave dsDNA [2] or be specific of ssDNA [16], depending on the study. Moreover, while bacterial and yeast TatD homologs apparently require Mg^2+^ to degrade DNA [2, 16, 18], the nuclease activity of overexpressed *P. falciparum* TatD‐like protein is inhibited by this cation [20]. An inhibitory effect of Mg^2+^ would also preclude a hypothetic DNase function within the cytosol or nucleus of mammalian cells, where free Mg^2+^ levels range from 1 to 5 mmol·L^−1^. Additionally, this would complicate the proposed role of *P. falciparum* TatD as an extracellular DNAse degrading NETs, given that human plasma Mg^2+^ levels are approximately 1 mmol·L^−1^. A potential explanation for TatD's role in NET degradation and parasite virulence, without directly degrading extracellular DNA, could be its involvement in the secretion of extracellular nucleases.

A recent study reported that recombinant human TATDN1 exhibited exonuclease activity *in vitro* on synthetic DNA [19]. The authors found that overexpressed human TATDN1 showed Mg^2+^‐dependent DNase activity, particularly on apurinic/apyrimidinic DNA, though with lower efficiency compared to other base excision repair enzymes like APE1 and EndoIV. Based on these *in vitro* assays, they hypothesized that TATDN1 functions as an endonuclease acting on apurinic DNA, potentially playing a role in DNA repair, and presumed its localization in the nucleus. However, they did not assess TATDN1 localization within cells or its DNase activity on chromatin DNA. Our findings, using three independent technical approaches, demonstrate that TATDN1 is cytosolic under both normal and stress conditions, and it does not participate in DNA degradation during apoptotic or nonapoptotic cell death. In our experiments, TATDN1 isolated from the cytosol showed no nuclease activity on linear dsDNA, suggesting that TATDN1 cytosolic role is unrelated to any DNase function or that its nuclease activity may be conditionally activated under specific circumstances.

Although TatD is dispensable for Sec‐independent protein export in bacteria [2], it has been implicated in the quality control of proteins secreted via the TatABC system [15]. In that study, the authors examined protein transport in *E. coli* strains lacking TatD (ΔTatD). Interestingly, the ΔTatD phenotype was not rescued by TatD overexpression, likely due to the imbalance in the TatABC transport system caused by abnormally high TatD levels [15]. Notably, while *P. falciparum* TatD was found to be required for extracellular NET degradation, this could be due to its role in extracellular nuclease secretion. However, the nuclease activity of *P. falciparum* TatD was analyzed under overexpression conditions [20]. In this context, our *in vivo* results suggest a potential role for mammalian TATDN1 in protein transport to membranes and the extracellular space. Total TATDN1 deficiency, achieved by crossing our *Tatd* ^*loxP/loxP*^ mice with a CAG‐*Cre* strain, led to changes in the expression of genes related to membrane functions and extracellular space (including ECM biology, receptor‐mediated signaling, channels, gap junction assembly) indicating that TATDN1 may be involved in these processes. In addition, we show that proteostatic stress induces TATDN1 expression, further suggesting its involvement in protein homeostasis.

The TatABC system is one of several alternative transport pathways found in bacteria and plant thylakoid membranes, responsible for secreting periplasmic proteins with an S‐R‐R motif in their N terminus [13]. Many of these proteins contain cofactors and must be secreted in a folded state. Although this transport system is absent in eukaryotic plasma membranes, it shares similarities with the eukaryotic Type I Unconventional Protein Secretion (UPS) system, which operates through transmembrane protein pores that are still poorly characterized [35]. The UPS system is particularly relevant during cellular stress and facilitates the secretion of factors involved in inflammation, immune response, and angiogenesis [36]. Interestingly, we observed induction of TATDN1 expression in two paradigms of proteostatic stress [26, 27] and gene expression changes in *Tatdn1* ^*−/−*^ hearts corresponded to GSEA gene sets for angiogenesis, inflammatory response, and IFN‐α response, including cytokines and growth factors. This suggests that the absence of TATDN1 may interfere with the normal function of the UPS system. Additionally, the epithelial mesenchymal transition GSEA gene set, which includes genes coding for proteins involved in ECM biology that rely on ER‐to‐Golgi transport, is also enriched in *Tatdn1* ^*−/−*^ hearts [37]. These significant changes in gene expression suggest a potential role for TATDN1 in the early stages of protein trafficking to membranes and the extracellular space, potentially impacting various transport systems.

The phenotype of *Tatdn1* ^*−/−*^ mice suggests that TATDN1 is not essential for basic biological functions, or that its roles may be compensated by other genes, at least under normal conditions. This is further supported by the lack of common enriched gene sets in the two tissues analyzed. Instead, TATDN1 appears to play tissue‐specific roles, consistently linked to functions involving membranes and the extracellular compartment. 

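One gene group fell in both tissues. Of 20 genes induced by glucocorticoids in many tissues, 17 had a lower mean in Tatdn1−/− ventricle and 19 in Tatdn1−/− cortex. The median log2 difference was -0.347 in ventricle (camera, adjusted p = 1.14e-06, and 0.556 with an estimated correlation) and -0.239 in cortex (adjusted p = 0.000104, and 0.286 with an estimated correlation). At an unadjusted p under 0.05, 6 were lower in ventricle and 5 in cortex, with 2 and 1 when adjusted over the list alone. In ventricle the kinase gene Map3k6 had -0.83 (standard error 0.17, adjusted p = 0.169 from limma), the transcriptional repressor Zbtb16 -0.60 (standard error 0.13, adjusted p = 0.223) and Fkbp5, a co-chaperone of the glucocorticoid receptor, -0.58 (standard error 0.19). In cortex the cell cycle inhibitor Cdkn1a had -0.77 (standard error 0.19, adjusted p = 0.295) and Errfi1 -0.48 (standard error 0.18). Data S1 lists 7 of the 20 for the heart and 2 for the brain.
Clock genes moved in ventricle. Of 11 clock outputs whose daily peak lies near the trough of Bmal1, all had a higher mean in Tatdn1−/− ventricle, with a median of 0.351 (camera, adjusted p = 0.000796, and 0.556 with an estimated correlation), as for Ciart with 1.24 (standard error 0.49). Of 5 clock genes that peak with Bmal1, 4 had a lower mean, with a median of -0.185 (adjusted p = 0.0493, and 0.556 with an estimated correlation), as for Arntl, which encodes Bmal1, with -0.71 (standard error 0.28) and Nfil3 with -0.63 (standard error 0.16). This ventricle median was -0.093 without M78-0, -0.365 in males alone and -0.362 in females alone. In cortex the medians were 0.075 (adjusted p = 0.871) and -0.093 (adjusted p = 0.189). The hour at which the mice were killed is not given in the sources used here.
The call of the glucocorticoid genes in cortex was lost in males alone (adjusted p = 0.293, median -0.114), and the ventricle call of the genes that peak with Bmal1 under most alternatives, among them centring of the arrays (0.0567) and the removal of M75-0 (0.152), M75-1 (0.0672), F76-1 (0.112), M78-0 (0.0555), M77-1 (0.0837), F77-1 (0.0869), F77-2 (0.0634) or F77-3 (0.0933). From the phenotype of the mice, and further from the lack of enriched gene sets shared by the tissues, the paper proposes that, at least under normal conditions, basic functions do not need TATDN1 or other genes can make up for its loss.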

In TATDN1‐deficient mice, the heart shows early signs of dilated cardiomyopathy (DCM), characterized by an enlarged ventricle and thinner ventricular cardiomyocytes compared to controls. DCM is a leading cause of heart failure (HF), accounting for about 40% of HF cases in clinical trials [38]. Genetic factors are key contributors to DCM and influence the progression of non‐genetic DCM to HF [38]. Interestingly, a recent report associates *TATDN1*, among other genes, to human DCM [10]. Furthermore, Molecular Signatures Database (MSigDB) gene sets significantly altered in *Tatdn1* ^*−/−*^ hearts include angiogenesis, inflammatory response, and IFN‐α response, in agreement with gene expression changes previously observed in human DCM [39]. Additionally, TATDN1‐deficient hearts show altered expression of genes involved in cytoskeletal and sarcomeric protein interactions with the sarcolemma, ion flux, and cell–cell communication, which are also disrupted in human DCM [38, 40, 41]. Generation and analysis of conditional cardiac‐specific TATDN1‐deficient mice could provide further insights into the mechanisms underlying ventricular dilation and the potential development of ventricular dilation.

Analysis of gene expression and behavioral comparisons between *Tatdn1* ^*+/+*^ and *Tatdn1* ^*−/−*^ mice provided insights into the potential role of TATDN1 in the central nervous system. We observed that TATDN1 is most highly expressed in the cerebellum, a region critical for balance, motor coordination, and learning [42]. Accordingly, *Tatdn1* ^*−/−*^ mice displayed consistent and severe deficits in motor skills. 

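In the deposited values from cortex, Sema7a, which encodes a membrane-anchored semaphorin, was 7.55 ± 0.13 (SD, n = 6) log2 units in Tatdn1−/− mice and 7.11 ± 0.16 (SD, n = 6) in Tatdn1+/+ mice. The difference was 0.44 (standard error 0.11, adjusted p = 0.295 from limma), and all 6 Tatdn1−/− arrays lay above all 6 Tatdn1+/+ arrays (two-sided exact permutation test, p = 0.00216, the smallest that 6 against 6 mice allow). Calb2, which encodes the calcium-binding protein calretinin, was 5.34 ± 0.64 (SD, n = 6) in Tatdn1−/− mice and 5.91 ± 0.97 (SD, n = 6) in Tatdn1+/+ mice, a difference of -0.57 that was smaller than the spread between mice (exact permutation test, p = 0.255). Without Tatdn1+/+ mouse F76-1 it was -0.94. Both belong to a list of 12 cerebellar markers, which had a median log2 difference of 0.089 in these cortex samples (camera, adjusted p = 0.108).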

Gene profiling of brain samples from *Tatdn1* ^*+/+*^ and *Tatdn1* ^*−/−*^ mice suggested that TATDN1 may regulate cerebellum‐dependent physiological and behavioral functions through genes enriched in this region, such as Calb2 [43] and Sema7a [44], both of which have been previously described to be implicated in motor coordination [45, 46]. Additionally, we cannot rule out the possibility that TATDN1 influences motor coordination through other brain regions involved in motor control such as the striatum [47], where TATDN1 is also expressed. 

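In cortex, the adenosine receptor gene Adora2a was 6.59 ± 0.31 (SD, n = 6) log2 units in Tatdn1−/− mice and 6.03 ± 0.52 (SD, n = 6) in Tatdn1+/+ mice, a difference of 0.56 (standard error 0.21, adjusted p = 0.604 from limma, exact permutation test p = 0.0519). The adenylate cyclase gene Adcy5 was 7.78 ± 0.13 (SD, n = 6) and 7.26 ± 0.42 (SD, n = 6), a difference of 0.52 (standard error 0.17, adjusted p = 0.473 from limma, exact permutation test p = 0.0173). The immediate early transcription factor gene Egr3 was measured by 3 probe sets. The one that Data S1 lists had a difference of -0.49 (standard error 0.17, adjusted p = 0.544 from limma), and the others had -0.27 (standard error 0.16) and -0.06 (standard error 0.19). The one in Data S1 had -0.18 in males alone and -0.81 in females alone. Further markers of the striatum had log2 differences of 0.47 for Rasd2 (standard error 0.21) and 0.34 for Pde1b (standard error 0.16).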

Supporting this hypothesis, we found dysregulation of genes enriched in the striatum, including Adora2a [48], Adcy5 [49], and Egr3 [50], in *Tatdn1* ^*−/−*^ brains. These genes encode membrane‐bound and secreted proteins, suggesting that TATDN1 may be involved in the translation, folding, or export of these proteins. We propose that TATDN1 regulates molecular processes essential for motor coordination, particularly in brain regions such as the cerebellum.

In summary, we provide novel insights into the expression, distribution, and potential roles of TATDN1, the mammalian ortholog of *E. coli* TatD, the only conserved member of the bacterial tatABCD operon, with counterparts across all kingdoms. Our results demonstrate that mammalian TATDN1 is ubiquitously expressed and localized in the cytoplasm. Contrary to findings in overexpression systems and with recombinant proteins, our experiments do not support a role for TATDN1 in DNA degradation and suggest its implication in protein homeostasis. Given the importance of TATDN1 for proper heart development and motor coordination, as described here, further research is needed to elucidate its precise function and the molecular mechanisms underlying the phenotypes observed in TATDN1‐deficient mice.

## Limitations of the study

This study has several limitations that should be addressed in future research. (i) Although TATDN1 is conserved across all kingdoms and expressed in all cells and tissues analyzed, its potential housekeeping functions have not been experimentally explored. (ii) The observed posttranscriptional regulation of TATDN1 was not further investigated, which could provide additional insights into its functions. (iii) While nuclease activity has been tested against dsDNA in both cellular and *in vitro* contexts, we have not ruled out a potential role for TATDN1 in dsDNA nick formation or in the cleavage or degradation of ssDNA and/or RNA. (iv) We assessed TATDN1 nuclear translocation in two cell death paradigms, but further studies are needed across various cell types and conditions to confirm its consistent cytoplasmic localization. (v) Gene expression changes related to membrane functions, ECM biology, and ER‐to‐Golgi transport were among the most significant in *Tatdn1* ^*−/−*^ mice. In addition, we observed induction of TATDN1 expression during proteostatic stress and its implication in ER stress‐induced death. However, additional analysis is required to determine the specific molecular functions of TATDN1 in processes involved in protein biology. (vi) A comprehensive analysis of other organs and cell types is necessary to fully understand the impact of TATDN1 deficiency. (vii) Lastly, we did not investigate pathological conditions in *Tatdn1* ^*−/−*^ mice that might disrupt cell or tissue homeostasis. Identifying diseases where TATDN1 expression is altered could provide further insights into its relevance in mammals.

## Materials and methods

### Bioethics statement for Tatdn1 knockout mouse line and rat neonates

The investigation with experimental animals was approved by the Experimental Animal Ethic Committee (CEEA) of the University of Lleida (codes CEEA 05‐02/19, 06‐01/10, 07‐01/10, 08‐01/09 and 09‐01/09), complies with the ARRIVE Guidelines, and conforms to the Guide for the Care and Use of Laboratory Animals, 8th Edition, published in 2011 by the US National Institutes of Health [51]. The *Tatdn1* mice line with a C57BL/6J background was generated by the Australian Regenerative Medicine Institute (ARMI) at MONASH University has been crossed in our laboratory for several years with in house breed C57BL/6 J background mice and is housed in Tecniplast GM500 cages (391 × 199 × 160 mm) never exceeding 5 adults/cage. Rats used for neonatal cardiomyocyte culture had a Sprague–Dawley background and were breed and housed in conventional rooms. All animals were housed at the Experimental Animal Housing Facility—University of Lleida, lights on from 7 a.m. to 7 p.m., temperature = 18–22 °C, and 30–70% humidity. The enriched environment included autoclaved cellulose material. Animals were fed a 2914 diet (Irradiated Teklad Global 14% Protein Rodent Maintenance Diet, Harlan) and sterilized tap water, both *ad libitum*. Well‐being of animals is monitored daily by visual inspection and, for SPF‐housed mice, pathogen analysis is monitored from sentinel animals in periods of 8 weeks following the standards determined by the Federation of European Laboratory Animal Science Association (FELASA). Adult mice and neonatal rat pups were sacrificed following the Guidelines of our CEEA.

### Tatdn1 conditional knockout strategy and production of the Tatdn1^−/−^ mouse

The *Tatdn1* conditional knockout strategy and production of the floxed mouse was carried out by the Australian Regenerative Medicine Institute (ARMI) at MONASH University (Victoria, Australia), which also designed the procedure for Southern blot assessment and genotyping protocol. Briefly, *Tatdn1* exon 3 was flanked by *loxP* sites by electroporation of embryonic stem (ES) cells with a construct including the Neomycin cassette flanked by FRT sites. ES clones were selected and after Southern blot verification and cells were injected into blastocysts. Chimera males were crossed with C57BL/6 females to select germ line transmission, and *Tatdn1 loxP* allele‐carrying mice were bred to homozygosis. Homozygous *Tatdn1 loxP* ^*+/+*^ *Neo* ^*+/+*^ mice were crossed with *ROSA‐FLPe* mice (B6.129S4‐Gt(ROSA)26Sortm1(FLP1)Dym/RainJ, The Jackson Laboratory) to eliminate the Neomycin resistance cassette, and the homozygous descendants were crossed with *CAG‐Cre* mice (B6.Cg‐Tg(CAG‐Cre)CZ‐MO2Osb, RIKEN BRC) to get the whole body *Tatdn1* conditional knockout mouse. Since *Tatdn1* targeting did not affect mouse fertility, the *CAG‐Cre* transgene was eliminated from the breeding line by selecting *Cre* ^*neg*^ mice as progenitors. The procedure is described in detail in the Results section and Fig. S5. The *Tatdn1 loxP* ^*+/+*^ is deposited and available at the INFRAFRONTIER/EMMA repository (Neuherberg, Germany) with the code EM:13201 (*tatdn1* floxed).

### Cardiomyocyte counting and histological procedures

The hearts of neonatal mice were dissected, weighed, and cardiomyocytes were counted as previously described [28]. Briefly, hearts were dissected and formol‐fixed at 4 °C followed by a treatment with 12.5 mol·L^−1^ KOH overnight at 4 °C. After a 10 min vortex to dissociate the cells, they were passed through a 250 μm mesh, centrifuged, suspended in phosphate‐buffered saline (PBS) and cardiomyocytes were counted using a Neubauer chamber. Cardiomyocytes in the counting chamber were distinguished from other cellular types and debris by cytoplasmic size and cell shape. For the histologic analysis of adult hearts, mean cardiomyocyte cross‐sectional area was measured in 10 μm thick, short axis paraffin‐embedded myocardial sections from 3 adult mice per group. Sections were stained with FITC conjugated wheat germ agglutinin (WGA_FITC, L4895; Sigma, Burlington, MA, USA) to delineate the cell membrane, and nuclei were counterstained with 5 μg·mL^−1^ Hoechst 33342 (Invitrogen, Waltham, MA, USA). Images were obtained with a Zeiss LSM980 confocal microscope, and cardiomyocyte area was quantified using imagej software (Wayne Rasband, NIH, Bethesda, MD, USA).

### Cell lines

Human embryonic kidney cell line HEK293 (ATCC CRL‐1573; RRID:CVCL_0045) and Rat‐2 (ATCC CRL‐1764; RRID:CVCL_C8GZ) rat fibroblasts were purchased from the American Type Culture Collection and are continuously checked for Mycoplasma by PCR to keep the working stocks Mycoplasma‐free. All reagents for cell culture were from GIBCO (Thermo Fisher Scientific Inc., Waltham, MA, USA). All cell lines were grown in Dulbecco's modified Eagle medium (#41965–039) supplemented with 10% fetal bovine serum, 1 mmol·L^−1^ sodium pyruvate (#11360–039), 2 mmol·L^−1^ L‐glutamine (#25030‐024), 1 mmol·L^−1^ MEM NEAA (#11140‐035), and 100 U·mL^−1^ of penicillin/100 μg·mL^−1^ streptomycin (#15140‐122) at 37 °C with saturating humidity and 5% CO_2_. *Rps9* WT and D95N HEK293 clones were a kind gift from Prof. Böttger's Lab [26] (Institut fur Medizinische Mikrobiologie, Universitat Zurich, Switzerland). All experiments were conducted with low‐passage cells from recently resuscitated frozen stocks.

### Primary cell cultures

We obtained neonatal cardiomyocytes as previously described [52] from the heart of 2‐day‐old Sprague–Dawley rats or C57BL/6J mice using all available pups (usually 6–10 rat pups or 2–3 mouse pups per genotype), after digestion with type‐2 collagenase (Worthington, Lakewood, NJ, USA). We used a two‐round preplating to deplete the cardiomyocyte culture of nonmyocardial cells. Cells were plated at a density of 10^3^ cells/mm^2^ in 1 g·L^−1^ gelatin‐coated FALCON polystyrene dishes (Becton Dickinson, Palo Alto, CA, USA) and NUNCLON four‐well plates (NUNC, Denmark). The medium used was M199:DMEM 1:3 (Sigma‐Aldrich, Burlington, MA, USA), pH 7.2 with 7.2 mmol·L^−1^ glucose, 10% horse serum, and 5% fetal bovine serum (GIBCO, Carlsbad, CA, USA). Purity was assessed by fluorescent detection of α‐sarcomeric actinin (A7811; Sigma) visualized with an Olympus IX70 inverted epifluorescence and phase‐contrast microscope. Experimental ischemia was performed as reported elsewhere [4]. Briefly, cardiomyocyte cultures were washed with PBS and cultured in Tyrode's solution [53] (137 mmol·L^−1^ NaCl, 2.7 mmol·L^−1^ KCl, 8 mmol·L^−1^ Na_2_HPO_4_, 1.5 mmol·L^−1^ KH_2_PO_4_, 0.9 mmol·L^−1^ CaCl_2_, 0.5 mmol·L^−1^ MgCl_2_, initial pH 7.2) in the absence of serum, nutrients and buffering solution, during 12 h in a Whitley H35 Hypoxystation (Don Whitley Scientific) in a mixture of 5% CO_2_ and 95% N_2_ following manufacturer's instructions to attain a 0.2% oxygen concentration [8].

Neonatal dermal fibroblasts were obtained as described previously [34] from dorsal skin patches of the same pups from which cardiomyocytes were obtained. Dermal fibroblasts were cultured in DMEM medium plus 10% fetal bovine serum, 1 mmol·L^−1^ sodium pyruvate (#11360‐039), 1 mmol·L^−1^ MEM NEAA (#11140‐035), and 100 U·mL^−1^ of penicillin/100 μg·mL^−1^ streptomycin (#15140‐122) and used after 2–3 passages. Staurosporine (Sigma‐Aldrich, 19‐123) and the cell‐permeable pan‐caspase inhibitor Q‐VD‐OPh (quinolyl‐valyl‐O‐methylaspartyl‐[2,6‐difluorophenoxy]‐methyl ketone; Abcam 141 421, Cambridge, UK) were diluted in DMSO at a concentration of 1 mmol·L^−1^ in stock solution and kept frozen at −20 °C. A working dilution of 1 μmol·L^−1^ Staurosporine (STS) and 5 μmol·L^−1^ Q‐VD‐OPh (QVD) was achieved by adding the corresponding volume of stock to the culture medium (equal volume of DMSO was added to control plates) for the incubation times indicated in the figure legends.

### Cultured cardiomyocyte size measurement

Cardiomyocytes from *Tatdn1* ^*+/+*^ and *Tatdn1* ^*−/−*^ neonatal mice hearts were obtained as in Blasco *et al*. [7], seeded as indicated for rat cardiomyocytes, fixed, and stained for α‐actinin. Four to six microscopic images per genotype were recorded at a resolution of 4080 × 3072 pixels with an Olympus IX71 inverted fluorescence microscope and U‐RFL‐T power supply system (20× objective and 10× ocular magnifications plus 1.5× optical enhancement). Cross‐sectional areas of approximately 50 cells/condition were measured using the imagej software (Wayne Rasband, NIH). In this setting, 1 μm^2^ occupies 225 pixels. Cardiomyocyte cross‐sectional areas were transformed from pixels to μm^2^.

### Subcellular fractionation

Subcellular fractionation of primary neonatal cardiomyocytes from *Tatdn1* ^*+/+*^ and *Tatdn1* ^*−/−*^ hearts was performed as previously described [7] with the Subcellular Protein Fractionation kit for cultured cells (78 840; Thermo Fisher Scientific Inc.) following the manufacturer's guidelines. In addition, nuclear fraction was obtained with the Nuclei EZ Prep Nuclei Isolation kit (NUC101; Sigma‐Aldrich) which includes a gentle and nonionic detergent, Igepal CA‐630 (Sigma‐Aldrich), following supplier's instructions. Protein extraction, quantification, and analysis were performed as indicated below.

### Analysis of gene and protein expression

Total RNA extraction from cell cultures using the RNeasy Mini Kit (Qiagen, 74 104, Venlo, Netherlands) and reverse transcription was performed as described [28], and quantitative real‐time PCR was performed in an iCycler iQ PCR detection system and iQ v.3 and iQ v.5 software (Bio‐Rad Hercules, CA, USA), using the TaqMan Gene Expression Master Mix (4 369 016; Applied Biosystems, Waltham, MA, USA) and specific Gene Expression Assays from Applied Biosystems to amplify the transcript of mouse *Tatdn1* (Mm00613250_m1). Gene expression calculations were carried out as described previously for other genes [28]. Protein expression was analyzed in total protein extracts from tissues, cell cultures, and subcellular fractions diluted in Tris‐buffered 2% Sodium Dodecyl Sulfate (SDS) solution at pH 6.8, and SDS/PAGE and western blot were performed as described elsewhere [4, 5, 7]. Antibodies were against TATDN1 (Sigma, HPA023634, immunogenic sequence: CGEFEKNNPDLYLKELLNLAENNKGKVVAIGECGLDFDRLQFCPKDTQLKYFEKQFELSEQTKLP, used in the Human Protein Atlas, https://www.proteinatlas.org/ENSG00000147687‐TATDN1/summary/antibody), α‐actinin (Sigma, A7811), α‐tubulin (Sigma, T5168), Cytochrome c (Cell Signaling, 4272, Danvers, MA, USA), Cytochrome oxidase‐IV (Thermo Fisher, A21348), FLAG (Sigma, F3165), GAPDH (Abcam, ab8245), Lactate dehydrogenase (Rockland, 200‐1173‐0100, Philadelphia, PA, USA), Lamin A/C (BD Biosciences, 612 162, Franklin Lakes, NJ, USA). Secondary antibodies were mouse, rabbit, and goat IgG HRP (Sigma A9044, A0545, and A5420, respectively).

### TATDN1 overexpression

The coding sequence of *Mus musculus Tatdn1* contained in the mouse cDNA clone MGC:74327 IMAGE:30277245 (MRC Gene Service) was PCR‐amplified flanked by the BamHI and EcoRI sites and was subcloned into the pCDNA3.1 expression plasmid (Invitrogen) in frame and downstream to a 3×FLAG tag. The HEK293 cell line was transfected with the Lipofectamine reagent (Invitrogen) and overexpressed FLAG‐TATDN1 was detected by immunofluorescence and western blot with a monoclonal mouse anti‐FLAG antibody (Sigma, F3165). For immunofluorescence, cell nuclei were stained with Hoechst 33342 (Thermo Fisher, H1399).

### Proteomics‐based subcellular fractionation data analysis

Proteomics information about TATDN1 location, as well as the overall distribution of markers of cytosol, plasma membrane, mitochondria, and nucleus, was retrieved from the Martinez‐Val *et al*. publication [24]. There, HeLa and mouse samples (liver and muscle) were sequentially lysed to retrieve the protein content of six distinct subcellular compartments, which were further analyzed by liquid chromatography coupled to mass spectrometry. Characterization of each subcellular compartment was performed based on the annotation of known cell compartment markers, using the pRoloc R package [54]. The mass spectrometry proteomics data associated is available through the ProteomeXchange Consortium via the PRIDE partner repository [55] with the dataset identifier PXD023690.

### Lentiviral‐driven Tatdn1 gene silencing

*Tatdn1* gene silencing in rat cardiomyocytes and fibroblasts was achieved by transduction of lentiviral particles containing a *Tatdn1*‐specific small hairpin RNA construct or a scrambled sequence that was produced in HEK293T cells as detailed previously for other genes [4, 5, 6]. The silencing sequence for the *Tatdn1* rat transcript (XM_032888693) was: 5‐GATTGACTTGGACCTTTAT‐3′. Silencing efficiency was checked by western blot in each experiment.

### DNA integrity assay

DNA integrity in cell cultures was analyzed as previously described [4]. Briefly, cells were pelleted at the end of each treatment and frozen at −80 °C. Pellets from the same experiment were processed at once. They were diluted in 40 μL of sterile phosphate‐buffered saline, mixed with 40 μL of melted 1% low melting agarose (Sigma) in 0.5× Tris/Borate/EDTA (TBE) buffer (45 mmol·L^−1^ Tris pH 8.3, 45 mmol·L^−1^ boric acid, 1.0 mmol·L^−1^ EDTA). Each mixture was poured into a block caster and let to solidify. Each agarose block was submerged into 1 mL of lysis buffer (1% lauryl sarcosil, 0.5 mol·L^−1^ EDTA, 10 mmol·L^−1^ Tris, pH 8, 100 μg·mL^−1^ proteinase K) at 50 °C during 24 h in mild agitation and rinsed twice with 0.5× TBE for 1 h at room temperature. For analysis of DNA high molecular weight degradation, the blocks were then laid into wells of a 1% agarose, 0.5× TBE gel (Contour‐clamped homogeneous electric field (CHEF) grade, Sigma). Pulse field electrophoresis was performed in a CHEF DR‐II system (Bio‐Rad) set to the following protocol: run time, 14 h; switch time from 5 to 50 s; voltage gradient, 6 V/cm. Initial lysis buffer was further processed to analyze DNA low molecular weight degradation. Briefly, 1 mL of lysis buffer from DNA extraction was mixed with 1 mL of ethanol, kept at −20 °C for 18 h, and centrifuged. The pellet was rinsed with 70% ethanol, centrifuged again, and the final DNA pellet was diluted in 20 μL of 10 mmol·L^−1^ Tris, pH 8, 1 mmol·L^−1^ EDTA, and 10 μg·mL^−1^ RNase. Conventional 2% agarose gel electrophoresis was performed. Gels were stained with SYBR Safe (Molecular Probes, Eugene, OR, USA), visualized by UV exposure, and recorded with a Kodak DC290 digital camera.

### Nuclease activity *in vitro* test

Cytosolic extracts were obtained from *Tatdn1* ^*+/+*^ and *Tatdn1* ^*−/−*^ dermal fibroblasts with a buffer containing 220 mmol·L^−1^ mannitol, 70 mmol·L^−1^ sucrose, 10 mmol·L^−1^ KCl, 5 mmol·L^−1^ EGTA, and 2 mmol·L^−1^ MgCl_2_, pH 5, as described previously [52]. For the *in vitro* nuclease assay, we followed a protocol published for assessing recombinant TatD nuclease activity [21]. Briefly, freshly prepared extracts (10–30 μg of protein) were incubated with 1 μg of pcDNA3.1 plasmid (Invitrogen) linearized with BglII (TaKaRa, 1021A) and eluted in a buffer containing 5 mmol·L^−1^ Tris/HCl pH 8.5 in incubation buffer (25 mmol·L^−1^ MgCl_2_, 250 mmol·L^−1^ Tris/HCl final pH 8 or 6) to a final concentration of 5 mmol·L^−1^ MgCl_2_ and 50 mmol·L^−1^ Tris at pH 8 or 6, in a volume of 30 μL for 2 h at 37 °C. At the end of the incubation time, samples were run in 1% agarose gels stained with SYBR Safe (Molecular Probes), visualized by UV exposure, and recorded with a Kodak DC290 digital camera.

### Microarrays

Expression microarray experiments were designed and performed by the Unitat d'Estadística I Bioinformàtica (UEB) (Vall d'Hebron Institut de Recerca VHIR, Barcelona, Spain) with the Study Identification Number D1967. For microarrays, RNA was extracted using the RNeasy Mini Kit (Qiagen) from the cardiac left ventricle and cerebral cortex of either six *Tatdn1* ^*+/+*^ or *Tatdn1* ^*−/−*^ 2‐month‐old mice (three males and three females/genotype, totaling 24 samples). Samples passed several quality controls as scheduled by the facility. The microarray plate used was the Mouse Clariom S HT array (Applied Biosystems, Thermo Fisher, 902 971). A detailed description of the procedures and raw microarray data are available at the NCBI's Gene Expression Omnibus (GEO) database (GEO Series record GSE167387).

### Bioinformatics analysis of microarray data

Microarray data from the twenty‐four CEL Affymetrix files was used to identify Gene signatures determined with GSEA version 4.0.1 (Broad Institute, Cambridge, MA, USA) using the hallmark gene sets, the C2 curated gene sets, the C5 gene ontology gene sets, and the C6 oncogenic signatures (Molecular Signature Database v2.5). A two‐class analysis with 1000 permutations of gene sets and a weighted metric was used. Expression heatmaps of angiogenesis, epithelial mesenchymal transition, and interferon alpha response genes were created using Morpheus software (https://software.broadinstitute.org/morpheus/, Broad Institute). A complete list of enriched gene sets is provided in Data S1. Venn diagrams were performed using the online software tool InteractiVenn [56] (https://www.interactivenn.net/index2.html).

To examine whether the identified best‐scored genes from GSEA are meaningful to biological processes, we conducted gene set enrichment analysis through the ‘Investigate Gene Sets’ function of the web based GSEA software tool (http://www.broadinstitute.org/gsea/msigdb/annotate.js) [57].

### Transthoracic echocardiography

Transthoracic echocardiography was performed using a Vivid Q portable ultrasound system equipped with an i12L‐RS 13 MHz transducer (GE Healthcare) as described earlier [58]. The end‐diastolic left ventricular internal diameter (LVEDD) and volume (LVEDV), end‐systolic left ventricular internal diameter (LVESD) and volume (LVESD), interventricular septum thickness (IVS) and posterior wall thickness (LVPW) at end diastole were measured in M‐mode recordings. Ejection fraction (EF) and fractional shortening (FS) were calculated according to standard formulas. An investigator blinded to the groups analyzed the images off‐line. Thirteen six‐month‐old *Tatdn1* ^*+/+*^ (6 males, 7 females) and 12 *Tatdn1* ^*−/−*^ mice (6 males, 6 females) and 14 sixteen‐month‐old *Tatdn1* ^*+/+*^ (4 females, 10 males) and 10 *Tatdn1* ^*−/−*^ (4 females, 6 males) mice were used. For each parameter, measurements were performed from three to six different cardiac cycles, and the values were averaged.

### Behavioral assessment

Five‐month‐old *Tatdn1* ^*+/+*^ (8 females, 10 males) and *Tatdn1* ^*−/−*^ (8 females, 7 males), and 16‐month‐old *Tatdn1* ^*+/+*^ (4 females, 10 males) and *Tatdn1* ^*−/−*^ (4 females, 6 males) mice were subjected to a comprehensive behavioral characterization as previously described [33, 59, 60]. To check spontaneous locomotor activity, we used the open field. Briefly, the apparatus consisted of a white square arena measuring 40 × 40 × 40 cm in length, width, and height, respectively. The dim light intensity was 60 lux throughout the arena. Animals were placed in the arena center and allowed to explore freely for 5 min. Spontaneous locomotor activity and parallel index (deambulation patterns, circular *vs*. straight) were measured. At the end of each trial, any defecation was removed, and the apparatus was wiped with 30% ethanol, as previously described [61]. Animals were tracked and recorded with SMART junior software (Panlab).

To analyze mouse anxiety, we used the elevated plus‐maze paradigm. Briefly, the plus‐maze was made of plastic and consisted of two opposing 30 × 8 cm open arms and two opposing 30 × 8 cm arms enclosed by 15‐cm‐high walls. The maze was raised 50 cm from the floor and lit by dim light. Each mouse was placed in the central square of the raised plus‐maze, facing an open arm, and its behavior was scored for 5 min. We recorded the time spent in the open arms, which normally correlates with low levels of anxiety. Animals were tracked and recorded with SMART junior software (Panlab).

Muscular strength and neuromuscular abnormalities were analyzed by the wire hanging test. A standard wire cage lid was used. To test balance and grip strength, mice were placed on top of a wire cage lid. The lid was shaken slightly to cause the mouse to grip the wires, and then, it was turned upside down for 60 s. The number of falls and latency to fall of each mouse was recorded. To complete the muscular strength assessment, a computerized grip strength meter (Almemo 2450, Ahlborn) was used. We performed three measures for forepaws in one hand and three measures for all four paws together on the other hand. Each measure was considered a replicate, and a mean from these three measures was obtained.

For motor coordination and learning, we used the accelerating rotarod task. In this test, animals were placed in the motorized rod (30‐mm diameter, Panlab, Spain). The rotation speed gradually increased from 4 to 40 rpm. over the course of 5 min. The fall latency time was recorded when the animal was unable to keep up with the increasing speed and fell. Rotarod training/testing was performed 4 times per day for 3 consecutive days. The results show the average fall rates per trial for group each day.

The T‐maze apparatus used for the T‐SAT (T‐spontaneous alteration task) was a wooden maze consisting of three arms, two of them situated at 180° from each other, and the third, representing the stem arm of the T, situated at 90° with respect to the other two [61]. All arms were 45 cm long, 8 cm wide and enclosed by a 20 cm wall. The maze was thoroughly painted with waterproof gray paint. Light intensity was 5 lux throughout the maze. A 10 cm start area was situated at the end of the stem arm and closed by a wooden guillotine door. Two identical guillotine doors were placed in the entry of the arms situated at 180°. In the training trial, one arm was closed (novel arm) and mice were placed in the stem arm of the T (home arm) and allowed to explore this arm and the other available arm (familiar arm) for 10 min, after which they were returned to the home cage. After inter‐trial intervals of 1 h, mice were placed in the stem arm of the T‐maze and allowed to freely explore all three arms for 5 min, as previously reported [61]. The arm preference was determined by calculating the time spent in each arm × 100/time spent in both arms (familiar/old and novel/new arm).

In the novel object recognition test (NORT), the device consisted of a white square arena measuring 40 × 40 × 40 cm in length, width, and height, respectively. The light intensity was 60 lux throughout the arena, and the room temperature was kept at 19–28 °C and 40–60% humidity. Mice were initially habituated to the arena in the absence of objects (1 day, 30 min). On the second day, two similar objects were presented to each mouse during 10 min (A′A″ condition) after which they were returned to the home cage. Twenty‐four hours later, the same animals were retested for 5 min in the arena with a familiar and a new object (A′B condition). The object preference was measured as the time exploring each object × 100/time exploring both objects. The arena was rigorously cleaned between animal trials to avoid odors. Animals were tracked and recorded with SMART junior software (Panlab).

For the passive avoidance (light–dark) paradigm, we conducted the experiments in a 2‐compartment box, where 1 compartment was dimly lit (20 lux) and preferable to a rodent and the other compartment was brightly lit (200 lux); both chambers were connected by a door (5 cm × 5 cm). During training, mice were placed into the aversive brightly lit compartment; and upon entry into the preferred dimly lit compartment (with all 4 paws inside the dark chamber), mice were exposed to a mild foot shock (2 s foot shock, 1 mA intensity). The latency of mice to enter the dark chamber was recorded. Twenty seconds after receiving the shock on the foot, mice were returned to the home cage until testing. After 24 h (long‐term memory), animals were tested for retention. In the retention test, mice were returned to the brightly lit compartment again, and the latency to enter the shock‐paired compartment (dark chamber) was measured (retention or recall latency). Ten minutes was used as a time cutoff in the retention test.

### Statistics

Statistical analysis of data was performed using the GraphPad Prism software (GraphPad Prism Software version 8.0.1, Boston, MA, USA). The nonparametric Mann–Whitney U‐test was used when comparing one variable in two independent data groups (Fig. 3E–G), and two‐way ANOVA was used when comparing two variables followed by Sidak's *post hoc* test for multiple comparisons (Figs 1 and 3). Echocardiographic parameters were compared using ANOVA and Student *t*‐test, as indicated in the figure legend (Fig. 6B,D). In the behavior experiments, parametric Student *t*‐test and two‐way ANOVA were applied, as indicated in the figure legend, as previously reported. The exact number of independent measurements, replicates, and statistical values are specified in each figure. All statistical tests were two‐sided at a significance level of <0.05.

## Conflict of interest

All authors declare no conflicts of interest.

## Author contributions

Conceptualization, DS; methodology, JG‐V, JI, PP‐G, MR‐M, AG, JVO, ML, and DS; investigation, GB, AB, AS‐B, JGV, DA, SG‐C, EM‐C, SB‐P, SH, AM‐V, and FT; validation, all authors; formal analysis, JG‐V, JI, AG, ML, and DS; resources, JGV, XC, JXC, PP‐G, and DS; writing—original draft preparation, DS with AG contribution for the neurobehavior section and AM‐V for the proteomics data analysis; writing—review and editing, DS with the contributions of all authors; supervision, DS; project administration, DS; funding acquisition, JI, JXC, MR‐M, PP‐G, AG, and DS.

## Peer review

The peer review history for this article is available at https://www.webofscience.com/api/gateway/wos/peer‐review/10.1111/febs.70077.

## Supporting information

**Fig. S1.** Information available about TatD homologues in several genome databases of model organisms.
**Fig. S2.** Alignment of TATD/TATDN1 sequence conservation across species.
**Fig. S3.** TATDN1 expression in cells of the heart and brain, and subcellular fractionation controls for the HeLa spatial proteomics analysis.
**Fig. S4.** Search result for TATDN1 protein using BarCode single protein localization app (https://lehtio‐lab.se/subcellbarcode/).
**Fig. S5.** Process for the conditional Tatdn1 allele deletion in mice.
**Fig. S6.** Body weight of adult Tatdn1^+/+^ and Tatdn1^−/−^ mice, and correction by tibial length.
**Fig. S7.** Summary of the most relevant published knowledge about TatD/TATDN1.
**Fig. S8.** Validation of microarray data from the heart and brain of Tatdn1^+/+^ and Tatdn1^−/−^ mice.
**Fig. S9.** Echocardiographic data complementing Fig. 6.
**Fig. S10.** Venn diagram illustrating differentially expressed genes (DEGs) shared across datasets of cardiac genes differentially expressed in Tatdn1^−/−^ *vs*. Tatdn1^+/+^ mice (this article), Jurgens *et al*., 2024 and Zheng *et al*., 2024.
**Fig. S11.** Immunofluorescence analysis of paraformaldehyde fixed cerebellar and cardiac tissues of Tatdn1^+/+^ and Tatdn1^−/−^ adult mice.

**Data S1.** Gene Set Enrichment Analysis (GSEA) data.

## Data Availability

All data supporting the findings of this study are available within this article and its supporting information. Additional requests will be provided upon demand. The *Tatdn1 loxP* ^*+/+*^ is deposited and available at the INFRAFRONTIER/EMMA repository (Neuherberg, Germany) with the code EM:13201 (*tatdn1* floxed). Detailed description of the procedures and raw microarray data are available at the NCBI's Gene Expression Omnibus (GEO) database (GEO Series record GSE167387).

# Supplementary material for: Mammalian TatD DNase domain containing 1 (TATDN1) is a proteostasis‐responsive gene with roles in ventricular structure and neuromuscular function
**Source:** FEBS J. 2025 Mar 23;292(19):5105–29. doi: 10.1111/febs.70077
**Supplement:** Supplementary file 1 — Fig. S1. Information available about TatD homologues in several genome databases of model organisms. Fig. S2. Alignment of TATD/TATDN1 sequence conservation across species. Fig. S3. TATDN1 expression in cells of the heart and brain, and subcellular fractionation controls for the HeLa spatial proteomics analysis. Fig. S4. Search result for TATDN1 protein using BarCode single protein localization app (https://lehtio‐lab.se/subcellbarcode/). Fig. S5. Process for the conditional Tatdn1 allele deletion in mice. Fig. S6. Body weight of adult Tatdn1+/+ and Tatdn1−/− mice, and correction by tibial length. Fig. S7. Summary of the most relevant published knowledge about TatD/TATDN1. Fig. S8. Validation of microarray data from the heart and brain of Tatdn1+/+ and Tatdn1−/− mice. Fig. S9. Echocardiographic data complementing Fig. 6. Fig. S10. Venn diagram illustrating differentially expressed genes (DEGs) shared across datasets of cardiac genes differentially expressed in Tatdn1−/− vs. Tatdn1+/+ mice (this article), Jurgens et al., 2024 and Zheng et al., 2024. Fig. S11. Immunofluorescence analysis of paraformaldehyde fixed cerebellar and cardiac tissues of Tatdn1+/+ and Tatdn1−/− adult mice.

Supplementary Figure 1. Model organisms databases consulted for the presence of TatD-like genes:

E. Coli Database <https://ecocyc.org/ECOLI/compare-frame-in-orgs?type=ORTHOLOG&object=EG11481&initial-orgs=ECOLI> identifies Ec TatD as ortholog of Tatdn1 (Rn), Sc YBL055C and Ce crn-2.

Genecards (Human) <https://www.genecards.org/cgi-bin/carddisp.pl?gene=TATDN1&keywords=tatdn1> identifies TATDN1 as ortholog of Dm CG3358, Ce crn-2, Sc YBL055C

The Eukaryotic Pathogen, Vector and Host Informatics Resource (VEuPathDB):

Plasmodium https://plasmodb.org/plasmo/app/record/gene/PF3D7_0112000

Trypanosoma <https://tritrypdb.org/tritrypdb/app/record/gene/Tb11.v5.0746>

WormBase https://wormbase.org/species/c_elegans/gene/WBGene00000795#0-9f36h1g-10 identifies crn-2 as ortholog of Tatdn1 and YBL055C

FlyBase <http://flybase.org/reports/FBgn0033117> Identifies CG3358 as ortholog of Tatdn1, crn-2 and YBL055C

Saccharomyces Genome Database <https://www.yeastgenome.org/locus/S000000151/protein> identifies Sc YBL055C as ortholog of Tatdn1 (Hs, Rn, Mm), Ce crn-2, Dm CG3358

OrthoDB v10.1, a hierarchical catalog of orthologs

Entry for Tatdn1 <https://www.orthodb.org/?level=&species=&query=2331935at2759>

Lists 3438 genes as orthologs of the “TatD family” in 1894 species in eukaryotes, including C elegans crn-2, S cerevisiae YBL055C, D melanogaster CG3358; Protist Tatd-like (Plasmodium, Leishmania and Trypanosome species) and mammalian Tatdn1.

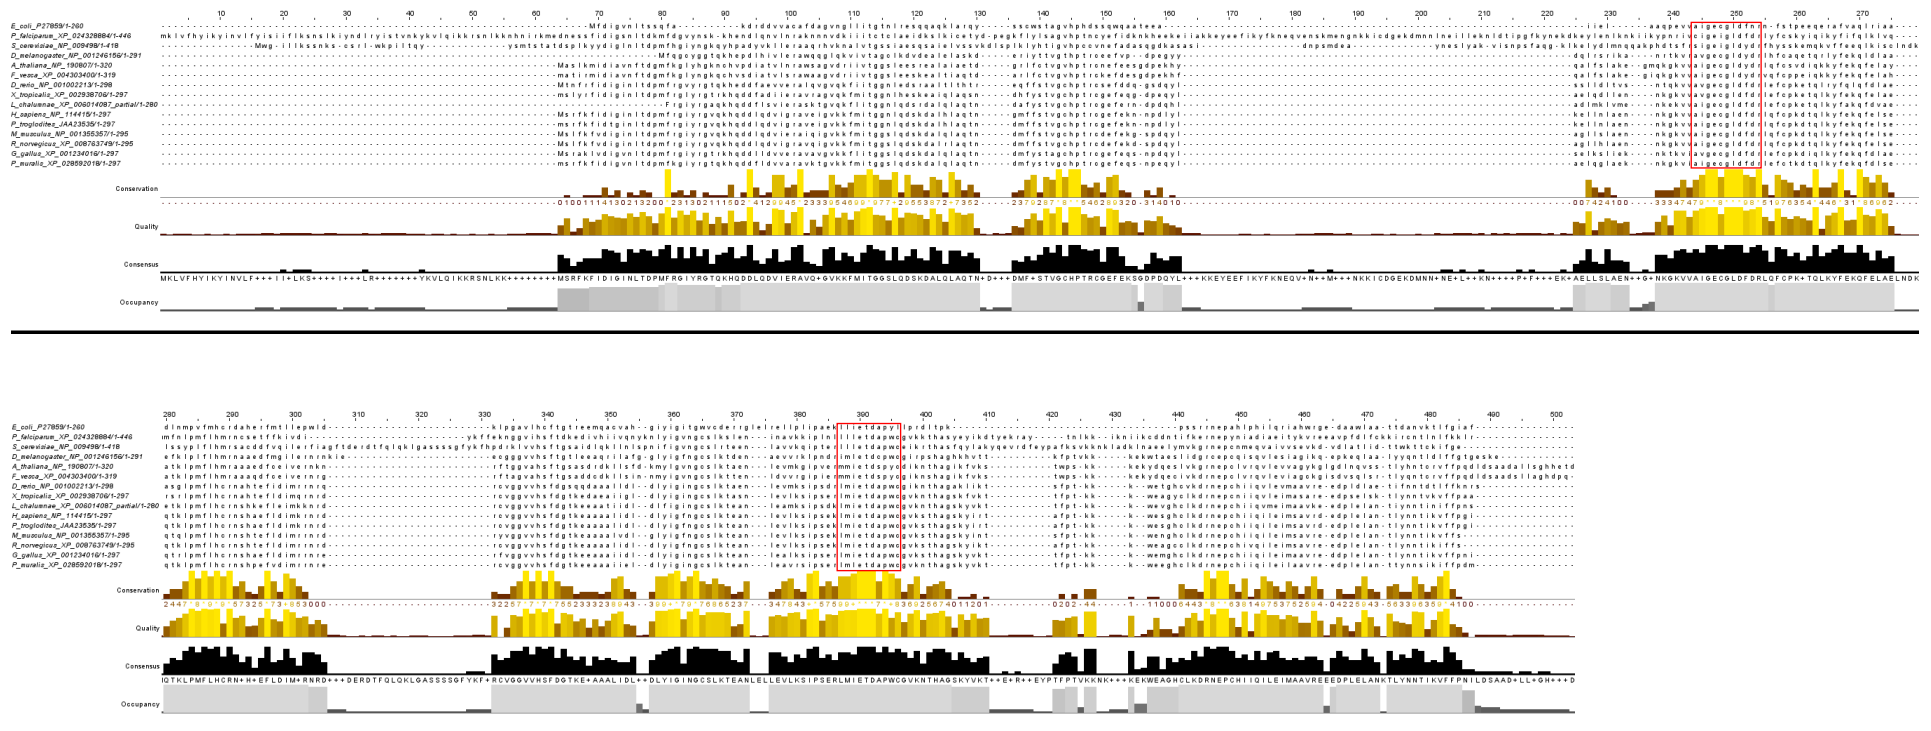

Conservation is visualized on the alignment or a sequence group as a histogram giving the score for each column. Conserved columns are indicated by '*' (score of 11 with default amino acid property grouping), and columns with mutations where all properties are conserved are marked with a '+' (score of 10, indicating all properties are conserved). The quality score is calculated for each column in an alignment by summing, for all mutations, the ratio of the two BLOSUM 62 scores for a mutation pair and each residue's conserved BLOSUM62 score (which is higher). This value is normalized for each column, and then plotted on a scale from 0 to 1. The consensus displayed below the alignment is the percentage of the modal residue per column. If the modal value is shared by more than 1 residue, a "+" symbol is used in the display.

(b)

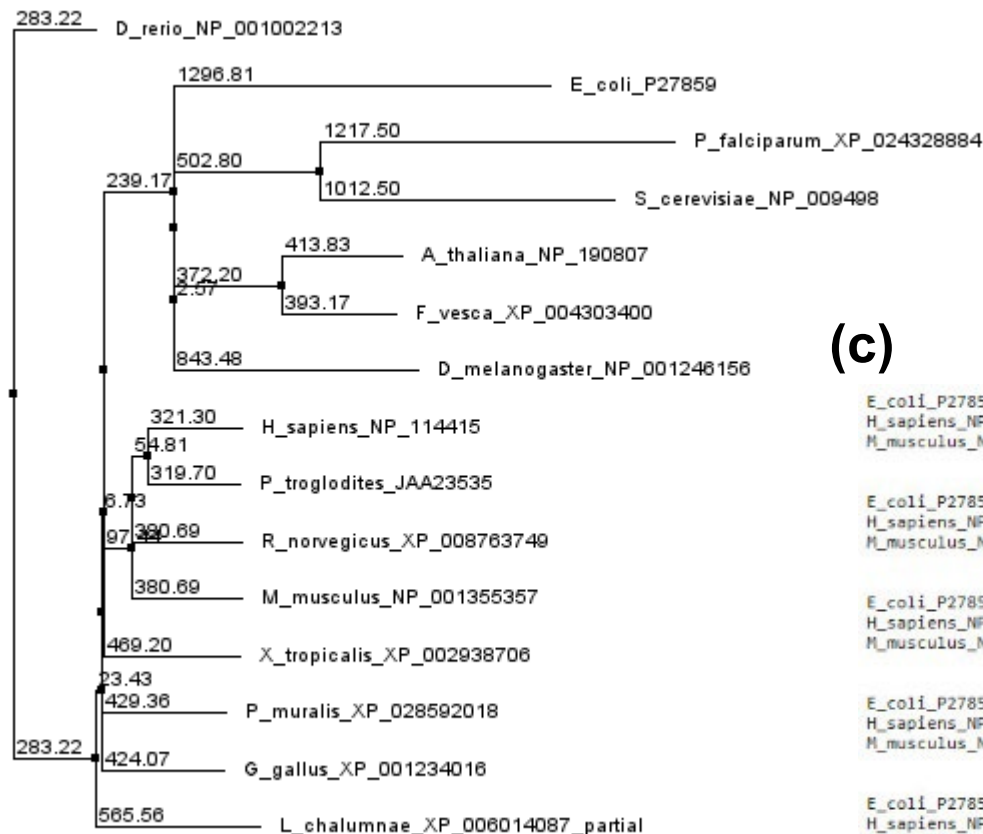

(c)

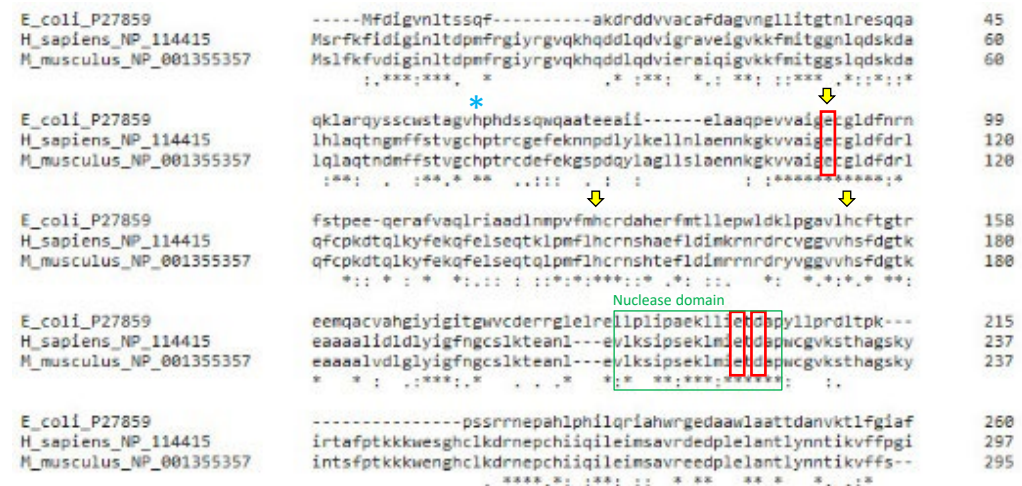

Supplementary Figure 2. Analysis of TATD/TATDN1 conservation across species. (b) Phylogenetic tree was automatically calculated from the aligned sequences. (c) Clustal alignment of *E. coli* TatD protein and its human and mouse orthologs. Red squares highlight metal binding residues and blue asterisk shows the catalytic residue, as described in Chen et al. 2014 (<https://doi.org/10.1093/nar/gku732>) (see main text). Yellow arrows show metal binding residues and green square indicates the nuclease domain as shown in Uniprot (<https://www.uniprot.org/uniprotkb/P27859/entry>).

Alignment and tree were performed with Clustal Ω (<https://www.ebi.ac.uk/Tools/msa/clustalo/>) and visualized with Jalview 2.11.1.3 Waterhouse, A.M., Procter, J.B., Martin, D.M.A., Clamp, M. and Barton, G. J. (2009) Jalview Version 2 - a multiple sequence alignment editor and analysis workbench Bioinformatics doi: 10.1093/bioinformatics/btp033.

(a)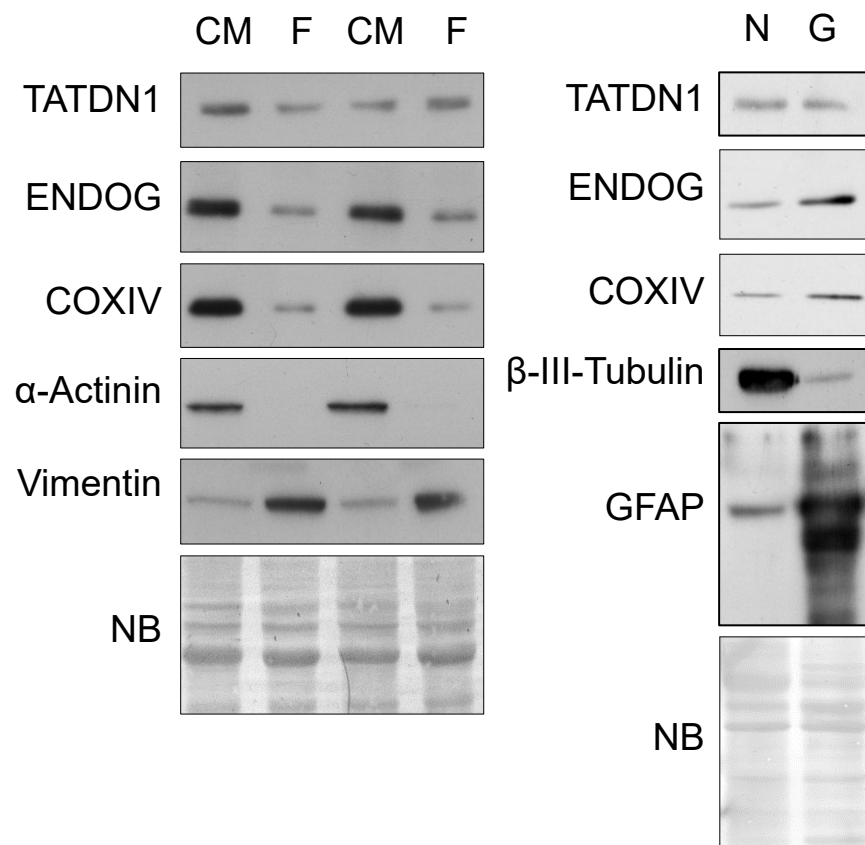**(b)**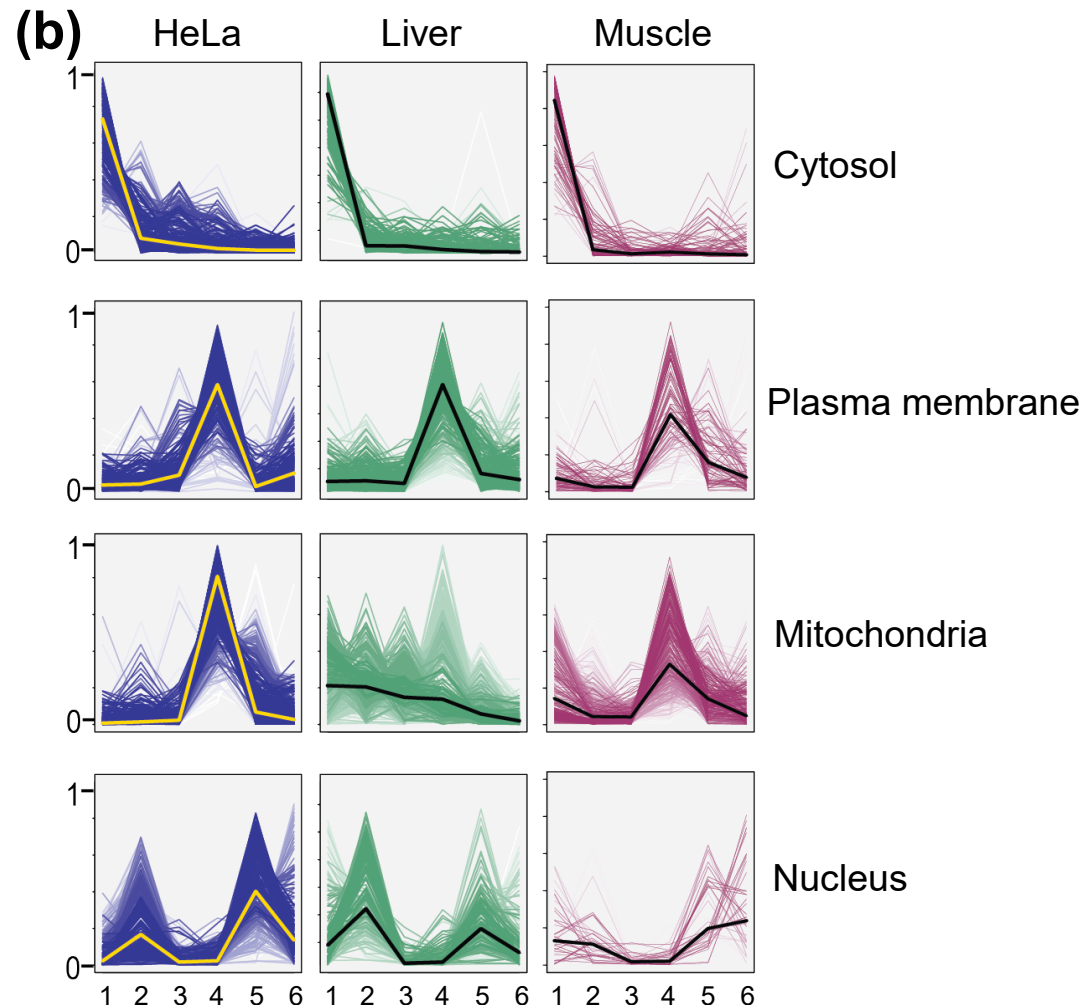

Supplementary Figure 3. TATDN1 expression in cells of the heart and brain, and subcellular fractionation controls for the HeLa spatial proteomics analysis. (a) Protein detection in total protein extracts of cultured neonatal rat ventricular cardiomyocytes (CM), cardiac fibroblasts (F), cortical neurons (N) and glia (G). Data shown are from two independent cardiomyocyte and fibroblast isolations and an isolation of cortical neurons and glia. TATDN1, ENDOG (Endonuclease G; mitochondria); COXIV (Cytochrome Oxidase Complex IV; mitochondria); α -Actinin (cardiac muscle); Vimentin (fibroblast); β -III-Tubulin (neuron); GFAP (Glial fibrillar acidic protein, glia); NB (Naphthol blue, protein staining). (b) Profile-plots of cell compartment markers retrieved from Gatto et al 2014 pRoloc package (PMID: 24413670) in the subcellular fractions obtained from HeLa, mouse liver and mouse muscle referent to figure 1e. Scaled intensity (from 0 to 1) across fractions 1-6 is plotted for each independent replicate. Gradient of color indicates Pearson correlation to the centroid of each distribution, which is highlighted as a yellow/black line.

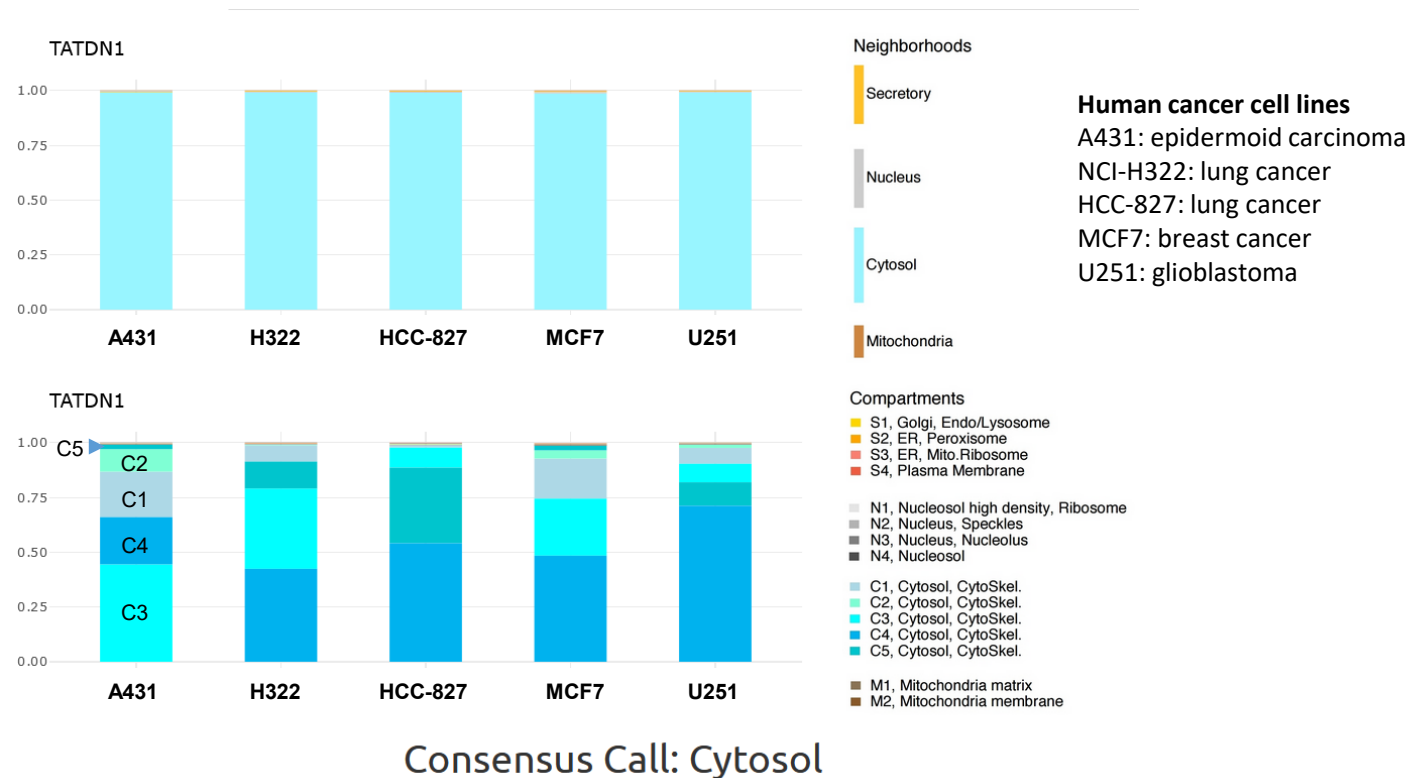

Supplementary Figure 4. Search result for TATDN1 protein using BarCode single protein localization app (<https://lehtiio-lab.se/subcellbarcode/>). A mass spectrometry-based analysis of cellular subfractions from five human cancer cell lines (A431, NCI-H322, HCC-827, MCF7 and U251) detected endogenous TATDN1 protein in C1 to C5 cytosolic fractions. TATDN1 peptides were absent in nuclear fractions.

Orre, L. M., Vesterlund, M., Pan, Y., Arslan, T., Zhu, Y., Fernandez Woodbridge, A., Frings, O., Fredlund, E., & Lehtiö, J. (2019). SubCellBarCode: Proteome-wide Mapping of Protein Localization and Relocalization. *Molecular Cell*, 73(1), 166-182.e7. <https://doi.org/10.1016/J.MOLCEL.2018.11.035>

(a)

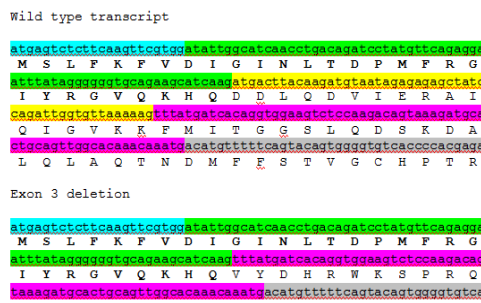

(b)

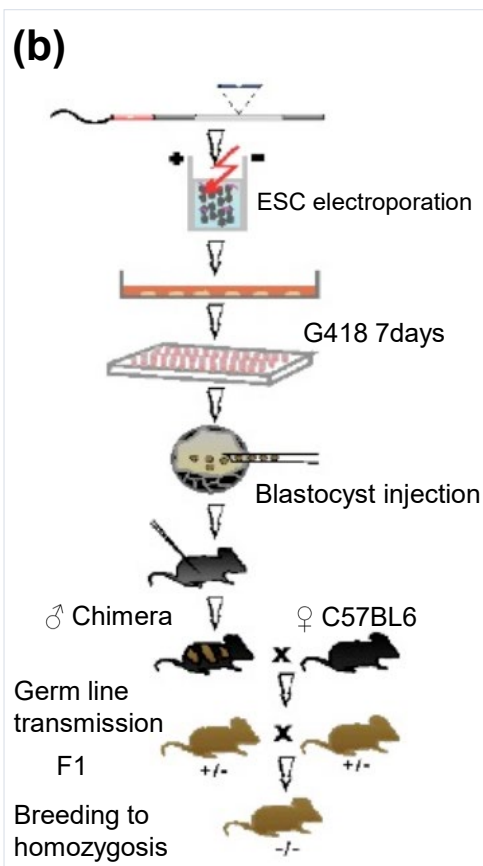

(c)

Wild type *Tatdn1* allele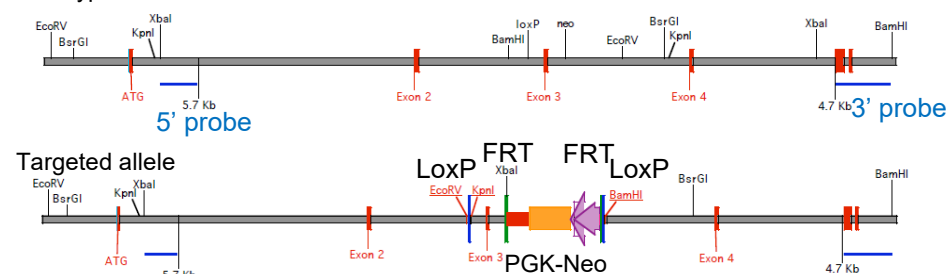

(e)

Tatdn1_{loxP}(Neo)

Tatd Fw: CTACTCTTAAAGACAGCCTTCC

Tatd Rev: CTTTATTTCTCAGATGTGTGGGC

Tatd mutFw*: GGTGGATGTGGAATGTGTGC

*not required after FLP-mediated PGKNeo excision

Amplicon: 279 bp (*Tatdn1*); 402 bp (*Tatdn1* floxed & Neo);441 bp (*Tatdn1* floxed after Neo excision).*Tatdn1^{+/+}* & *Tatdn1^{-/-}*

Tatd Fw: CTACTCTTAAAGACAGCCTTCC

Tatd Rev: CTTTATTTCTCAGATGTGTGGGC

Tatd WT Fw: GGCTCCAGGTTTCAGTGAGAG

Amplicon: 270 bp (*Tatdn1^{+/+}*); 500 bp (*Tatdn1^{-/-}*)

Cre

Cre Fw: ACGAAGCTGGTCGAAATCGTGCG

Cre Rev: CGGTGCGATGCAACGAGTGATGAG

Control Fw(IL2): CTAGGCCACAGAATTGAAAGATCT

Control Rev(IL2): GTAGGTGGAAATTCTAGCATCATCC

Amplicon: 250 bp (Cre); 324 bp (internal control; IL2)

(d)

EcoRV 5' Southern probe

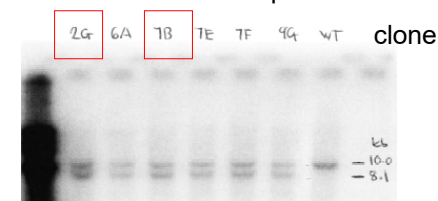

BamHI 3' Southern probe

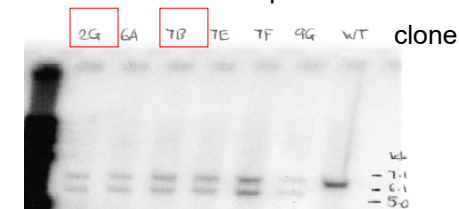

(f)

F1 mice 15 16 17 18 19 20 21 22 + WT -

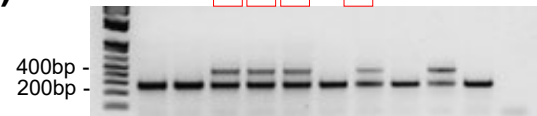

(g)

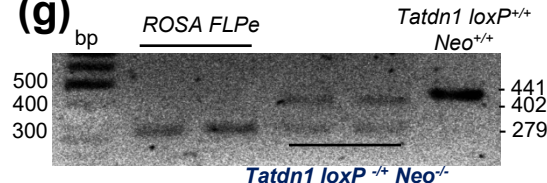

(h)

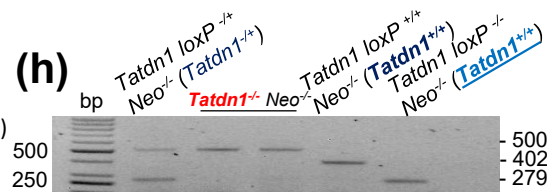

(i)

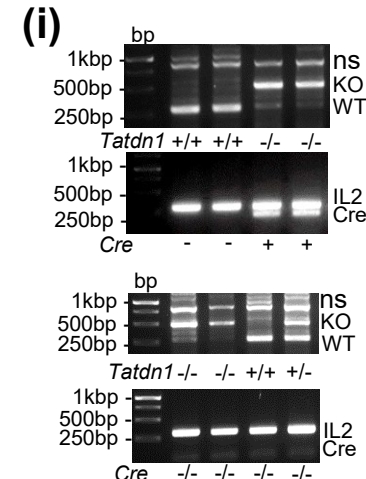

Supplementary Figure 5. Process for the conditional *Tatdn1* allele deletion in mice. (a) Fragment of the *Mus musculus* *Tatdn1* transcript highlighting the exonic structure and the corresponding peptide sequence below in wild type and after exon 3 (yellow) deletion in the knockout transcript, which incorporates an ORF frame shift and a stop codon in exon 4. (b) Flowchart of the procedure to obtain the *Tatdn1^{loxP/loxP}* mouse described in the Materials and Methods section. (c) Scheme of the wild type and targeted alleles indicating the position of the EcoRV and BamHI restriction sites and the 5' and 3' Southern blot probes used in the ES scanning procedure. (d) Southern blot analysis of ES cell clones with the 5' probe (upper panel) and 3' probe (lower panel). (e) Genotyping primers and PCR conditions. (f) F1 genotyping, the band on top indicates the presence of the targeted allele. (g) Assessment of *NeoR* deletion after crossing with ROSA FLPe mice. (h) Assessment of exon 3 deletion after crossing with Cre mice. (i) Assessment of Cre elimination and generation of the experimental subjects (ns: not specific; IL2: internal control).

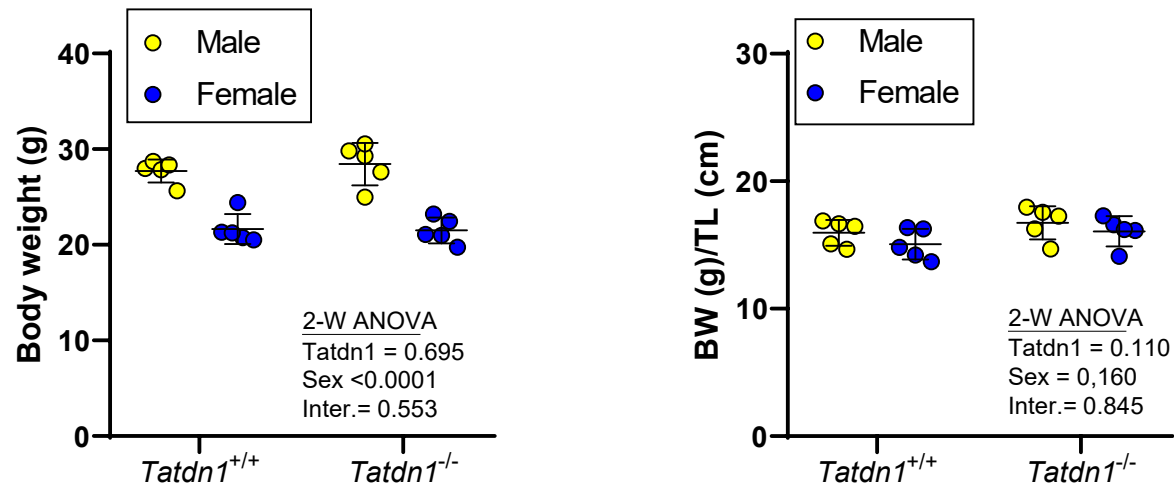

Supplementary Figure 6. Body weight of adult *Tatdn1*^{+/+} and *Tatdn1*^{-/-} mice, and correction by tibial length. Body weight (BW) and tibia length (TL) were measured in a set of 5 seventy-day-old males and 5 females per genotype. Two-way ANOVA was performed with BW and BW/TL data. P values are shown for either variable and their interaction.

Organism	Bacteria	C. elegans	Yeast	Leishmania	Bacteria	Trypanosoma	Zebra fish	Bacteria	Plasmodium	Human recombinant	Mouse Rat
Sample origin	Recomb. EcTatD (1µg)	—	Recomb. ScTatD (0-1µM)	Apoptotic nuclei	endogenous	Recomb. TbTatD produced in E coli	Recomb. DrTatDN1 (1µg)	Recomb. EcTatD (0.5-1µmol/L)	Recomb. PfTatD-GST (1-30µmol/L)	Recomb. TATDN1 (10-20µg)	endogenous
Conditions	In vitro	—	In vitro	In vitro	In cell	In vitro<br>In cell (overexpr.)	In vitro	In vitro	In vitro	In vitro	In cell<br>In vitro
Substrate	0.1µg linear pBS 1h 37º	—	0.4µg linear pET28b 15' 30º ³² P-Oligonuc.	Chromatin from apoptotic L. nuclei	Overexpression of mutated protein substrate	1µg linear plasmid 30' 30º (in vitro) TUNEL (in vivo)	0,2µg coiled pUC19 30' 37º	40nmol/L ³² P-Oligonuc. SsDNA&RNA 1h37º	20ng nude ds-HsDNA 30'37º	10-100nM 25mers ds, ssDNA Abasic DNA	Genomic DNA in cell (necrosis/apoptosis) In vitro 1µg linear pcDNA3 1h 37º
Ions	5mM MgCl ₂ (required)	—	5mM MgCl ₂	5.2mM MgCl ₂	—	2-5mM MgCl ₂	20mM MgCl ₂	2mM MgCl ₂ /Mn No active Ca ²⁺	Mg ²⁺ (inhibits)	2-10mM MgCl ₂ CaCl ₂ required for AP endoDNase	No DNase: In cell conditions In vitro ± 2mM Mg ²⁺
Nuclease function	dsDNase	RNAi= ↑TUNEL+	Endo/exo dsDNase KO= ↑TUNEL+	Not assessed alone ↓EndoG-TatD= change DNA degradation pattern	No. ΔTatD accumulates mutated protein lacking FeS cluster	dsDNase in vitro. RNAi=↓TUNEL+	Cleaves (no degrades) dsDNA in vitro	Exonuclease ssDNA RNA **No dsDNase**	dsDNase	apurinic DNA endo 3'-exo act. pref. on ssDNA	Not found. WT vs KO array suggest RNA biology/protein trafficking
Location	Cytoplasm (E coli)	—	—	—	—	Cytosol (IF & subfract.) Partly translocates to nucleus in cell death	—	—	Secreted? (not demonstrated)	—	Cytosol (IF & subfract. WB & proteomics) No translocation to nucleus in cell death (necr./apopt.)
Biological role (assessed)	—	RNAi= ↑cell nº	KO=↑survival ↑TUNEL/ H ₂ O ₂	—	Degrading wild-type FeS pre-protein molecules that have failed to be exported	Cell death-related DNase	RNAi= abnormal DNA replication. polyploidy (eye)	ΔTatD ↓ survival / H ₂ O ₂ , etc.	Δtatd=↓survival Δtatd=↓ET	—	KO mouse develops dilated left ventricle and motor alterations
Comment	In vitro recomb. plasmid dsDNA degradation	RNAi=↑DNA degr. ↑TUNEL	KO=↑DNA degr ↑TUNEL	TatD activity not assessed alone Dnase could be EndoG	Endogenous/in cell No DNase	In vitro linearizes DNA Endogenous/in cell. No DNase	In vitro cleaves DNA DNA decatenation.	In vitro recomb. Do not degrade dsDNA KO=low survival relation to Dnase not shown	Blood [Mg] would inhibit PfTatd?	DNase activity not assessed with native DNA/chromatin. Low activity Recomb./in vitro	Role in DNA processing not ruled out in other conditions.

TUNEL= an indicator of nuclear DNA cleavage, not degradation. Ds= double strand; ss= single strand; ET= extracellular trap (contains DNA). Δ=deletion.

Heart

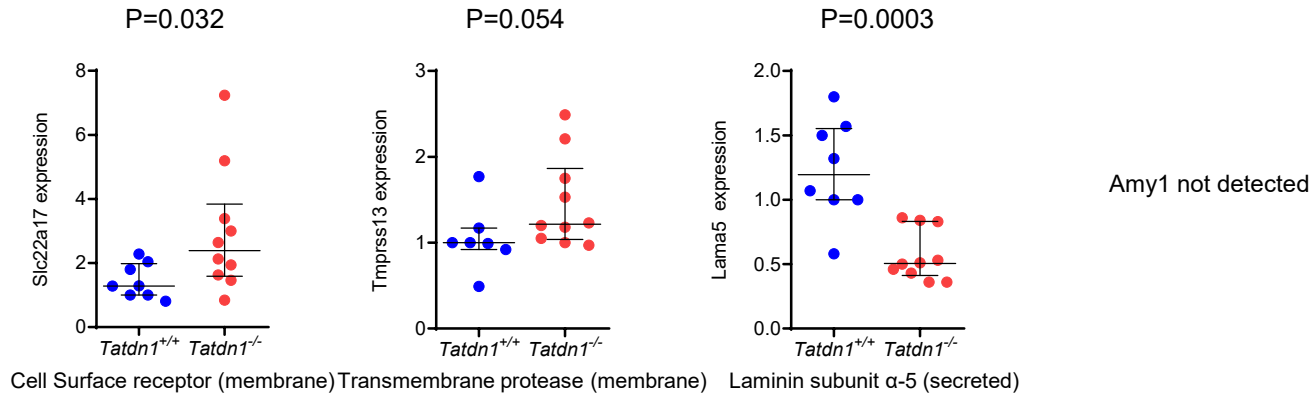

Brain cortex

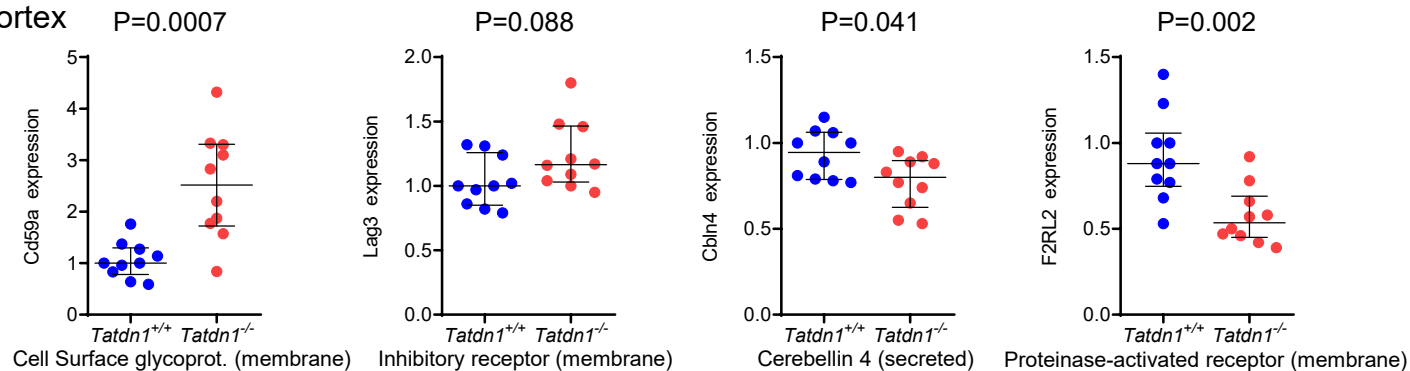**Supplementary Figure 8. Validation of microarray data from the heart and brain of *Tatdn1*^{+/+} and *Tatdn1*^{-/-} mice.**

Cardiac ventricles and brain cortex were dissected, total RNA was obtained, and reverse transcription was performed as described in the Methods section of the main text from 7-10 *Tatdn1*^{+/+} and 10 *Tatdn1*^{-/-} adult mice. Quantitative PCR was performed as described in the Methods section in 2 sets including *Tatdn1*^{+/+} and *Tatdn1*^{-/-}. Data are expressed as fold vs. one of the *Tatdn1*^{+/+} samples run the same day. Individual independent values (corresponding to triplicate means) are plotted plus median $\pm$ interquartile range. Mann-Whitney U test was performed, and exact P values are shown on top of each graph. Two genes upregulated and 2 downregulated were selected from the top list provided that commercial mouse TaqMan probe expanding exons was available. Genes and probes were: Slc22a17, Mm00480684_g1; Tmprss13, Mm01179270_m1; Lama5, Mm01222020_gH; Amy1, Mm01316918_m1; Cd59a, Mm01276238_m1; Lag3, Mm01185093_g1; Cbln4, Mm00558663_m1; F2rl2, Mm00438852_m1; Gapdh, Mm99999915_g1. All probes were FAM-MGB; Thermo-Fisher. Amylase-1 expression was below the detection threshold. A short description of the protein identity/function is detailed below each graph (UniProt entry).

(a)

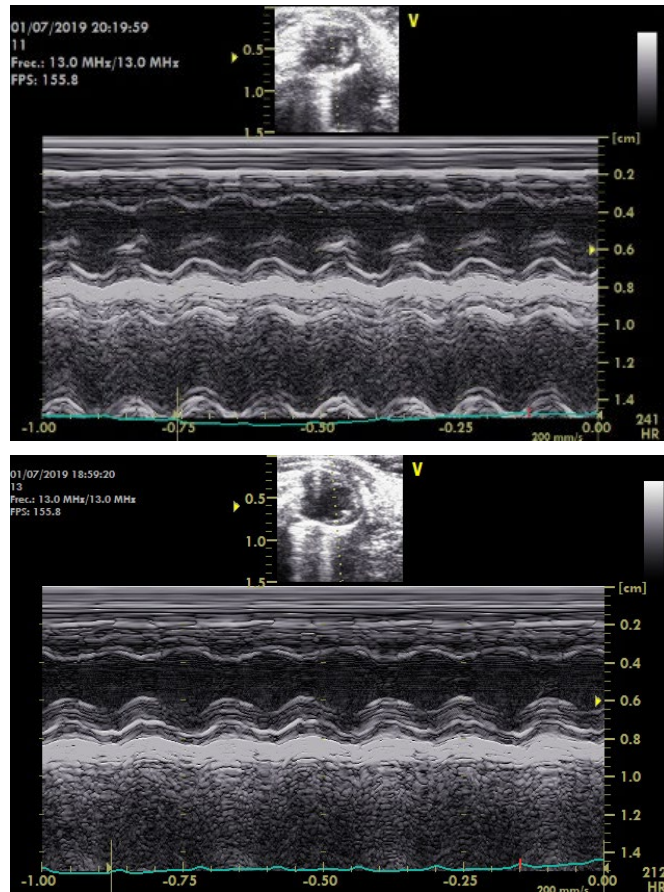

(b)

	<i>Tatdn1</i> ^{+/+}	<i>Tatdn1</i> ^{-/-}	t test<br>♂ vs. ♂	<i>Tatdn1</i> ^{+/+}	<i>Tatdn1</i> ^{-/-}	t test<br>♀ vs. ♀
	♂ (n=6)	♂ (n=6)		♀ (n=7)	♀ (n=6)	
BW (g)	31.82 ± 1.46	31.8 ± 0.74		26.69 ± 1.94	28.25 ± 2.33	
HR (beats/min)	478.33 ± 12.2	453.83 ± 13.0		462.29 ± 17.7	467.17 ± 28.1	
LVPWT (mm)	0.68 ± 0.01	0.69 ± 0.01		0.65 ± 0.01	0.64 ± 0.02	
IVS (mm)	0.78 ± 0.01	0.77 ± 0.01		0.78 ± 0.02	0.73 ± 0.03	
LVEDD (mm)	3.88 ± 0.09	4.27 ± 0.04	p=0.002	3.72 ± 0.08	4.01 ± 0.08	p=0.023
LVESD (mm)	2.47 ± 0.08	2.92 ± 0.08	p=0.003	2.52 ± 0.07	2.8 ± 0.08	p=0.021
LVEDV (μL)	65.23 ± 3.63	81.85 ± 1.75	p=0.002	59.15 ± 2.83	70.47 ± 3.16	p=0.021
LVESV (μL)	21.96 ± 1.76	32.97 ± 2.08	p=0.002	23.01 ± 1.59	29.78 ± 1.94	p=0.019
FS (%)	33.13 ± 0.83	31.67 ± 1.59		32.17 ± 1.26	30.18 ± 0.91	
EF (%)	68.63 ± 1.10	66.14 ± 2.12		66.99 ± 1.73	64.01 ± 1.78	

	<i>Tatdn1</i> ^{+/+}	<i>Tatdn1</i> ^{-/-}	t test<br>♂ vs. ♂	<i>Tatdn1</i> ^{+/+}	<i>Tatdn1</i> ^{-/-}	t test<br>♀ vs. ♀
	♂ (n=10)	♂ (n=6)		♀ (n=4)	♀ (n=4)	
BW (gr)	39.7 ± 1.14	42.4 ± 2.84		31.0 ± 1.17	28.5 ± 1.61	
HR (beats/min)	440.4 ± 7.14	437.33 ± 6.69		454.75 ± 19.02	445.25 ± 23.12	
LVPWT (mm)	0.68 ± 0.01	0.68 ± 0.02		0.65 ± 0.02	0.63 ± 0.01	
IVS (mm)	0.82 ± 0.01	0.80 ± 0.01		0.75 ± 0.02	0.72 ± 0.02	
LVEDD (mm)	4.12 ± 0.10	4.26 ± 0.05		3.84 ± 0.09	4.14 ± 0.03	p=0.020
LVESD (mm)	2.90 ± 0.09	3.02 ± 0.04		2.74 ± 0.07	2.98 ± 0.09	
LVEDV (μL)	75.59 ± 4.03	81.31 ± 2.38		63.58 ± 3.52	75.90 ± 1.45	p=0.017
LVESV (μL)	32.54 ± 2.30	35.65 ± 1.12		28.11 ± 1.85	34.48 ± 2.74	
EF (%)	63.73 ± 1.12	62.51 ± 0.74		61.00 ± 1.31	60.84 ± 3.23	
FS (%)	29.76 ± 0.75	29.12 ± 0.53		27.92 ± 0.85	28.11 ± 1.97	

Young

Old

Supplementary Figure 9. Echocardiographic data complementing Fig.6. (a) Transthoracic echocardiography images corresponding to Figure 6a indicating the position of the probe. (b) summary of echocardiographic data from *Tatdn1*^{+/+} (6♂ and 7♀) and *Tatdn1*^{-/-} (6♂ and 6♀) young mice, and *Tatdn1*^{+/+} (10♂ and 4♀) and *Tatdn1*^{-/-} (6♂ and 4♀) old mice, complementary to Figure 6b. BW: body weight, HR: Heart rate, LVPWT: Left ventricle posterior wall thickness, IVS: interventricular septum, LVEDD: Left ventricle end diastolic diameter, LVESD: Left ventricle end systolic diameter, LVEDV: Left ventricle end diastolic volume, LVESV: Left ventricle end systolic volume, FS: Fractional shortening, EF: Ejection fraction. Data are mean ± SEM. Individual values are shown in the Source Data file. Statistics: P values after Unpaired t-test comparing same sex of both genotypes are shown.

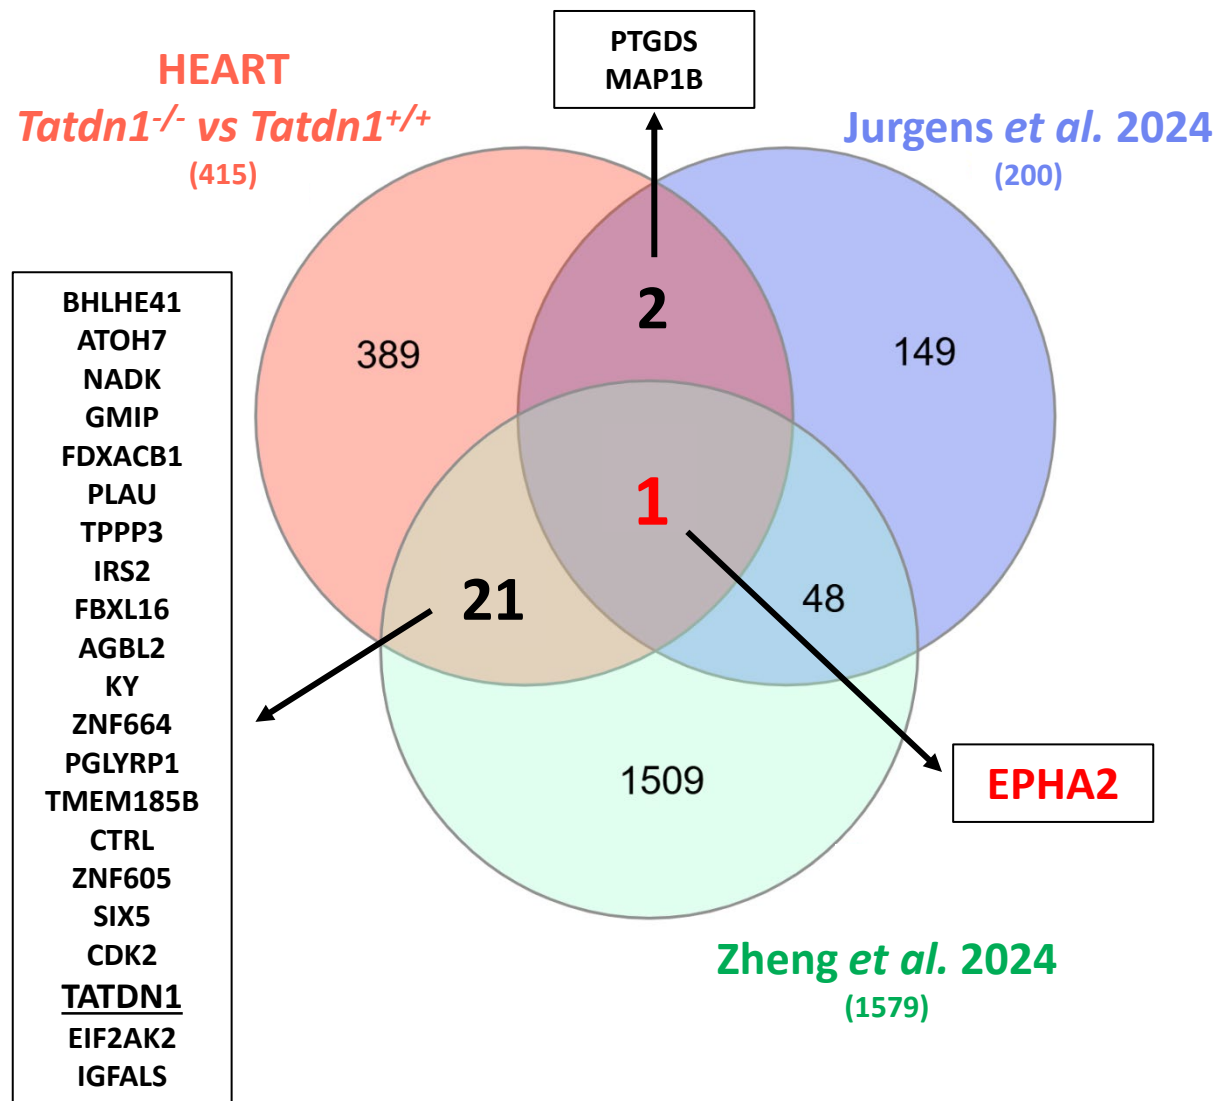

Supplementary Figure 10. Venn diagram illustrating differentially expressed genes (DEGs) shared across datasets of cardiac genes differentially expressed in *Tatdn1*^{-/-} vs. *Tatdn1*^{+/+} mice (this article), Jurgens et al. 2024 and Zheng et al., 2024. The red circle represents DEGs in the heart of *Tatdn1*^{-/-} vs. *Tatdn1*^{+/+} mice ($\log_2FC > 0.5$ or $\log_2FC < -0.5$, $p < 0.05$), the blue circle represents DEGs from Jurgens, S.J. et al. Nat Genet 2024, and the green circle represents DEGs from Zheng, S.L et al. Nat Genet 2024. Numbers within each section indicate the count of unique or shared DEGs. *EPHA2* (highlighted) is the only gene common to all three datasets. The diagram was generated using [Interactivenn](https://www.interactivenn.com/).

(a)

CEREBELLUM

CARDIAC VENTRICLE

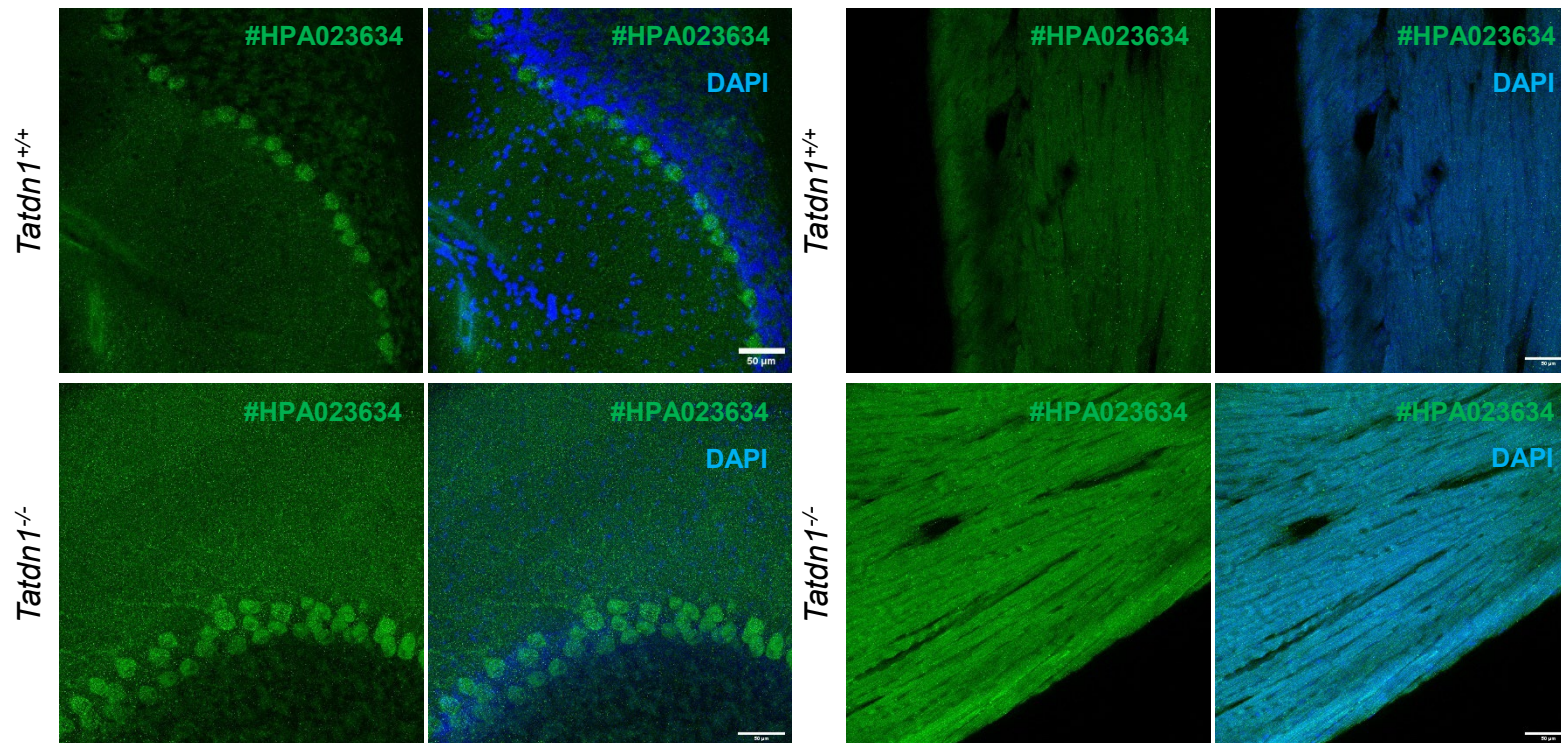

(b)

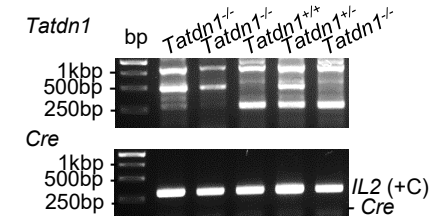

(c)

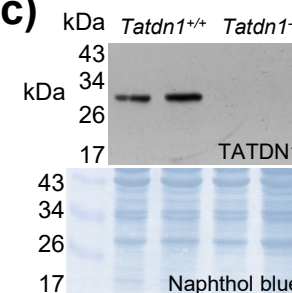

Supplementary Figure 11. (a) Immunofluorescence analysis of paraformaldehyde fixed cerebellar and cardiac tissues of *Tatdn1*^{+/+} and *Tatdn1*^{-/-} adult mice using TATDN1 antibody (SIGMA #HPA023634; Human Protein Atlas: <https://www.proteinatlas.org/ENSG00000147687-TATDN1/summary/antibody>). Secondary Cy3- coupled antibody (1:200; Jackson ImmunoResearch Laboratories, #715-165-150) was used for visualization. Nuclei were stained with 4',6-diamidino-2- phenylindole (DAPI; catalogue #D9542, Sigma-Aldrich). Scale bar: 50µm. (b) *Tatdn1* and Cre genotyping of the litter (see Suppl. Fig. 4i for information), IL2, PCR positive control. (c) TATDN1 detection by Western blot using the same batch of #HPA023634 TATDN1 antibody in total protein extracts of cardiac ventricles from littermates.

Methods: Immunofluorescence detection of TATDN1 in histological sections

Animals were deeply anaesthetized and subsequently intracardially perfused with 4% (weight/volume) paraformaldehyde in 0.1M phosphate buffer. Brains and hearts were dissected out and kept 48h in 4% paraformaldehyde 0.1M phosphate buffer in agitation. After fixation, free-floating sagittal sections of brains (30 µm) or hearts (70 µm) were obtained using a vibratome (Leica, VT1000). Sections were first washed in PBS and incubated in 50mM NH₄Cl, for 30 minutes. Blocking and permeabilization were performed for 1h in PBS-T with 0.02% azide, 3% NGS and 0.2% BSA. Primary antibody (TATDN1, 1:100, #HPA023634, Sigma) was diluted in blocking solution and sections were incubated overnight at 4°C in agitation. Secondary Cy3- coupled antibody (1:200; Jackson ImmunoResearch Laboratories, #715-165-150) was diluted in blocking solution and tissues were incubated for 2h at room temperature. Nuclei were stained for 10 min with 4',6-diamidino-2- phenylindole (DAPI; catalogue #D9542, Sigma-Aldrich). The sections were mounted onto slides and cover-slipped with Mowiol. Images were taken with a Leica Confocal SP5 with a 40x oil-immersion objective. The pixel resolution used was 1024x1024 and the z-step size was 4 µm.

How the deposited data were processed for this re-analysis (not part of the article)

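Gene expression had been measured on Mouse Clariom S HT arrays in the cardiac ventricle and the brain cortex of 12 mice aged 2 months, 6 Tatdn1+/+ and 6 Tatdn1−/−, with 3 males and 3 females of each genotype and 1 array per tissue and mouse (24 arrays). The log2 values used here are as deposited: the authors made them from the scanner files with RMA, for which no version is given in the sources used here, and which corrects background, quantile-normalizes and summarises each probe set by median polish on a log2 scale. The values run from -0.109 to 12.314, with medians per array from 2.551 to 2.86. The paper's Data S1 was made with the TAC software and is on another scale. Over its probe sets, the slope of the deposited Tatdn1+/+ mean on the Tatdn1+/+ level of the table depends on that level. It is 0.86 in ventricle and 1.04 in cortex at a level of 3 to 5 in that table, and 0.5 and 0.52 at a level of 8 to 15. Scanner files were not used here.

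Of the table's entries, 22206 gene-level probe sets were tested, and 6923 others were left out (68 AFFX controls, 63 ERCC controls and 6792 that are not gene-level). Gene symbols and places came from the platform table and from the RefSeq genes of GRCm38.p6, and 105 probe sets were named from Data S1 alone. A single symbol was held by 19572 probe sets, and probe sets to which Data S1 gives several symbols were not read as a gene. Among the genes of the dilated cardiomyopathy comparison, Nrp1 is for this reason not reported.

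Each tissue was fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, genotype alone, 6 against 6), with Benjamini-Hochberg adjustment over the 22206 probe sets and a threshold of 0.05. Further thresholds were a fold change of 1.5 or 2 with an unadjusted p under 0.05, as in Data S1 and in Fig. 6E. Exact permutation tests for named genes took all 924 splits of 12 mice into 6 and 6, where the smallest possible p is 0.00216 (for 3 against 3 mice, 0.1). The exact Wilcoxon test has the same smallest p, so that a few probe sets alone cannot pass its adjustment. The difference of the genotype effect between tissues was tested over all 24 arrays, and that between sexes within each tissue. The labels give a heart and a brain array the same animal code, which was read as the same mouse. The deviations of the 2 arrays of a mouse from their group means correlated by -0.08 to 0.046, 2 of 12 hearts correlated best with their own brain, and the consensus correlation was -0.014. What the numbers in the codes stand for is not given in the sources used here. All Tatdn1+/+ mice carry 75 or 76 and all Tatdn1−/− mice 77 or 78, so a litter or cage that the numbers might mark could not be told from genotype.

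The 51 gene lists (1279 genes written, 1163 measured, 8 symbols updated) were tested over 19505 genes, with the probe set of highest mean for a gene measured more than once, by limma's camera with a preset correlation of 0.01 and adjustment over the 51 lists of a tissue. The Hallmark lists were written from memory of those sets. The lists, the main fits and most alternatives were fixed before the data were examined, but after Data S1 had been read. Alternatives were quantile normalization within the tissue, centring of arrays on their median, removal of the 30% dimmest probe sets (15544 left in the test between tissues), sex as a term, array weights, a variance trend with a robust fit, the exact Wilcoxon test, all 24 arrays in 1 fit, each sex alone and each mouse left out in turn. For lists they were also a correlation estimated per list, fry, fgsea 1.28.0 (10000 permutations, seed 20250101) and the mean of the probe sets of a gene. For the neighbourhood of Tatdn1 (10 Mb on either side) they were windows of 5 and 20 Mb, and for the test between tissues the mouse as a random block. The genotypes were also regrouped in 100 splits (seed 77), the real one included. Tables were made with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3.

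Named genes are those called, with at most 10 rises and 10 falls per tissue, every gene the paper names for these arrays, the genes Data S1 lists as shared, and at most 4 members of each list described, by smallest p. Sla, 2900060B14Rik, Ccl21a, Ccl21b and Fam205a2 are named outside this rule, after their values were seen. The pipeline was tested on simulated data: changes of 1.5 log2 units were called for 97% of probe sets in each tissue, with 5 false calls in ventricle and 6 in cortex among 22206 probe sets, and a shift of 0.3 in a list of 30 genes was called, with 0 of 20 lists without a shift. The many simulated changes ease the adjustment, so the share of probe sets called may be lower in the real data. The genes were simulated as independent, so the list result does not cover lists whose members vary together. For the immediate early genes in cortex, the estimated correlation between members was 0.329. Background controls averaged 1.5442 to 2.1033 per array, and Tmprss13, Plau and Timp1 in ventricle and Lag3 in cortex, with a group mean of 2.23 to 2.37, lie near them, so that the sizes of their differences are uncertain. Median differences of all probe sets were 0.019 in ventricle and -0.017 in cortex.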

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

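The tests of chromosome 15, of the Tatdn1 level beside the chromosome 4 cluster and of brain RNA in heart samples were chosen after the results had been seen, and the other tests before. A sample far from the others was looked for in 74 groups of 6 arrays, and 8 were found where chance gives about 3.7, 1 in 20 groups.

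Genes known to differ in sequence or copy number between mouse strains differed in Tatdn1−/− cortex, a signal in genes the paper does not discuss as a group. The median log2 difference of 21 genes was -0.227 (camera, adjusted p = 2.8e-05, and 0.0146 with an estimated correlation). When adjusted over the list alone, 3 were higher and 10 lower. Data S1, read before the list was written, lists 13 of the 21, so the list is not independent evidence. Pisd-ps3 and Entpd4, the 2 probe sets called in cortex, are among its members. Of the 13 changed members, 12 lie on chromosomes other than 15, where flanking sequence of the targeted allele acting on its own chromosome would not reach them. The list holds 0 members of known place on chromosome 15, so this placement was fixed by the list and tests nothing. For Pisd-ps3, of unknown place, such an effect stays open. A genetic background that differs between the genotypes cannot be told apart from an effect of Tatdn1 loss, because the code numbers, which might mark litters, separate by genotype. The median within-genotype correlation of heart and brain over the changed members was 0.068 (95% -0.018 to 0.26). The prediction for a background that varies between mice, a correlation above 0.5, was not met. That interval resamples members, several of them neighbours in the genome, and not mice, so no conclusion is drawn. A background shared by all mice of a genotype leaves no such variation, so this test could not detect it. The paper describes a C57BL/6J line and wild types and knockouts from intercrossed heterozygotes. Whether the mice of these arrays were littermates is not given in the sources used here. A cluster on chromosome 4 with Ccl21a, Ccl21b and Fam205a2 stands out in 2 samples far from the others: its mean in cortex was 6.53 in Tatdn1−/− mouse F77-3 against 5.22 to 5.34 in the other Tatdn1−/− mice (6.16 to 6.7 in Tatdn1+/+ mice), and in heart 4.75 in M78-0 against 5.39 to 5.75. That F77-3 is 1 mouse with low Tatdn1 in both tissues and the cluster at the Tatdn1+/+ level may speak against an effect of Tatdn1 on the cluster, but 1 mouse cannot tell.

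Genes induced by neuronal activity were lower in Tatdn1−/− cortex, a signal in genes the paper does not discuss as a group, though it names Egr3 and its Data S1 lists sets of growth factor and serum response as enriched in wild-type brain (median -0.414, camera adjusted p = 1.25e-15, and 0.286 with an estimated correlation), and the difference from ventricle (0.047) passed a test of the difference itself (adjusted p = 5.02e-06, and 0.62 with an estimated correlation). Array M78-1, whose interquartile range of 4.04 lay far from the 4.32 to 4.44 of the other Tatdn1−/− cortex arrays, is argued against as the cause, since 104.8% of the median was kept without it. More striatal tissue in the Tatdn1−/− samples could lower these genes, and the within-genotype correlation of -0.35 between the striatal and the immediate early score (permutation p = 0.348, 12 brains) cannot tell. A stress hormone or an hour of sampling that differed between mice may lower them with the glucocorticoid targets, and the within-genotype correlation of the glucocorticoid score between heart and brain was 0.758 (permutation p = 0.056) but -0.029 without the 2 farthest mice, so this stays open too. An effect of the loss of Tatdn1 on neuronal activity was not tested.

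Neuronal transcripts were higher in Tatdn1−/− heart, a signal in genes the paper does not discuss as a group (median 0.304, camera adjusted p = 0.00159, and 0.604 with an estimated correlation). Neuronal markers differed from oligodendrocyte markers (-0.016) with a permutation p of 0.00513, while brain holds both (Mbp 9.9 in cortex, 2.87 in Tatdn1−/− and 3.03 in Tatdn1+/+ heart). This cannot settle whether brain RNA was carried over into these samples, since the test ignores abundance in brain. Snap25 and Syt1, at 11.24 and 11.51 in Tatdn1+/+ cortex, rose in heart from 3.92 to 4.64 and from 3.13 to 4.29. Cnp (8.52 in cortex) rose from 4.32 to 4.59, whereas Stmn2 (9.48), Gap43 (8.3) and Mobp (8.62) hardly moved (5.48 to 5.61, 2.97 to 2.87 and 2.54 to 2.58). A shift of all dim probe sets is argued against, since the median lay at percentile 100 of random lists matched on signal (95% of them from -0.062 to 0.155). Single arrays cannot be excluded, since 63.7% of the median was kept without the 2 heart arrays of lowest weight, and without Tatdn1−/− mouse M78-1 the median was 0.136 and the call was lost (adjusted p = 0.0705). More nerve tissue in the Tatdn1−/− samples, by dissection or by genotype, was not tested.

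ATF4 targets were lower in cortex, in genes the paper does not discuss as a group (median -0.205), and differed from ventricle (adjusted p = 0.00124, and 0.174 with an estimated correlation). Glucocorticoid targets, also not discussed as a group, were lower in cortex (median -0.239) and in heart (-0.347), and their mean in heart of F77-3, 6.27, lay far from the 6.39 to 6.43 of the other Tatdn1−/− mice. Clock outputs, not discussed as a group, were higher in heart (median 0.351) and differed from cortex (adjusted p = 0.0415, and 0.62 with an estimated correlation). Oligodendrocyte markers differed between tissues (adjusted p = 0.0453, and 0.688 with an estimated correlation). The genotype effect differed between tissues, as cortex minus ventricle, for Afmid (-1.35), Hebp1 (-1.17) and E130304I02Rik (1.39), each with an adjusted p of 0.0385, and all 3 calls were lost after quantile normalization (lowest adjusted p 0.0647), with arrays centred on their median (0.0616) and without any 1 of 8 mice (0.052 to 0.196). Single arrays far from the other 5 of their group were F77-2 for Entpd4 in cortex (8.28 against 8.81 to 8.96) and M78-1 for Slc22a17 in heart (4.84 against 3.91 to 4.22), Cd59a in cortex (4.66 against 5.86 to 6.23) and Cbln4 in cortex (2.75 against 4.33 to 5.2).

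The real grouping was set beside other splits of the same mice, 100 with the real one. In ventricle, a count of called probe sets as large as the real 3 came from 1 split, the real one (highest other 2). A count at a fold change of 1.5 as large as 288 also came from 1 split (257). Both lie below the limit set beforehand, fewer than 5 of 100 splits. Below it were also the probe sets shared by both tissues (12, from 1 split, highest other 10), those called in cortex (2, from 4 splits) and those that differ between tissues (3, from 4 splits). With 100 splits and no adjustment over the counts, chance is made less likely for these but is not excluded. The ventricle counts and the shared count include Tatdn1, the disrupted gene. The counts of called probe sets hang on the setting: with a mouse left out, ventricle had 0 to 5, cortex 1 to 16 and the test between tissues 0 to 13, and the latter had 0 after quantile normalization and with centring. In cortex and between tissues a split called 10 and 9, several times the real count, which points to structure among the samples. All splits with counts as large exchanged 1 mouse of each genotype, so that they still largely carry genotype. The limit was not met by the 167 at a fold change of 1.5 in cortex (6 splits, highest other 316), the 9 lists called in ventricle (10 splits, highest other 13) or the 8 in cortex (5 splits, highest other 11), so chance stays open for these. For the difference between sexes the comparison shows nothing, since the real count was 0 in each tissue and all 100 splits reach it (highest other 1 in ventricle and 5 in cortex).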

How the results depend on the processing

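Few single genes passed the adjustment, and most of these calls were lost without certain single mice. Of 3609 values of named genes under alternatives, 3524 kept their side of the threshold and their direction, 39 lost the call, 42 gained it and 4 reversed. Most named genes were not called in the main fit, so keeping their side mostly means staying uncalled. Most were also chosen on these arrays, and the alternatives refit the same mice. The kept directions were therefore largely fixed by that choice and are not independent evidence. Array signal over background limits what can be seen of dim genes. Removal of the 2 arrays of lowest weight, and for lists the centring of arrays, were chosen after the data were seen. The mouse as a replicate block left 3 probe sets called between tissues, the test it was run on. Where a result changed, the cause was not tested, apart from the fewer mice in single-sex and leave-one-out fits.

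Called probe sets in ventricle numbered 16 with a variance trend, 24 with all 24 arrays in 1 fit, 0 in the Wilcoxon test, 0 in males, 0 in females, 0 without the 2 arrays of lowest weight, and 0 to 5 with a mouse left out. In cortex they numbered 4 after quantile normalization, 4 with centring, 8 with sex, 11 with weights, 6 with a variance trend, 0 in the Wilcoxon test, 34 with all 24 arrays, 0 in males, 0 in females, 7 without the 2 arrays, and 1 to 16 with a mouse left out. At a fold change of 1.5, ventricle had 908 in males and 692 in females, and cortex 106 with weights, 508 in males and 424 in females; at 2, ventricle had 104 and 72 and cortex 52 and 48. Shared probe sets numbered 20 in males and 25 in females, beside 13 and 15 higher in ventricle and lower in cortex and 6 and 1 the other way. Those that differ between tissues numbered 0 after quantile normalization, 0 with centring, and 0 to 13 with a mouse left out. Lists called in ventricle numbered 0 with an estimated correlation, 0 with fry, 2 in females, 5 with sex, 5 without dim probe sets, and 4 to 9 with a mouse left out, and in cortex 3 with an estimated correlation and 3 with fry. The 20 Mb window around Tatdn1 in ventricle gave p = 1 in Fisher's exact test (odds ratio 0.964).

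Tatdn1, heart, lost its call in the Wilcoxon test (-1.361), in males (-1.439), in females (-1.283) and without the 2 arrays (-1.387), with -1.468 to -1.258 without a heart WT or heart KO replicate. Reversed were Cnp, heart, in females (-0.003), Arrdc2, heart, in males (0.097), Xylt1, brain, in females (0.054) and Npas2, heart, in females (-0.362). Adjusted p values of lists follow. Interferon alpha in ventricle: 0.8 with an estimated correlation, 0.453 with fry, 0.0663 after quantile normalization, 0.067 without dim probe sets, 0.934 in females, 0.0545 without the 2 arrays, and 0.0051 to 0.281 with a mouse left out. Glucocorticoid targets: 0.556 and 0.166 (estimated correlation, fry) in ventricle, 0.286 and 0.117 in cortex, with 0.293 in males. Immediate early genes in cortex: 0.286 and 0.117. Angiogenesis in ventricle: 0.0434 with centring, 0.0217 without the 2 arrays, and 0.0231 to 0.217 with a mouse left out. Epithelial mesenchymal transition in ventricle: 0.00721 with fgsea, and 0.0495 to 0.608 with a mouse left out. Inflammatory response in ventricle: 0.00721 with fgsea. Without a call, the direction turned for nucleases in ventricle (fry 0.999, females 0.773, a mouse left out 0.565 to 0.964) and in cortex (fry 0.856, fgsea 0.664, dim filter 0.973, males 0.791, a mouse left out 0.871 to 0.998), and in cortex for angiogenesis (males 0.856), epithelial mesenchymal transition (dim filter 0.973, females 0.474, without the 2 arrays 0.965, a mouse left out 0.782 to 0.999), interferon alpha (without the 2 arrays 0.991), vesicle trafficking (females 0.523, without the 2 arrays 0.787, a mouse left out 0.66 to 0.976), synapse (males 0.369) and potassium channels (males 0.856).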

Differences from the paper's values

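The paper's counts and fold changes in Data S1 are on another scale than the deposited values, with a median size of the log2 difference of 0.75 in the paper's table and of 0.45 in heart and 0.44 in brain here. The slope of the deposited Tatdn1+/+ mean on that of the table changes with the level of the probe set, so that no change of log base or unit brings the series together. At a fold change of 1.5 and p under 0.05, the paper's Data S1 lists 780 probe sets for the heart, against 288 here, and 590 for the brain, against 167 here. Here 2 counts are said to differ where the larger is more than 1.5 times the smaller. Of the alternatives set before the data were examined, males alone (908 and 508) and females alone (692 and 424) no longer differ, and all others do. These 2 fits compare 3 against 3 mice. They had fewer probe sets at p under 0.05 (1626 and 942 in males, 1314 and 1480 in females, against 1878 and 1551 with all mice) and 0 called. Their counts rose only through the fold limit, so nearness to the paper's counts from 6 against 6 mice is not agreement. The same goes for the single-sex counts below. At an FDR under 0.05, the paper's table has 42 for the heart and 66 for the brain, against 3 and 2 here, and every alternative differs. Of those 42, 18 were called with all 24 arrays in 1 fit and 13 with a variance trend. Of those 66, 26 were called with all 24 arrays, 14 without F77-3, 10 with array weights, 8 with sex as a term, 6 with a variance trend and 5 without M78-1. Without the 2 arrays of lowest weight, chosen after the values were seen, 7 of the 66 were called and 0 of the 42. At a fold change over 2 and p under 0.05 in the heart, the paper's count is 118, against 25 here and 104 in males alone, the single alternative that does not differ. The paper gives 10 genes higher and 19 lower in both tissues, and the legend of Fig. 5D states an FDR under 0.05, at which Entpd4 alone was called in both tissues here. At a fold change of 1.5 and p under 0.05, the limits of the entries of Data S1, 2 and 10 probe sets passed here, of which the 2 higher ones hold identical values and 2 of the lower ones are of Entpd4. For the higher ones, males alone (8) and females alone (9) do not differ, and for the lower ones females alone (16) and the fit without M75-2 (13) do not.

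On the log2 scale, the paper's values from Data S1 and those here differ for Tatdn1 in the heart (paper's -2.32, here -1.36), Cd59a (paper's 2.19, here 1.31), Ptgds (paper's -1.22, here -0.59), Rmrp (paper's -1.2, here -0.46), Sema7a (paper's 0.87, here 0.44), Adora2a (paper's 1.38, here 0.56) and Adcy5 (paper's 1.17, here 0.52), under every alternative. They differ for Lama5 (paper's -1.79, here -1.09) except after quantile normalization (-1.15), with centring (-1.12), in females (-1.17) and without M75-1 (-1.29), F76-2 (-1.2), M78-1 (-1.14) or F77-1 (-1.23). They differ for Amy1 (paper's -1.76, here -1.2) except after quantile normalization (-1.27), in males (-1.47) and without F76-2 (-1.25), M77-1 (-1.26), F77-1 (-1.25) or F77-3 (-1.34). They differ for Tmem185b (paper's 1.08, here 0.59) except in males (0.89), for Ky (paper's 1.41, here 0.77) except in females (1.06) and without M75-0 (0.96), for Bhlhe41 (paper's 1.11, here 0.67) except in females (0.81) and without M78-0 (0.76), and for Egr3 (paper's -1.02, here -0.49) except in females (-0.81).

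Named genes with an FDR under 0.05 in Data S1 that were not called here, but were called in some setting, are Cd59a (quantile normalization, centring, sex, weights, variance trend, all 24 arrays, without M78-1), Mid1 (the same settings and without F76-1), Amy1 (variance trend, all 24 arrays, without F77-3), Pisd-ps3 and Uqcrc2 in the heart (variance trend, all 24 arrays), Zbtb16 (variance trend), Mxd1 (all 24 arrays, without M77-1), Dusp4 (sex, without F77-3), Ptgs2 (sex), and Igfals, Map3k6, Bdnf, Gm21860 and Gm21748 in the brain (all 24 arrays; Igfals and Map3k6 in the heart). The paper reports enrichment of angiogenesis, the epithelial mesenchymal transition and inflammation in the Tatdn1−/− heart. In camera here these had adjusted p values of 0.0506, 0.24 and 0.349, and in fgsea, set beforehand as an alternative, 0.0959, 0.00721 and 0.00721. The interferon alpha response, which the paper also reports, passed both (0.0409 and 0.0018) and had 0.801 with an estimated correlation. The paper names Calb2 among its cortex genes, and here its log2 difference was -0.57 (exact permutation p = 0.255), while Sema7a, named with it, had all Tatdn1−/− arrays above all Tatdn1+/+ arrays. The paper finds no enriched gene set common to both tissues, and here the glucocorticoid targets, which are not a set of its collections, passed camera in both, with adjusted p = 0.556 in heart and 0.286 in cortex with an estimated correlation.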

Other observations

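Ribosomal protein genes were slightly lower in Tatdn1−/− ventricle. Of 44 measured, 34 had a lower mean, with a median log2 difference of -0.048 (camera, adjusted p = 0.0466, and 0.801 with an estimated correlation), and 1, Rpl28, had an unadjusted p under 0.05 (-0.22, standard error 0.10). The call was lost in fgsea (0.103), after quantile normalization (0.0663), with sex as a term (0.0511), in females alone (0.533), without the 2 arrays of lowest weight (0.409) and without any 1 of 7 mice (0.0688 to 0.324). The ribosomal median was -0.021 without M78-0 and -0.022 in females alone. The wider list of 20 clock genes had a median of 0.241 in ventricle (camera, adjusted p = 0.0493, and 0.556 with an estimated correlation), with 4 higher and 2 lower at an unadjusted p under 0.05. This call was lost after quantile normalization (0.0663), without the 30% dimmest probe sets (0.116), with sex as a term (0.0534), with the mean of the probe sets of a gene (0.0761), in males (0.245) and females (0.285) alone, without the 2 arrays of lowest weight (0.104) and without any 1 of 9 mice (0.0511 to 0.212). Npas2 had 0.23 (standard error 0.26), away from the other genes that peak with Bmal1. All 6 atrial markers had a higher mean in Tatdn1−/− ventricle, without a call in camera, and fgsea gave an adjusted p of 0.0018.

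Single genes of the strain-variable group had large differences in cortex. Mid1, a ubiquitin ligase gene on the X chromosome, had 1.05 (standard error 0.17, adjusted p = 0.0763 from limma), with all 6 Tatdn1−/− arrays above all Tatdn1+/+ arrays. Ccl21b, a chemokine gene of chromosome 4, had -1.86 in cortex (adjusted p = 0.0794) and 0.32 in ventricle (adjusted p = 0.78). Without F77-3, 16 probe sets were called in cortex, all lower, and 13 of these, with 11 distinct sets of values, lie on chromosome 4 or its unplaced pieces, with log2 differences from -3.37 to -1.06. At the strain-variable loci, the hearts of 5 of 12 mice correlated best with their own brain.

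In other lists, ER chaperones had a median of 0.033 in ventricle (adjusted p = 0.82) and -0.106 in cortex (0.134), oxidative phosphorylation -0.016 (0.4) and 0.003 (0.834), the proteasome 0.001 (0.775) and -0.068 (0.834), and sarcomere genes -0.007 in ventricle (0.882). Neuronal markers had 0.055 in cortex (0.239) and astrocyte markers 0.053 (0.346). No probe set had a genotype effect that differed between sexes (lowest adjusted p 0.213 in ventricle and 0.238 in cortex, from limma).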
